# A global screening identifies chromatin-enriched RNA-binding proteins and the transcriptional regulatory activity of QKI5 during monocytic differentiation

**DOI:** 10.1186/s13059-021-02508-7

**Published:** 2021-10-14

**Authors:** Yue Ren, Yue Huo, Weiqian Li, Manman He, Siqi Liu, Jiabin Yang, Hongmei Zhao, Lingjie Xu, Yuehong Guo, Yanmin Si, Hualu Zhao, Shuan Rao, Jing Wang, Yanni Ma, Xiaoshuang Wang, Jia Yu, Fang Wang

**Keywords:** RNA-binding proteins (RBPs), Transcriptional regulation, QKI5, Monocytic differentiation

## Abstract

**Background:**

Cellular RNA-binding proteins (RBPs) have multiple roles in post-transcriptional control, and some are shown to bind DNA. However, the global localization and the general chromatin-binding ability of RBPs are not well-characterized and remain undefined in hematopoietic cells.

**Results:**

We first provide a full view of RBPs’ distribution pattern in the nucleus and screen for chromatin-enriched RBPs (Che-RBPs) in different human cells. Subsequently, by generating ChIP-seq, CLIP-seq, and RNA-seq datasets and conducting combined analysis, the transcriptional regulatory potentials of certain hematopoietic Che-RBPs are predicted. From this analysis, quaking (QKI5) emerges as a potential transcriptional activator during monocytic differentiation. QKI5 is over-represented in gene promoter regions, independent of RNA or transcription factors. Furthermore, DNA-bound QKI5 activates the transcription of several critical monocytic differentiation-associated genes, including CXCL2, IL16, and PTPN6. Finally, we show that the differentiation-promoting activity of QKI5 is largely dependent on CXCL2, irrespective of its RNA-binding capacity.

**Conclusions:**

Our study indicates that Che-RBPs are versatile factors that orchestrate gene expression in different cellular contexts, and identifies QKI5, a classic RBP regulating RNA processing, as a novel transcriptional activator during monocytic differentiation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-021-02508-7.

## Background

Conventional RNA-binding proteins (RBPs) associate with structural motifs on RNA molecules via their well-defined RNA-binding domains. In doing so, RBPs help RNA to progress through different stages of its life, including alternative splicing, transport, modification, editing, decay, and translation [1, 2], thereby mediating the roles of RNA in numerous biological processes and diseases. However, recent studies have indicated that some RBPs can also interact with chromatin and regulate gene transcription. One of the earliest examples of an RBP involved in transcriptional regulation came from a study in mouse embryonic stem cells, where the RBP Lin28A was reported to bind near transcription start sites (TSSs) and recruit Tet methylcytosine dioxygenase 1 (Tet1) to control gene transcription [3]. Since then, several other chromatin-interacting RBPs have been unveiled, revealing multiple possible mechanisms of action, for example: the RNA methyltransferase like 3 (METTL3), which is recruited to chromatin by transcription factor CRPBPZ to induce m^6^A modification on associated mRNAs in a human leukemia cell line (MOLM13) [4]; heterogeneous nuclear ribonucleoprotein U (HnRNPU) which helps maintain the 3D chromatin structure with CCCTC-binding factor (CTCF) and RAD21 cohesin complex component (RAD21) through oligomerization with chromatin-associated RNAs in a human liver carcinoma cell line (HepG2) [5]; and WD repeat domain 43 (WDR43) which is recruited to promoters by noncoding/nascent RNAs to release Pol II, facilitating transcriptional elongation in embryonic stem cells (ESCs) [6]. Recent studies using chromatin immunoprecipitation sequencing (ChIP-seq) analysis of a selection of individual RBPs in K562 and HepG2 cells revealed that multiple nuclear RBPs were tightly associated with chromatins [7, 8]. Therefore, it seems that the chromatin-binding capacity of RBPs may represent a previously under-appreciated layer of gene expression regulation. What remains unclear is whether the majority of RBPs, which are yet unstudied, also have chromatin-binding capacity, and if so, what the physiological relevance of chromatin-binding RBPs is in human hematopoietic cells in particular, where RBPs are known to play key roles.

To answer these questions, we first identified all chromatin-binding RBPs in the nuclear fraction of three immortalized human cells using mass spectrometry (MS). We found that approximately 9.6% (52/544) of all annotated RBPs were commonly chromatin-enriched (Che-RBPs), and within them we defined a group of 7 hematopoiesis-related Che-RBPs: ADAR, PTBP3, KHSRP, ELAVL1, NUDT21, SETD1A, and QKI5. Given the known regulatory roles of QKI5 as a classical RBP in hematopoiesis [9–11], we next asked whether its novel chromatin-associating functions played a role during monocytic differentiation. We found that QKI5 located on genomic loci of several target genes in monocytic cells, activating their transcription among which was *CXCL2*, coding for a cytokine essential for monocytic differentiation [12–14]. Taken together, our data show that chromatin-binding is a property shared by a small but significant minority of RBPs. Among these, QKI5 may play an important role in regulating gene transcription during monocytic differentiation. These findings provide a reference for the study of other Che-RBPs, with an emphasis on the hematopoietic compartment, where they may be involved in the regulation of gene expression during cellular differentiation and other yet unknown processes.

## Results

### A comprehensive screening identifies numerous RBPs positioning on chromatin

Numerous RBPs localize in the nucleus where they participate in various RNA metabolism processes, such as RNA capping, splicing, and transporting [15]. Alongside, individual chromatin-binding RBPs have been identified in the nuclei of specific cell types [8]. However, a comprehensive screening to identify all chromatin-associated RBPs in a given cell type has not been carried out. To address this, we extracted nuclei from the human hematopoietic cell lines K562 (chronic myelogenous leukemia) and THP-1 (acute monocytic leukemia), as well as HEK293T cells (human embryonic kidney expressing mutated SV40 large T antigen, also known as 293T cells), and separated the soluble components (soluble nuclear extract, SNE) from the chromatin pellets (chromatin-pellet extract, CPE) (Fig. 1a, Additional file 1: Figure S1a). We then used mass spectrometry to identify and quantify RBPs and other nuclear proteins such as transcription factors (TFs) in SNE and CPE (Fig. 1a, Additional file 1: Figure S1b). To enable us to distinguish RBPs from other nuclear proteins, we employed the RBPDB and ATtRACT databases [16, 17] to generate an RBP library (Additional file 1: Figure S1c and Additional file 2: Table S1); and JASPAR and Hoocomoco11 [18, 19] databases to construct a library for TFs identification (Additional file 1: Figure S1c and Additional file 2: Table S1). Together, by comparing our sub-nuclear mass spectrometry results with the RBP and TF libraries we were able to identify and plot the relative distribution of nuclear RBPs and TFs in the CPE or SNE fractions in the 3 cell lines. Overall, we identified 257 nuclear RBPs across the tested cell lines, of which 50.2% (129/257) were more associated with the CPE than the SNE (defined as “chromatin-enriched RBPs,” abbreviated as “Che-RBPs”) (Fig. 1b–d, Additional file 1: Figure S1d and Additional file 3: Table S2). In total, we identified 92 Che-RBPs in THP-1 cells (Fig. 1b), 99 in K562 cells (Fig. 1c), and 79 in 293T cells (Fig. 1d), with 52 of these Che-RBPs being present in all three cell lines (Additional file 1: Figure S1d-e and Additional file 3: Table S2), accounting for approximately 13.8% of all detected chromatin-enriched proteins (Fig. 1e, Additional file 4: Table S3) and 9.6% of all annotated RBPs (Fig. 1f). We also identified several well-known TFs on the chromatin of the cell lines (Additional file 1: Figure S1f, g and Additional file 3: Table S2). When we compared the 52 commonly detected Che-RBPs from our screening with reference databases of dsDNA-binding proteins [20], we found that 59.6% (31/52) of our common Che-RBPs overlapped with previously identified dsDNA-binding proteins [20] (Fig. 1f).

**Fig. 1:**
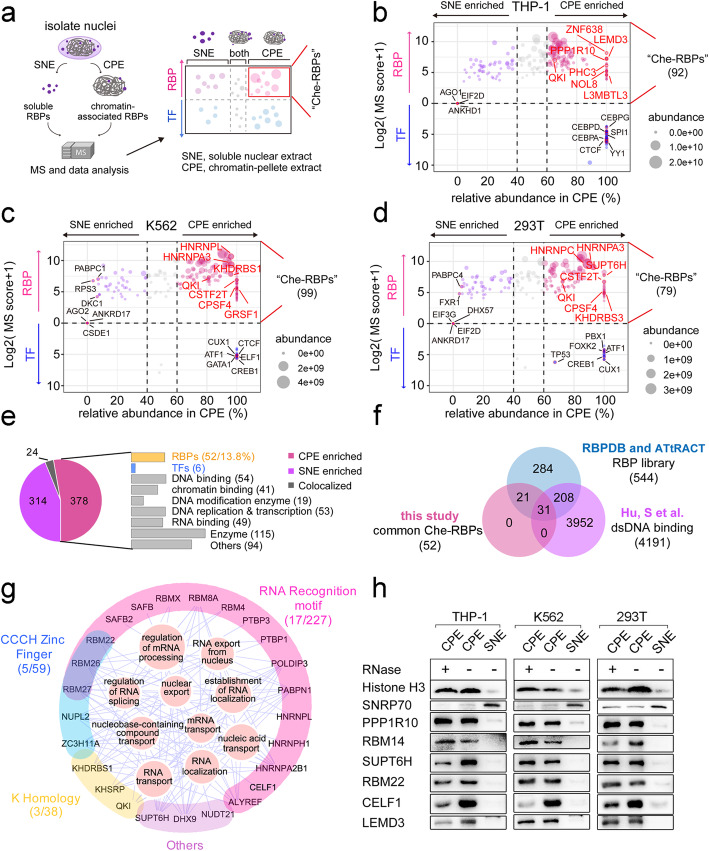
Proteomic screening for Che-RBPs in three cell lines. **a** Schematic diagram showing the major steps of mass spectrometry (MS) screening and data analysis: proteins were collected from the soluble nuclear extract (SNE) and chromatin-pellet extract (CPE) fractions separately and identified by MS data analysis. **b–d** Sub-nuclear distribution of RBPs and TFs in THP-1 (**b**), K562 (**c**), and 293T (**d**) cells. The *x*-axis indicates the relative abundance of RBPs and TFs in the CPE fraction (protein area value in the CPE fraction/area value in the sum of SNE and CPE fractions). The *y*-axis shows the log2 (MS score + 1) of RBPs and TFs in the CPE fraction. The bubble size indicates the protein area value in the CPE fraction, and bubble color represents the different sub-nuclear location of RBPs and TFs. The MS score reflects reliability of identification. And the area value represents the relative abundance of protein. **e** Molecule function categories of common proteins located in the CPE fraction based on the DAVID database among three cell lines. Some proteins belonged to multiple categories and so were counted more than once. **f** Venn diagram showing the overlap between the common Che-RBPs expressed across three cell lines identified by the MS screening, known RBPs from RBP libraries (RBPDB and ATtRACT) and dsDNA-binding proteins reported in published studies. **g** Functional annotation and domain classification of the 52 common Che-RBPs. The network represents the affiliation of RBPs to related biological processes, based on gene ontology (GO) functional enrichment analysis, and the inner circle size indicates − log10 (*P* value) of GO functional enrichment analysis. The color of the outer ring corresponds to the different domains present in the RBPs. **h** Immuno-blot analysis of the distribution of the common Che-RBPs that were most abundant in the CPE fractions with/without RNase treatment

We then employed gene ontology (GO) analysis to predict the molecular functions of the 52 common Che-RBPs. This showed that these Che-RBPs expressed in the three cell lines were mainly enriched in GO terms “RNA splicing and RNA transport” (Fig. 1g, Additional file 4: Table S3). Moreover, Che-RBPs with RNA recognition motifs (RRM), CCCH zinc finger domains, or KH domains tended to enrich on chromatin (Fig. 1g). To verify the chromatin association of the top six Che-RBPs that were most abundant in CPE fractions, we performed immunoblots using the CPE fractions from different cell lines with or without RNase A treatment (Additional file 1: Figure S1h) to assess whether their chromatin associations were RNA-dependent, alongside the SNE fraction. Histone H3 and small nuclear ribonucleoprotein (SNRNP70) served as positive controls for CPE and SNE components, respectively (Fig. 1h). The results confirmed that all tested Che-RBPs displayed a chromatin-associating feature, supportive of our screening data; however, whether their associations with chromatin were RNA-dependent varied among cell lines. Serine/threonine-protein phosphatase 1 regulatory subunit 10 (PPP1R10) bound to chromatin more strongly when RNA was absent in THP-1 cells and 293T cells, indicating that RNA might obstruct its interaction with chromatin. Similar results were also observed with RNA-binding motif protein 14 (RBM14) in THP-1 cells, transcription elongation factor SPT6 (SUPT6H), pre-mRNA-splicing factor RBM22 (RBM22), and inner nuclear membrane protein Man1 (LEMD3) in 293T cells (Fig. 1h, Additional file 1: Figure S1i). In other cases, Che-RBPs showed an RNA-mediated association to the chromatin, such as CUGBP Elav-like family member 1 (CELF1), which did not associate with chromatin when RNA was removed (Fig. 1h, Additional file 1: Figure S1i).

Overall, we conducted a comprehensive screening of all detectable chromatin-enriched RBPs and identified both common and unique Che-RBPs across three human cell lines. We found that some of these common Che-RBPs exhibited differential requirements for RNA to enable chromatin binding, which were sometimes context-dependent, indicating a high degree of flexibility in their function, perhaps suggestive of their involvement in multiple chromatin-regulatory pathways.

### The DNA/RNA association properties of hematopoietic Che-RBPs

We next sought to understand whether any of the 52 common Che-RBPs were likely to be directly involved in hematopoiesis. Also, numerous RBPs have been reported to play essential roles at the post-transcriptional level in hematopoietic regulation [21]; however, whether some of them possessing the transcriptional regulatory activity was still undefined. We first searched for known hematopoiesis-related RBPs using the Gene Ontology (GO) [22] database combined with published literature, which together identified 72 candidates (Additional file 2: Table S1) [9, 23–48]. Of these candidates, 7 also appeared on our common Che-RBPs list and were selected for further analysis: QKI5, double-stranded RNA-specific adenosine deaminase (ADAR), polypyrimidine tract-binding protein 3 (PTBP3), far upstream element-binding protein 2 (KHSRP), ELAV-like protein 1 (ELAVL1), cleavage and polyadenylation specificity factor subunit 5 (NUDT21) and histone-lysine N-methyltransferase SETD1A (SETD1A) (Fig. 2a). We confirmed their chromatin associations by immunoblots in the three cell lines, as before, and found that all the hematopoietic Che-RBPs (hChe-RBPs) localized on chromatin, but showed variable RNA dependency (Fig. 2b, Additional file 1: Figure S2a).

**Fig. 2:**
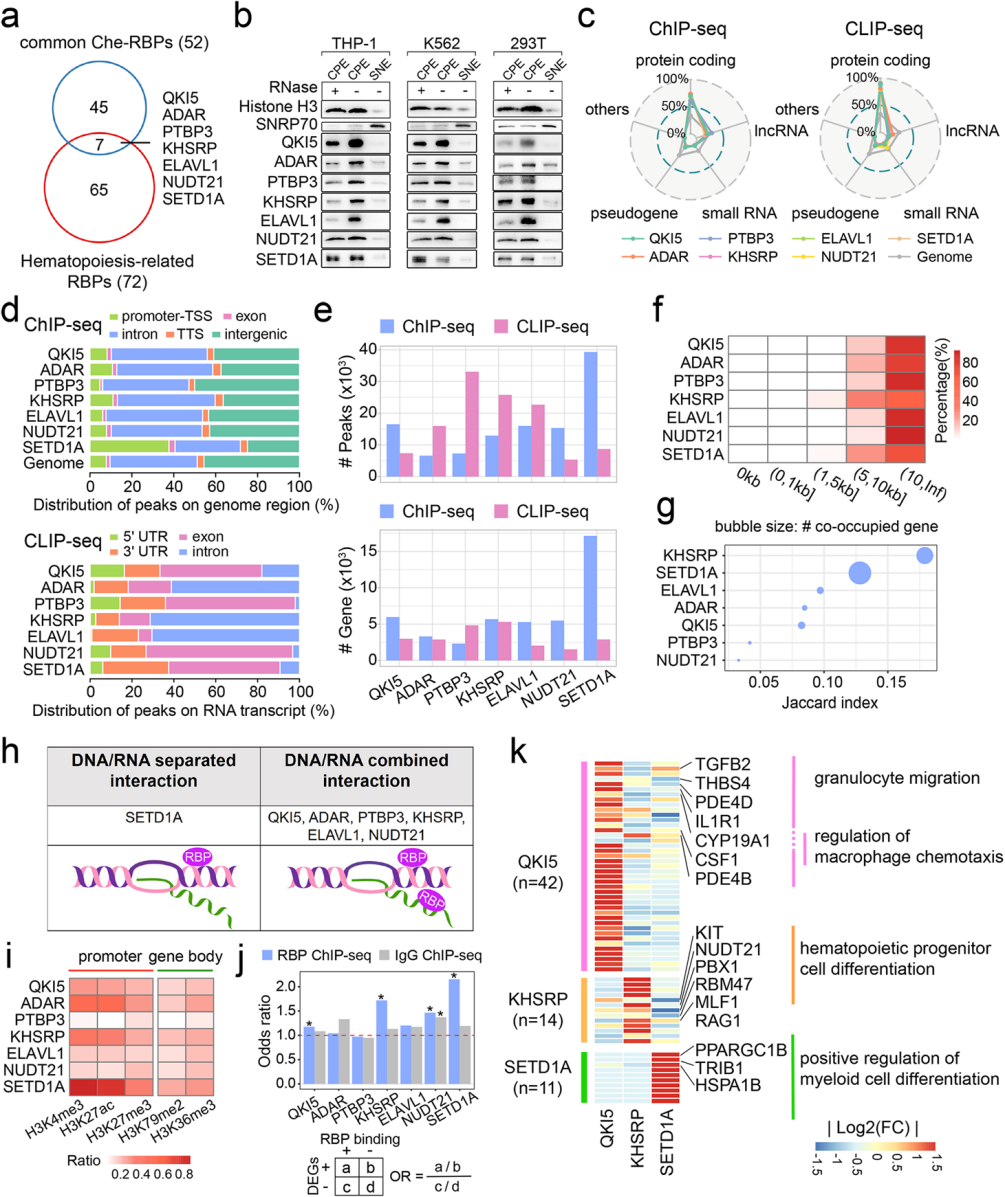
Large-scale sequencing of shared Che-RBPs. **a** Venn diagram showing the intersection between the common Che-RBPs and known hematopoiesis-related RBPs. Hematopoiesis-related RBPs were identified by literature and Gene Ontology database. **b** Immuno-blot validation of the distribution of hematopoietic Che-RBPs (hChe-RBPs) in the SNE and CPE fractions with/without RNase treatment. Immuno-blots of Histone H3 and SNRP70 were the same images from Fig. 1h since the same batch of SNE and CPE samples were used. **c** hChe-RBPs’ distribution on different gene types revealed by ChIP-seq (left panel) and CLIP-seq (right panel) datasets. **d** Enrichment of hChe-RBPs on different genomic regions. Upper panel: hChe-RBPs’ ChIP-seq signal distribution with human genomic intrinsic constitution as comparison. Lower panel: hChe-RBPs’ CLIP-seq signal distribution. **e** Comparison of occupied peak numbers (upper panel) and gene numbers (lower panel) between ChIP-seq and CLIP-seq datasets of indicated hChe-RBPs. **f** Heatmap showing the distribution ratios of CLIP-seq peaks neighboring ChIP-seq peaks of each hChe-RBP in different distance ranges on genome. **g** Comparison of hChe-RBP co-occupied genes from ChIP-seq and CLIP-seq datasets. The *x*-axis shows the Jaccard index of each hChe-RBP’s ChIP-seq and CLIP-seq occupied genes, with bubble size indicating co-occupied gene number. **h** Schematic diagram representing different interaction modes of hChe-RBPs to chromatin. **i** Heatmap presenting the occupation ratio of histone markers’ ChIP signals colocalized with hChe-RBPs’ ChIP peaks at promoter and gene body regions, respectively. **j** Upper panel: Odds ratio of differentially expressed genes (DEGs) determined by RNA-seq upon hChe-RBP knocking down on hChe-RBP-occupied versus non-occupied genes (*P value < 0.05, double-tail Fisher’s exact test). The odds ratio of IgG ChIP-seq dataset versus RNA-seq datasets upon hChe-RBPs knocking down was used as a randomized control. Lower panel: Formula of odds ratio. **k** GO functional enrichment analysis of hChe-RBP-occupied DEGs with scaled absolute value of log2FC

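ChIP-seq locates DNA held by a protein and CLIP-seq locates RNA cross-linked to it, both pulled down with an antibody against that protein. Peak lists of both assays were deposited for QKI5, ADAR, PTBP3, KHSRP, ELAVL1, NUDT21 and SETD1A, all labelled as THP-1 cells, a line grown from an acute monocytic leukemia. ChIP-seq also has a list for IgG, an antibody without a chosen target. For ChIP-seq, the authors aligned reads with Bowtie2, merged the 2 replicates of each protein (IgG has 1 library) and called peaks with HOMER at 2.5-fold or more over both the input and the local signal. The lists were called from 11262109 (IgG) to 36073524 (ADAR) tags, of which between 0.3% (ADAR) and 3.62% (SETD1A) lay in peaks. All ChIP-seq peaks of QKI5 are 389 bp long and all those of IgG are 433 bp. For CLIP-seq, the authors aligned reads with STAR, called peaks with CLIPper and normalized them to a size-matched input. The deposited CLIP-seq lists give a log2 fold over input and a −log10 p for each peak, except that of ADAR, which holds windows of 400 bp without a fold, a p or a strand. The read depth of CLIP-seq is not in the lists. Each protein has 1 merged list per assay, so the error between replicates is unknown, and intervals cover counting error only. Many CLIP-seq rows touch or overlap another row, and each row was counted as a peak. Shares of these lists thus count some sites repeatedly, and their intervals are too narrow. The centre of each peak was placed on the GRCh38 genome with the basic genes of GENCODE 44, as a promoter (1000 bp upstream to 100 bp downstream of a transcription start site), transcription termination site, exon, intron or intergenic region. Shares of peaks carry 95% Wilson confidence intervals.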

To investigate the possible regulatory functions of these hChe-RBPs, we generated ChIP-seq and CLIP-seq data from THP-1 cells (Additional file 1: Figure S2b, c, d) [8, 49–51]. 

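SETD1A, a subunit of a complex that methylates histone H3 at promoters, was the hChe-RBP most often found at promoters. The RNA-editing enzyme ADAR and the splicing and decay factor KHSRP were found there more often than their share of the genome, and the RNA-stability factor ELAVL1 and the splicing regulator PTBP3 less often. PTBP3 and ELAVL1 also had the largest shares of peaks in lncRNA genes. Promoters make up 2.702% of the genome. They held 24.84% of 39296 SETD1A peaks on the main chromosomes (confidence interval 24.41% to 25.27%), 9.193 times that share. The ratio was 1.577 for ADAR (exact binomial test, two-sided, p = 5.5e-13) and 1.475 for KHSRP (p = 3.31e-17, same test). By the same exact binomial test it was 0.577 for PTBP3 (p = 1.23e-10), 0.683 for ELAVL1 (p = 1.95e-12), 0.888 for NUDT21 (p = 0.0204) and 0.803 for IgG (p = 0.000372). Promoters held 2.62% of QKI5 peaks, and the interval (2.39% to 2.88%) includes the genome's share. Of the peaks in genes, protein-coding genes held between 59.86% (PTBP3) and 75.72% (SETD1A), and 64.85% of those of IgG. lncRNA genes held 35.89% of PTBP3 peaks (34.41% or more by the interval), 31.56% of ELAVL1 peaks, 30.60% of IgG peaks and 19.86% of SETD1A peaks.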

The ChIP-seq analysis revealed that each hChe-RBP had a unique distribution pattern on the genome, yet all tended to bind to protein coding gene regions, while PTBP3 showed binding preference to lncRNA genes as well (Fig. 2c, left panel, see “Methods” for detail), and most of them (except for PTBP3 and ELAVL1) were over-represented in the promoter regions compared with the average promoter abundance in the human genome (Fig. 2d, upper panel). Additionally, CLIP-seq results indicated that hChe-RBPs preferred to bind to protein-coding RNA transcripts, with NUDT21 also showing a tendency to bind small RNA transcripts (Fig. 2c, right panel, see “Methods” for detail). However, unlike their association with chromatin, hChe-RBPs displayed more varied distribution patterns along RNA transcripts, with QKI5, PTBP3, NUDT21, and SETD1A tending to bind exons (Fig. 2d, lower panel). This was in contrast to previous reports on QKI5, where this RBP has been reported to regulate pre-mRNA splicing and locate on intronic regions of RNA in 293T cells [52, 53]; similarly, NUDT21 was reported to conduct 3′ end processing and was mainly located in introns in 293T cells [54, 55], but here presented with dominant exon-binding features. 

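The RNA bound by the hChe-RBPs came mostly from protein-coding genes. ADAR looked the most mixed, but its windows have no strand and no named gene, unlike the peaks of the other lists. They were given the gene at their centre on either strand, with non-coding exons before introns, which can raise the lncRNA share. NUDT21, a subunit of the complex that chooses where the 3′ end of an mRNA is cut, also had many peaks in small RNA genes. The housekeeping mRNAs of ACTB and TPT1 carried the strongest peaks of ELAVL1 and PTBP3. Protein-coding genes held between 61.46% (ADAR) and 94.00% (PTBP3) of the CLIP-seq peaks in genes, and lncRNA genes held 34.30% of those of ADAR. Small RNA genes held 6.44% of NUDT21 peaks, 343 peaks in 139 genes. For the other proteins this share was between 0.21% (KHSRP) and 2.05% (QKI5). The peak with the largest fold over input was a 3′ UTR segment of ACTB for ELAVL1 (chromosome 7, 5527546 to 5527551) and a coding segment of TPT1 for PTBP3 (chromosome 13, 45339996 to 45339999), at a log2 fold of 9.72 and 8.70 in the authors' lists. CLIP-seq peaks were also set against the RNA-seq libraries of the same paper. Of 134 genes at 20 CPM or more in the libraries with a control hairpin and under 0.5 CPM in all 8 libraries of the overexpression and PMA experiment, 100 carried a CLIP-seq peak of at least 1 protein. Of 142 genes of the reverse kind, 38 did.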

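The splicing regulator PTBP3 and the 3′ end factor NUDT21 had nearly all their RNA peaks in exons. Exons also held most of the peaks of QKI5 and SETD1A. All 4 proteins bound coding sequence more than 3′ UTRs. Exons held 97.88% of 32721 PTBP3 peaks (97.72% to 98.03%), 95.47% of NUDT21 peaks (94.87% to 96.00%), 86.07% of SETD1A peaks and 79.18% of QKI5 peaks (78.21% to 80.11%). Coding sequence alone held 79.46% for PTBP3, 69.34% for NUDT21, 60.38% for SETD1A and 51.79% for QKI5. 3′ UTRs held 18.78% for SETD1A, 9.28% for QKI5, 7.67% for PTBP3 and 4.22% for NUDT21. Exons of non-coding transcripts held 19.52% of NUDT21 peaks. Introns took 20.11% for QKI5 and 13.62% for SETD1A. Genes that the control-hairpin libraries express and the overexpression libraries lack carried peaks of PTBP3 (64 of these genes), QKI5 (41), SETD1A (40) and NUDT21 (17). Genes of the reverse kind carried peaks of SETD1A (1 gene) and of none of the other 3 proteins.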

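KHSRP, ELAVL1 and ADAR bound introns more than exons. ELAVL1, a factor that steadies mRNAs with AU-rich elements, had the largest share of peaks in 3′ UTRs of the 7 proteins. ADAR, which edits double-stranded RNA, had the largest share in coding sequence of these 3. The splicing factor mRNA of HNRNPH1 carried the strongest KHSRP peak, in an intron. Introns held 76.25% of 25711 KHSRP peaks (75.72% to 76.76%), 72.65% of 22484 ELAVL1 peaks (72.06% to 73.23%) and 59.64% of 15884 ADAR windows (58.88% to 60.41%). 3′ UTRs held 20.92% for ELAVL1, 10.43% for ADAR and 8.29% for KHSRP, and coding sequence 3.46%, 20.47% and 10.59%. The HNRNPH1 segment lies on chromosome 5 from 179619684 to 179619690, with a log2 fold over input of 6.55 in the list. ADAR peaks lay on 59 genes that the control-hairpin libraries express and the overexpression libraries lack, and KHSRP peaks on 61, with none for either on genes of the reverse kind. ELAVL1 peaks lay on 37 genes of the reverse kind and on none of the other.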

In the case of ADAR, KHSRP, and ELAVL1, our data showed that they were mostly enriched on the introns, which were consistent with previous works in different cell types: ADAR has been reported to bind dsRNA overlapping with *Alu* elements, and conducting A-I editing in gene intron regions [56, 57], while KHSRP was shown to regulate intronic splicing and mRNA decay in the 3′UTR, exhibiting clear 3′UTR and intron-binding preference in HepG2 cells and K562 cells [58, 59], and ELAVL was reported to bind AU-rich elements in the 3′UTR and presented an intron-enriched binding pattern in 293T cells [8]. The enrichment level of each hChe-RBP also differed among different types of genes at DNA or RNA level (Additional file 1: Figure S2e). For example, QKI5 tended to accumulate on genomic regions of both lncRNA and small RNA but only showed distinct enrichment on RNA transcripts of small RNA. 

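Small RNA genes, which include snRNAs, snoRNAs and microRNAs, carried more QKI5 peaks on RNA per length of gene body than all gene types together. Gene body counts introns in full, while most QKI5 RNA peaks lay in exons, and the level of each RNA was not a term. The ratio on RNA thus cannot show an excess. On DNA the ratio was also high, but it cannot show an excess either. A DNA peak counts for a gene through its promoter and termination site as well, while the ratio divides by gene body alone. By the same measure, lncRNA genes carried about the average number of QKI5 peaks on DNA and fewer on RNA. The IgG list had a similar ratio in small RNA genes on DNA. Per Mb of gene body, QKI5 ChIP-seq peaks in small RNA genes were 13.481 times as dense as over all gene types (68 peaks), and those of IgG 12.794 times (43 peaks). The ratio of QKI5 in lncRNA genes was 0.986 and in protein-coding genes 0.994. Of the QKI5 CLIP-seq peaks, 150 lay in 58 small RNA genes, a ratio of 41.505. lncRNA genes had 538 of these peaks, 7.34% (6.77% or more), a ratio of 0.257.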

NUDT21 exhibited high binding intensity on RNA transcripts of small RNA but showed no gene type-specific binding tendency on genome. Moreover, besides distribution pattern analysis of gene types, we also analyzed the hChe-RBPs’ distributions on different types of protein-coding genes at DNA or RNA level. 

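Small RNA genes stood out among the RNA peaks of NUDT21 by share. Their density was high too, but it divides by gene body with introns and has the limit given for QKI5. On DNA, the ratio of NUDT21 in small RNA genes was high by the way of counting, as for all 7 proteins and IgG. lncRNA and protein-coding genes carried NUDT21 peaks on DNA close to the average. The density ratio of NUDT21 in small RNA genes was 130.553 for CLIP-seq and 15.811 for ChIP-seq (72 peaks). In ChIP-seq, the ratio of the other proteins in these genes was between 12.698 (ADAR) and 18.643 (SETD1A). NUDT21 had a ratio of 1.025 in lncRNA genes and 0.971 in protein-coding genes. Among CLIP-seq lists the next ratios after NUDT21 and QKI5 were those of SETD1A (17.614) and ADAR (11.305).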

We divided protein-coding genes into house-keeping (HK) and cell-type-specific genes (SP) in THP-1 cells acquired from the human protein atlas database (https://www.proteinatlas.org/) (see “Methods” for detail). For each hChe-RBP, we calculated the ratio of HK and SP genes in the RBP-bound genes at DNA or RNA level and took the ratio of HK or SP genes of THP-1 cells in overall coding genes as the reference. The binding tendency was determined by comparing the proportion of HK or SP genes in each hChe-RBP’s bound genes with the reference ratio. ADAR, KHSRP, ELAVL1, and SETD1A preferred to bind genomic regions of HK genes while none of the 7 hChe-RBPs showed preference to bind SP genes. Meanwhile, all the hChe-RBPs presented binding tendency to RNA transcripts of HK genes, among which ELAVL1 also showed tendency to bind SP genes’ transcripts suggesting a cell-type-specific regulatory role (Additional file 1: Figure S2f).

Taken together, we have identified seven promising candidate hChe-RBPs with likely functional roles in transcriptional regulation within hematopoietic cells, based on their common chromatin occupancy across the cell lines tested here, and published literature on their association with hematopoiesis in their conventional RNA-binding capacity. These hChe-RBPs preferentially bound protein-coding regions of the genome presenting different tendencies to HK or SP genes, with diverse enrichment in different genic regions, alongside their dissimilar RNA transcript binding capacities and tendencies.

### hChe-RBPs exhibit widespread DNA- and RNA-regulatory effects in THP-1 cells

Having established the binding patterns of the hChe-RBPs across DNA and RNA targets, we next asked whether individual hChe-RBPs displayed a preference for genomic or transcriptional targets. 

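The histone methyltransferase subunit SETD1A had the most peaks on DNA and the splicing regulator PTBP3 the most on RNA as listed. QKI5 and NUDT21 had more peaks on DNA than on RNA. ADAR and KHSRP had more on RNA, as had ELAVL1. ChIP-seq gave 39305 peaks for SETD1A, 16496 for QKI5, 15982 for ELAVL1, 15314 for NUDT21, 12922 for KHSRP, 7289 for PTBP3 and 6599 for ADAR. The IgG list held 11398. CLIP-seq gave 33080 peaks for PTBP3, 25778 for KHSRP, 22667 for ELAVL1, 15956 for ADAR, 8675 for SETD1A, 7370 for QKI5 and 5360 for NUDT21. Of the ELAVL1 CLIP-seq peaks, 61.69% start where the one before them on the same strand ends. With touching segments joined, a choice made after seeing the data, ELAVL1 had 8683 CLIP-seq peaks, fewer than on DNA. KHSRP then had the most on RNA, 21267, and PTBP3 had 19055.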

By comparing peak numbers from the ChIP-seq and CLIP-seq results, we found that QKI5, NUDT21 and SETD1A were more enriched on genome, while others preferred to enrich on RNA (Fig. 2e, upper panel). 

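SETD1A peaks on DNA reached the most genes. QKI5, ADAR, PTBP3, KHSRP and SETD1A each reached over 2800 genes on RNA. ELAVL1, for all its RNA peaks, reached fewer genes on RNA than any protein but NUDT21. By the gene at the centre of each ChIP-seq peak, SETD1A bound 17900 genes, QKI5 6301, KHSRP 5872, NUDT21 5752, ELAVL1 5607, ADAR 3448 and PTBP3 2522. The IgG peaks fell on 4484 genes. By the gene named in the CLIP-seq list, or the gene at the centre of the window for ADAR, KHSRP bound 5257 genes in the annotation, PTBP3 4823, QKI5 2966, ADAR 2883, SETD1A 2876, ELAVL1 2028 and NUDT21 1527.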

Meanwhile the comparison of gene numbers between ChIP-seq and CLIP-seq showed that QKI5, ELAVL1, NUDT21, and SETD1A preferred to enrich on chromatin than RNA, implying their more extensive regulation of DNA targets, while PTBP3 exhibited an RNA-enriched pattern, indicating its regulatory preference for RNA, and ADAR and KHSRP displayed similar enrichment tendencies on DNA and RNA, suggesting their balanced regulatory features (Fig. 2e, lower panel).

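DNA peaks and RNA peaks of 1 protein seldom shared any base. KHSRP and ADAR had the largest shares of DNA peaks that overlapped an RNA peak, and NUDT21 the smallest. The other 4 proteins lay between them. These shares also depend on the number and length of the RNA peaks. No chance level was computed, so the order need not reflect the proteins. Of the ChIP-seq peaks, those with at least 1 base in a CLIP-seq peak made up 0.29% for KHSRP (38 peaks), 0.27% for ADAR (18), 0.18% for ELAVL1 (29), 0.14% for SETD1A (56), 0.12% for QKI5 (19), 0.10% for PTBP3 (7) and 0.04% for NUDT21 (6). The mean of the 7 shares was 0.163% ± 0.091 (SD over the proteins). Of 142 genes abundant in the overexpression libraries and absent from the control-hairpin libraries, 0.70% carried a CLIP-seq peak of any protein other than ELAVL1.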

In order to explore the interaction between hChe-RBPs’ DNA and RNA binding, we analyzed the relative positions between ChIP-seq and CLIP-seq peaks for each hChe-RBP: The overlapping rate between ChIP and CLIP peaks of each hChe-RBP was very low, with only about 0.14% ChIP peaks overlapped with CLIP peaks in average (Fig. 2f). CLIP peaks only appeared concurrently in the range of 5~10 kb or beyond 10 kb of ChIP peaks (~ 17% and 80% in average, respectively) (Fig. 2f). In this case, we could speculate that these hChe-RBPs seemingly interacted with chromatin or RNA in unrelated ways. Moreover, though only a few genes were co-occupied by hChe-RBPs at both DNA and RNA level, we also analyzed the binding gene’s overlapping ratio by introducing a “Jaccard” index (Fig. 2g). This showed that KHSRP and SETD1A possessed relatively high overlapping rates between ChIP- and CLIP-target genes which accorded with the peak-overlapping analysis indicating a multi-layered regulation role of genes’ expression, while PTBP3 and NUDT21 had rather low overlapping rates. 

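KHSRP and SETD1A had the most DNA peaks with an RNA peak within 10 kb. For NUDT21, PTBP3 and ELAVL1 nearly every DNA peak was farther than that from any RNA peak. QKI5 was close to these. Such distances, too, depend on how many peaks each list holds. A CLIP-seq peak lay 5 to 10 kb from the ChIP-seq peak for 3.87% of KHSRP peaks, 2.58% of SETD1A peaks, 1.97% of ADAR peaks, 1.05% of QKI5 peaks, 0.82% of ELAVL1 peaks, 0.80% of PTBP3 peaks and 0.41% of NUDT21 peaks. The mean was 1.643% ± 1.239 (SD over the 7 proteins). The nearest CLIP-seq peak was more than 10 kb away for between 90.56% (KHSRP) and 99.10% (NUDT21), with a mean of 96.134% ± 3.011. The range under 1 kb held 0.484% and that from 1 to 5 kb 1.577% on average.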

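KHSRP, which acts on introns and 3′ UTRs of mRNAs, had the highest Jaccard index between the genes of its DNA and RNA peaks, with SETD1A and ELAVL1 next. Relative to the overlap of independent lists over all annotated genes, ELAVL1 was first and SETD1A came after KHSRP and ADAR. That background holds genes of every type, expressed or not, while RNA peaks need an expressed gene. An excess over it is thus partly set in advance and cannot show a link between the DNA and RNA peaks. PTBP3 and NUDT21 shared few genes between the assays. KHSRP had 1609 genes with both kinds of peak, a Jaccard index of 0.169, where 492.3 genes would be shared if the lists were independent. SETD1A had 2162 such genes (index 0.1161, 821.1 if independent) and ELAVL1 had 643 (0.092, 181.4). The index was 0.0815 for ADAR, 0.0762 for QKI5, 0.0396 for PTBP3 and 0.0294 for NUDT21. The PTBP3 lists shared 280 genes and those of NUDT21 208 (140.1). Over the 7 proteins the mean index was 0.0863. From the high overlap of KHSRP and SETD1A, the paper reasons that these proteins act on the expression of genes at several layers.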

Integrating the binding feature of the hChe-RBPs generated from ChIP-seq/CLIP-seq data with the results of RNase-treated subcellular fractionation, we could speculate hChe-RBPs’ interaction modes as follows: (1) DNA/RNA separated, e.g., SETD1A; (2) DNA/RNA combined, e.g., NUDT21/QKI5/PTBP3/ADAR/KHSRP/ELAVL1, summarized by the schematic diagram (Fig. 2h). From ChIP/CLIP-seq comparative analysis (Fig. 2e), SETD1A bound DNA more than RNA at both peak level and gene level, and it also showed the highest DNA-binding rate among all hChe-RBPs tested (Fig. 2e), indicating its preference to interact with chromatin, which was in accordance with RNase-treated subcellular fractionation results (Fig. 2b, Additional file 1: Figure S2a) making it belong to the DNA/RNA separated interaction mode. Other hChe-RBPs’ interactions with chromatin relied on RNA at different degrees exhibited the combined interaction mode.

Next we focused on the transcriptional regulatory potential of the hChe-RBPs. We first analyzed the chromatin landscape defined by several classical histone markers on hChe-RBPs’ binding sites (Additional file 1: Figure S2g, Fig. 2i). Active promoter markers like H3K4me3 and H3K27ac tended to enrich on promoter regions bound by QKI5, ADAR, KHSRP, and SETD1A suggesting that they might possess transcriptional active functions, while relatively low levels of detected histone markers presented at PTBP3-bound promoter regions as well as gene body regions indicated that PTBP3 might not be involved in transcriptional regulations.

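In the libraries with a control hairpin, erythroid genes were abundant, among them the transcription factors GATA1 and KLF1 and the red cell surface protein GYPA. Genes of monocytes, such as the receptor subunits ITGAM and CSF1R, and the granule protein AZU1 were low or almost absent there. The libraries of the overexpression experiment, labelled with the same cell line, showed the reverse. The knockdown experiment holds 30 libraries labelled THP-1: 2 shRNAs (hairpins) each for ADAR, PTBP3, KHSRP, ELAVL1, NUDT21 and SETD1A, and 3 sets of control hairpin (shCtrl), with 2 replicates each. Reads were mapped by the authors with TopHat2 and counted per Ensembl gene with HTSeq, at 14212183 (shKHSRP-2 replicate 1) to 19325765 (shPTBP3-2 replicate 2) counts in genes per library. Each knockdown (n = 4) was compared with the shCtrl set given for it (n = 2) with edgeR. This followed a filter on low counts and TMM normalization, with p adjusted by Benjamini-Hochberg. ADAR, PTBP3, ELAVL1 and SETD1A share the libraries of shCtrl3, so their results are not independent of each other. NUDT21 was set against shCtrl1 and KHSRP against shCtrl2. Libraries of KHSRP and its control were run on another instrument than the rest, according to Table S9, but each comparison stays within 1 instrument. Normalized over all 38 RNA-seq libraries, GATA1 had 249 ± 37.2 CPM (SD, n = 6) in shCtrl, 224 ± 25.5 (n = 24) in the knockdowns and 0.111 in Ctrl of the overexpression experiment. KLF1 had 127 ± 28.3 CPM in shCtrl and 0.0369 in Ctrl, and GYPA 112 ± 23 CPM and none. ITGAM had 3.57 CPM in shCtrl and 26.4 in Ctrl, CSF1R 0.191 and 86.3, and AZU1 11.8 and 2380. Each target fell: PTBP3 from 467 ± 0.888 to 159 ± 29.0 CPM, NUDT21 from 291 ± 19.9 to 18.6 ± 2.60, KHSRP from 439 ± 0.493 to 207 ± 19.6, ADAR from 271 ± 15.3 to 179 ± 6.83, ELAVL1 from 123 ± 2.81 to 45.2 ± 3.70 and SETD1A from 52.6 ± 2.35 to 41.0 ± 2.51, normalized within each comparison. SETD1A had the smallest change, a log2 fold change of −0.36 (SE 0.08, adjusted p = 0.0482 from edgeR), and NUDT21 the largest, −3.97 (SE 0.13, adjusted p = 8.46e-05).

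**Figure D1:**
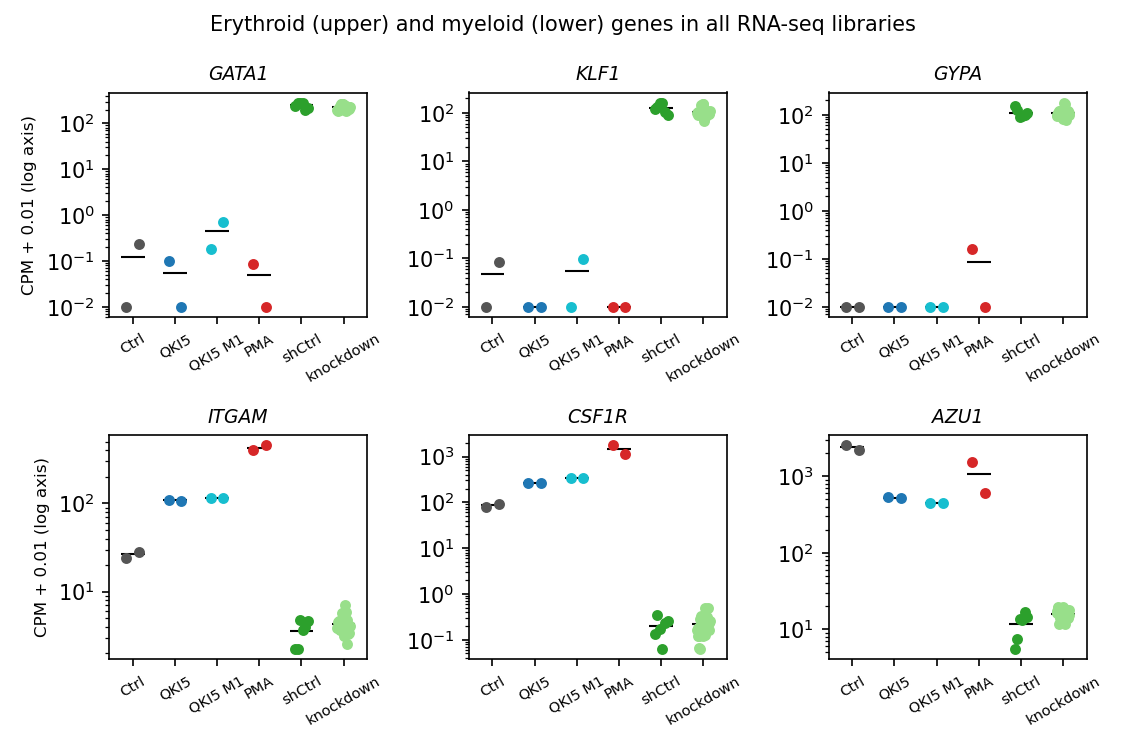
Level of 3 erythroid genes (GATA1, KLF1, GYPA, upper panels) and 3 myeloid genes (ITGAM, CSF1R, AZU1, lower panels), 1 point per library and a line at the mean of each group. The vertical log axis is CPM + 0.01, normalized over all 38 libraries: GYPA lies at 112 CPM on average in shCtrl and at 0 in Ctrl, and CSF1R at 0.191 and 86.3.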

Further, to figure out whether the hChe-RBPs’ chromatin-binding feature could regulate target gene expression, we used shRNAs to generate a set of THP-1 cells each knocked down for one of the hChe-RBPs (Additional file 1: Figure S2h) and conducted RNA-seq as well as recruiting published data (Additional file 10: Table S9) to assess the resultant changes in their transcriptomes. By comparing the ChIP-seq and RNA-seq results, we were able to calculate the odds ratio (OR) between hChe-RBP-binding genes and differentially expressed genes (DEGs) in the RBP knocked down THP-1 cells. We also introduced an IgG ChIP-seq dataset generated from wildtype THP-1 cells as a randomized control representing the background noise of non-specific bindings which were irrelevant to the DEGs of knockdown effects (Fig. 2j). This identified QKI5, KHSRP, and SETD1A with potential gene expression regulatory functions. 

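With the hairpins pooled, few genes changed after most of the knockdowns, and NUDT21 knockdown changed the most. Each hairpin alone gave more for PTBP3, KHSRP, ELAVL1 and NUDT21. ADAR knockdown raised the thioredoxin inhibitor TXNIP and the early response gene EGR1, and lowered the cholesterol synthesis enzyme HMGCS1. PTBP3 knockdown lowered the apolipoprotein APOC1. KHSRP knockdown raised the amino acid stress genes TRIB3 and ATF5 and lowered the mitotic cyclin CCNB1. SETD1A knockdown raised TXNIP and the early response gene FOSB and lowered the stress factor DDIT3. At an adjusted p under 0.05 from edgeR, 9 genes were higher and 26 lower after ADAR knockdown, 9 and 82 after PTBP3, 246 and 179 after KHSRP, 14 and 20 after ELAVL1, 1167 and 1233 after NUDT21, and 12 and 37 after SETD1A. These counts lean on single libraries: 18 genes changed for NUDT21 without shCtrl1 replicate 1 and 45 without shCtrl1 replicate 2, 56 and 34 for KHSRP without shCtrl2 replicate 1 and 2, 7 for ADAR and 21 for SETD1A without shCtrl3 replicate 2, 42 for PTBP3 without shCtrl3 replicate 1, and 10 or 87 for ELAVL1 without shELAVL1-1 or shELAVL1-2 replicate 2. With the replicate block, 112 changed for ADAR, 93 for PTBP3, 272 for KHSRP, 94 for ELAVL1, 1264 for NUDT21 and 32 for SETD1A. With hairpin 1 and hairpin 2 alone, 1055 and 1413 changed for KHSRP, 7664 and 8321 for NUDT21 and 365 and 41 for SETD1A. They gave 143 and 166 for PTBP3, 78 and 38 for ELAVL1 and 56 and 29 for ADAR. Between the NUDT21 hairpins 7987 genes differed. At the thresholds of Fig. 2 (p under 0.05 and a fold above 1.2), 1328 genes changed for KHSRP, 970 for SETD1A, 899 for PTBP3, 860 for ELAVL1, 787 for ADAR and 5039 for NUDT21. The ChIP-seq lists are labelled THP-1, while the knockdown libraries carry erythroid genes. The odds ratios that follow may thus compare binding and change in different cells. Among the tested genes, the odds ratio between ChIP-bound and changed genes was 0.924 for KHSRP (95% interval 0.796 to 1.072; Fisher's exact test, two-sided, p = 0.317) and 1.061 for NUDT21 (0.969 to 1.162; p = 0.199). By the same Fisher's exact test it was 0.796 for ADAR (p = 0.0775), 0.878 for PTBP3 (p = 0.448), 0.694 for ELAVL1 (p = 0.000535) and 0.569 for SETD1A (0.499 to 0.649; p = 5.39e-17). With DESeq2, the tool the paper names for Fig. 2, the direction changed for KHSRP (1.498, Fisher's exact test, p = 8.92e-06) and for SETD1A (1.476, p = 1.8e-06). NUDT21 gained a call there (1.486) and ELAVL1 lost one (0.872). DESeq2 tested 33206 genes for KHSRP and 34403 for SETD1A, against 16936 and 17013 after the filter in edgeR. Without its filter, edgeR lost the low ratio of SETD1A as well, so the tool alone does not account for this change. With gene length and expression as terms, a choice made after seeing the data, ELAVL1 (0.955) and SETD1A (0.937) lost their calls. With edgeR, IgG-bound genes gave 0.98 against the genes of the KHSRP knockdown, 0.772 against SETD1A (a call) and 1.081 against NUDT21, and with DESeq2 1.255 (a call), 0.964 and 1.375 (a call). IgG was also called with edgeR against the PTBP3 and ELAVL1 genes. From these odds ratios, with IgG as the control, the paper proposes that KHSRP, SETD1A and, from published data, QKI5 regulate the genes to which they bind.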

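Knockdown of NUDT21 raised PRKACB, a catalytic subunit of protein kinase A, and the interferon response genes USP18 and IFIT2. It lowered the NF-kB inhibitor NFKBIA and the lncRNA LINC01029. KHSRP knockdown lowered a few genes of mitosis and of DNA replication, such as RRM2, which makes the building blocks of DNA. ELAVL1 knockdown raised the heterochromatin protein HP1BP3 and the p53 regulator MDM4. PTBP3 knockdown lowered the fetal globin HBG2, whose reads may be shared with its near copy HBG1. PRKACB rose from 5.89 ± 0.528 CPM (SD, n = 2) to 38.5 ± 5.25 (n = 4), a log2 fold change of 2.71 (adjusted p = 0.000883 from edgeR), and LINC01029 fell by 2.42 (adjusted p = 8.46e-05). With each shCtrl1 library left out in turn, most of the NUDT21 calls did not pass. TRIB3 rose by a log2 fold change of 0.78 after KHSRP knockdown (SE 0.06, adjusted p = 1.52e-07 from edgeR) and ATF5 by 0.74, while CCNB1 fell by 0.43 and RRM2 by 0.34. Of 28 genes of mitosis, 3 were lower after KHSRP knockdown (13 when adjusted over the list alone), with none higher, and the list as a whole did not pass camera with an estimated correlation. Of 25 genes of DNA replication, 2 were lower (9 when adjusted over the list alone). TXNIP rose by 1.46 after SETD1A knockdown (adjusted p = 2.95e-08 from edgeR) and by 0.94 after ADAR knockdown (adjusted p = 0.0119). Both were compared with the same shCtrl3 libraries, so these rises are not independent. HMGCS1 fell by 0.76 after ADAR knockdown and HBG2 fell by 1.08 after PTBP3 knockdown (adjusted p = 0.000892). HP1BP3 rose by 0.48 (adjusted p = 0.00193) and MDM4 by 0.40 after ELAVL1 knockdown. Genes both ChIP-bound and changed at the Fig. 2 thresholds numbered 803 for NUDT21, 476 for SETD1A, 228 for KHSRP, 101 for ELAVL1, 70 for ADAR and 43 for PTBP3. In shCtrl, the erythroid transcription factor TAL1 had 157 CPM and the embryonic globin HBE1 95.2 CPM.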

When we conducted functional enrichment analysis of the differentially regulated gene sets, we found that these 3 hChe-RBPs influenced the expression of a set of hematopoiesis-related genes in a chromatin-associating manner, with QKI5 regulating the greatest number of functional genes (Fig. 2k, Additional file 5: Table S4).

Together, by locating on DNAs and RNAs encoding distinct products, a single RBP could exert multifunctional regulation of a broader range of targets. In THP-1 cells, we found strong evidences of functional roles for 3 of the 7 hChe-RBPs, with QKI5 appearing to be particularly potent in regulating the expression of a set of hematopoietic function-related genes.

### hChe-RBP QKI5 promotes monocytic differentiation independent of its RNA-binding ability

So far, QKI5 has been reported to regulate a range of biological processes, including hematopoiesis, via different RNA-interacting pathways [9–11]. Here, we have seen that QKI5 also potently modifies the expression of a set of hematopoiesis-related genes (Fig. 2k). Therefore, we hereafter focused on understanding the role of the chromatin association of this intriguing hChe-RBP.

Having identified high levels of QKI5 in THP-1 cells, we first asked whether its expression was uniform or varied during monocytic differentiation. We found that in both CD34^+^ hematopoietic stem/progenitor cells (HSPCs) and THP-1 cells, QKI5 accumulated during the early stage of monocytic differentiation (Additional file 1: Figure S3a).

To dissect the effects of QKI5’s chromatin- versus RNA-binding capacity during monocytic differentiation, we compared the empty vector-transduced HSPCs (Ctrl/shCtrl) to HSPC’s overexpressing wild-type QKI5 (QKI5) or RNA-binding domain mutant QKI5 (QKI5 M1, which loses RNA-binding ability due to a single amino acid mutation occurring at 157th valine to glutamic acid [60]), as well as to HSPCs lentivirus-transduced with shRNAs targeting QKI5 (shQKI5-1 and shQKI5-2) (Fig. 3a, Additional file 1: Figure S3b). We found that the expression of QKI5 or QKI5 M1 significantly increased the percentage of CD14^+^/CD11b^+^ cells in differentiating HPSC cultures at both days 13 and 19, relative to Ctrl (Fig. 3b, left panel, Additional file 1: Figure S3c), as well as significantly increasing the number of differentiated monocytes in these cultures at day 19 (Fig. 3c). Moreover, QKI5 or QKI5 M1 expression also increased the number of monocyte-derived colony formation units (CFU-Ms) generated from HSPC cultures (Fig. 3d) compared to Ctrl. Accordingly, loss-of-function experiments showed that QKI5's reduction significantly reduced the percentage of CD14^+^/CD11b^+^ cells in differentiating HPSC cultures at both days 13 and 19 (Fig. 3b, right panel, Additional file 1: Figure S3d), significantly decreased the proportion of differentiated monocytes at day 19 (Fig. 3e), and significantly reduced the number of CFU-Ms (Fig. 3f), compared to Ctrl. Collectively, these results demonstrated that QKI5 promoted HSPC monocytic differentiation independent of its RNA-binding ability.

**Fig. 3:**
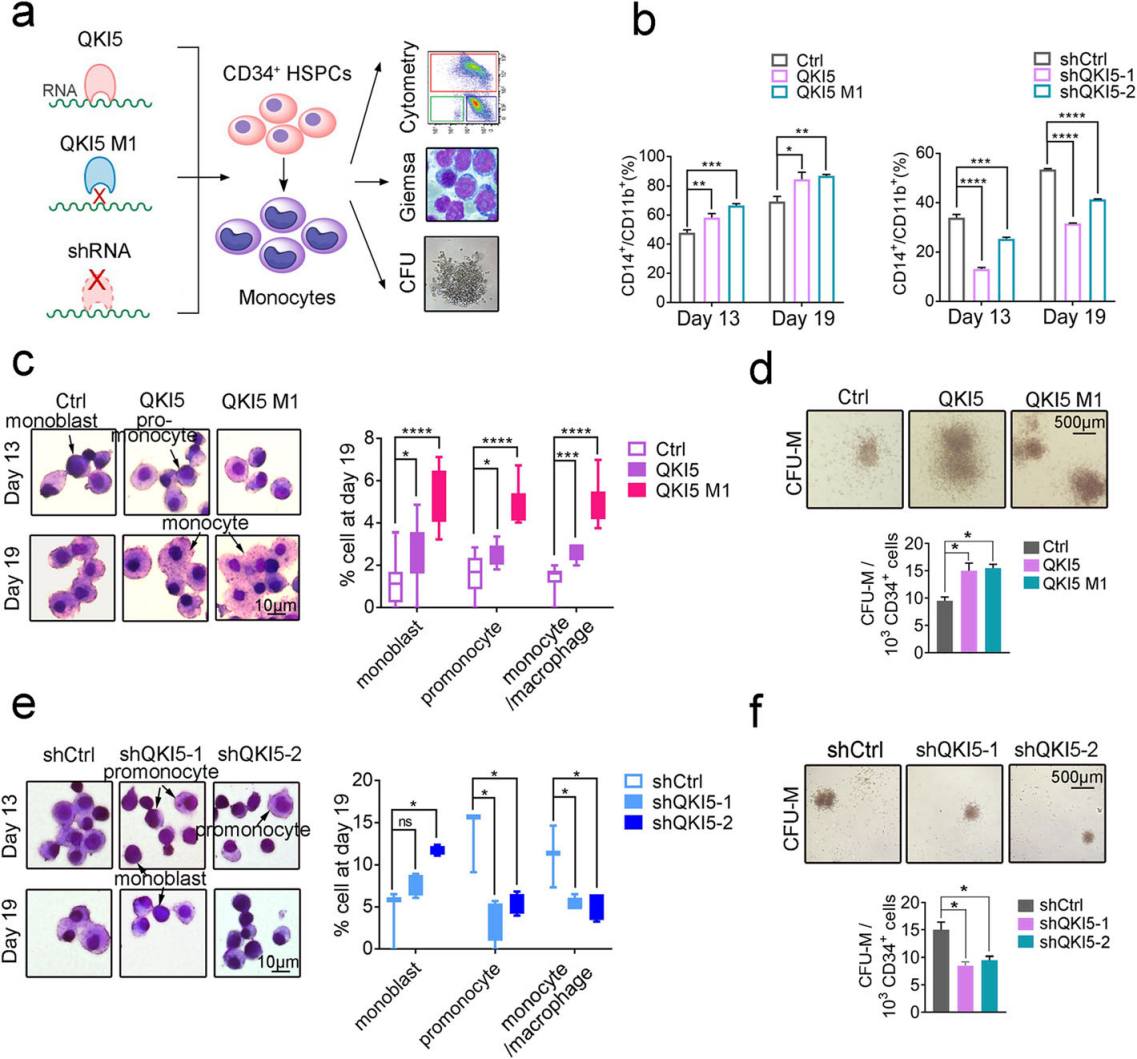
QKI5 promotes monocytic differentiation of CD34^+^ HSPCs. **a** Design of QKI5 functional study. **b** Left panel: Percentage of CD14^+^/CD11b^+^ cells among HSPCs within Ctrl- or QKI5/QKI5 M1-overexpressing population after 13 and 19 days of monocytic differentiation detected by flow cytometry. Right panel: Percentage of CD14^+^/CD11b^+^ cells among HSPCs within shCtrl- or QKI5 shRNAs-treated population after 13 and 19 days of monocytic differentiation detected by flow cytometry. Error bars indicate standard deviations of three biological replicates. Asterisks indicate significant differences between the indicated samples (*P value < 0.05, **P value < 0.01, ***P value < 0.001, ****P value < 0.0001, *t* test). **c** Left panel: Giemsa staining of Ctrl-, QKI5- and QKI5 M1-overexpressing HSPCs after 13 and 19 days of monocytic differentiation. Right panel: Average percentage of Ctrl-, QKI5-, and QKI5 M1-overexpressing cells in each cell type across the monocytic differentiation spectrum in day 19 cultures of HSPCs. Error bars indicate standard deviations around cell percentage. Asterisks indicate significant differences between the indicated samples (*P value < 0.05, ***P value < 0.001, ****P value < 0.0001, *t* test). **d** Colony-forming unit assay of Ctrl-, QKI5- and QKI5 M1-overexpressing HSPCs. Average frequency of colony formation per 10^3^ HSPCs is shown below. Error bars indicate standard deviations around counts. Asterisks indicate significant differences between the indicated samples (*P value < 0.05, *t* test). **e** Left panel: Giemsa staining of shCtrl-, and two QKI5 shRNA-treated HSPCs cultures after 13 and 19 days of monocytic differentiation. Right panel: Average percentage of shCtrl- and shQKI5-treated cells in each cell type across the monocytic differentiation spectrum in day 19 cultures of HSPCs. Error bars indicate standard deviations around cell percentages. Asterisks indicate significant differences between the indicated samples (*P value < 0.05, *t* test, ns non-significant). **f** Colony-forming unit assay of shCtrl- and shQKI5-treated HSPCs. Average frequency of colony formation per 10^3^ HSPCs is shown below. Error bars indicate standard deviations around counts. Asterisks indicate significant differences between the indicated samples (*P value < 0.05, *t* test)

To confirm the differentiation-promoting role of QKI5, we performed a “rescue” assay in which THP-1 cells were initially lentivirus-transduced with shQKI5 then 24 h later were transduced with Ctrl, QKI5, or QKI5 M1-overexpressing lentiviruses (Additional file 1: Figure S3e). As expected, the re-introduction of either QKI5 or QKI5 M1 successfully rescued the ability of QKI5 knocked down cells to generate CD14^+^/CD11b^+^ cells (Additional file 1: Figure S3f, g). Moreover, we confirmed that both overexpressed wild-type (QKI5) and mutant QKI5 (QKI5 M1) located on chromatin in nucleus of THP-1 cells (Additional file 1: Figure S3h), supportive of the chromatin-binding-associated function of QKI5 in monocytic differentiation.

### The wild-type and mutant QKI5 share similar gene expression profiles during monocytic differentiation

To define the influence of QKI5 on monocytic differentiation, we generated transcriptome profiles of wild-type (Ctrl), PMA-treated wild-type THP-1 cells (PMA) imitating monocytic differentiation, and QKI5- (QKI5) / QKI5 M1- overexpressing (QKI5 M1) THP-1 cells (Fig. 4a, Additional file 1: Figure S4a). 

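QKI is the gene of QKI5, and its count was slightly higher in the cells labelled as overexpressing QKI5 than in Ctrl, a rise that did not pass the threshold. It passed in those with QKI5 M1, the mutant that cannot bind RNA. A count per gene adds all isoforms and the untranslated parts of QKI, and cannot tell the added open reading frame from the endogenous gene. The experiment holds 8 libraries of THP-1 cells, 2 each of Ctrl (labelled empty vector), QKI5, QKI5 M1 and PMA, a phorbol ester that drives monocytes to a macrophage state. Counts in genes were 13606804 to 14031863 for QKI5, 13741475 and 13774196 for QKI5 M1, 15030092 and 15970694 for Ctrl, and 17283130 and 18188088 for PMA. The authors mapped and counted the reads with the same tools as for the knockdowns. Each condition (n = 2) was tested against Ctrl (n = 2), which is shared by the 3 comparisons, over 15272 genes for QKI5, 15247 for QKI5 M1 and 15946 for PMA. The PMA replicates differed by more than 1.5-fold in 32.1% of genes, those of Ctrl in 2.31%, and those of QKI5 and of QKI5 M1 in 0.05%. Well-counted genes simulated with a 1.5-fold change were recovered at 74.6% in the QKI5 comparison and at 0% in that of PMA, and 4-fold changes at 100% and 93.9%. QKI lies on chromosome 6 from 163414000 to 163578592. It had 285 ± 0.322 CPM (SD, n = 2) in QKI5 and 256 ± 3.07 in Ctrl, a log2 fold change of 0.15 (SE 0.07, adjusted p = 0.074 from edgeR). In QKI5 M1 it had 327 ± 4.67 CPM, a log2 fold change of 0.33 (adjusted p = 0.00252), and in PMA 380 ± 31.8, one of 0.57 (adjusted p = 0.0534).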

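Interferon-stimulated genes, such as the antiviral proteins IFI27, IFI6 and OAS3, rose in all 3 conditions. Most inflammatory cytokines and over 50% of NF-kB targets rose with them, among them the cytokine TNF, the neutrophil attractant CXCL8 and the adhesion molecule ICAM1. The phagocyte oxidase subunit CYBB and the macrophage transcription factor MAFB also rose. The cell cycle inhibitor CDKN1A rose in each, the most after PMA. At an adjusted p under 0.05 from edgeR, 4424 genes were higher in QKI5, 4286 in QKI5 M1 and 3564 in PMA than in Ctrl. The PMA count depends strongly on which Ctrl and PMA libraries are kept. At the thresholds of Fig. 4 (unadjusted p under 0.05 and a fold above 1.5) the counts were 3095, 3056 and 4143. All 24 tested interferon-stimulated genes were higher in each condition. Of cytokines and chemokines, 20 of 22 were higher in QKI5 and 1 lower, 21 and 1 in QKI5 M1, and 15 of 19 and none in PMA (16 when adjusted over the list alone). Of NF-kB targets and immediate early genes, 13 of 19 were higher and 2 lower in QKI5, 12 and 2 in QKI5 M1 (13 and 2 when adjusted over the list alone), and 10 and 3 in PMA (12 and 3 when adjusted over the list alone). With an estimated correlation, camera called these 3 lists in QKI5 M1 only, though each had an adjusted p of 0.0502 in QKI5. IFI27 rose from 2.21 ± 0.713 to 892 ± 12.5 CPM in QKI5 (log2 fold change 8.65, SE 0.14). OAS3 rose by a log2 fold change of 4.90 in QKI5, 5.30 in QKI5 M1 and 5.84 in PMA, and IFI6 by 5.45, 5.86 and 6.42. TNF rose from 1.68 ± 0.216 to 162 ± 6.83 CPM in QKI5, CXCL8 by a log2 fold change of 5.75 and ICAM1 by 7.21. IL1B rose by 8.32 in QKI5 M1 and 7.92 in PMA. CYBB rose by 7.97, 8.40 and 5.41 in the 3 conditions in that order. CDKN1A rose from 19.2 ± 4.88 to 1160 ± 202 CPM in PMA (log2 fold change 5.92), against log2 fold changes of 2.67 in QKI5 and 3.46 in QKI5 M1. The chemokine CCL8 had no count in Ctrl and 61.3 ± 5.36 CPM in QKI5, at least 634-fold more.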

We identified 2944 (QKI5-activated), 2963 (QKI5 M1-activated), and 4296 (PMA-activated) genes that were significantly more highly expressed in THP-1 cells overexpressing QKI5 or QKI5 M1, or following PMA-induced differentiation, respectively, by RNA-seq (Fig. 4b). In addition, 2818, 2747, and 3459 genes were annotated as QKI5-, QKI5 M1-, and PMA-repressed genes due to their significantly lower expression following QKI5 overexpression or PMA treatment (Fig. 4b). 

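Genes of early myeloid cells fell in all 3 conditions, such as the progenitor receptors KIT and FLT3. The granule proteins AZU1 and PRTN3 fell in QKI5 and QKI5 M1, with widely spread replicates after PMA. Genes of cholesterol synthesis, among them the rate-limiting enzyme HMGCR and the squalene synthase FDFT1, fell in QKI5 and QKI5 M1 and not after PMA. At an adjusted p under 0.05 from edgeR, 4442 genes were lower in QKI5, 4300 in QKI5 M1 and 2879 in PMA. The PMA count was 1585 without Ctrl replicate 2, 1623 without Ctrl replicate 1 and 4804 without PMA replicate 2. At the Fig. 4 thresholds the counts were 3251, 3154 and 3512. Of 11 progenitor and granule genes, 11 were lower in QKI5, 11 in QKI5 M1 and 9 in PMA (10 when adjusted over the list alone), with none higher. Of 15 genes of cholesterol synthesis and export, 12 were lower and 2 higher in both QKI5 and QKI5 M1, while 8 were higher and 1 lower in PMA (8 and 2 when adjusted over the list alone). Neither list passed camera with an estimated correlation. HMGCR fell from 171 ± 0.217 to 39.1 ± 0.742 CPM in QKI5 (SD, n = 2; log2 fold change −2.13) and had a log2 fold change of −2.07 in QKI5 M1. FDFT1 had −2.03, −2.04 and, in PMA, 0.01 (adjusted p = 0.979). AZU1 fell from 1920 ± 196 to 465 ± 7.25 CPM in QKI5. In PMA its replicates lay far apart and the fall did not pass with edgeR (log2 fold change −1.05, adjusted p = 0.0824; 0.0179 with DESeq2). PRTN3 had a log2 fold change of −2.40 in QKI5, −2.79 in QKI5 M1 and −2.09 in PMA (adjusted p = 0.0337; 0.076 with DESeq2), where its replicates had 389 and 79.4 CPM. KIT had 8.81 ± 1.77 CPM in Ctrl and no count in QKI5, at least 81.1-fold lower.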

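QKI5 and QKI5 M1 moved most genes in the same direction, with the monocyte receptor CD14, the interferon-stimulated gene OAS3 and the granule gene AZU1 among those that changed much in both. PMA shared part of these changes. DNA replication genes, such as the helicase subunits MCM3 and MCM5, set PMA apart, since they fell after PMA and did not fall as a group in the other two conditions. Across genes, which are not independent replicates, the log2 fold changes against Ctrl had a Pearson correlation of 0.956 between QKI5 and QKI5 M1 (14949 genes tested in both), 0.537 between QKI5 and PMA (14809 genes) and 0.573 between QKI5 M1 and PMA (14795 genes). The sign was the same for 90.2%, 65.5% and 66.8% of genes. The comparisons share their Ctrl libraries, which correlates them by itself: unchanged groups simulated with a shared control gave a correlation of 0.497 to 0.501 and the same sign in 66.4% to 66.6% of genes, values set by the construction and not by the size of the changes. Their covariance, which does carry that size, was 0.0536, 0.0534 and 0.0531, against 1.891, 1.0838 and 1.2263 in the data. All 25 tested DNA replication genes were lower in PMA. With an estimated correlation the list did not pass camera (adjusted p = 0.124), a test with little power at 2 libraries per group. In QKI5 10 were higher and 5 lower, and in QKI5 M1 9 and 3. MCM3 had 66.7 ± 0.387 CPM in PMA and 571 ± 18.2 in Ctrl (SD, n = 2; log2 fold change −3.10), and its log2 fold change in QKI5 was −0.07 (adjusted p = 0.373 from edgeR). MCM5 rose by 0.84 in QKI5 and 0.76 in QKI5 M1.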

Notably, the gene expression changes brought by overexpression of QKI5 or QKI5 M1 were highly similar (Fig. 4c), and also exhibited a strong correlation with the differentiation-associated genes affected by PMA treatment (the PMA -activated or -repressed genes) (Fig. 4d, Additional file 6: Table S5). 

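CD14, a receptor of monocytes for bacterial lipopolysaccharide, and CSF1R, the receptor of the growth factor CSF1, rose in QKI5, QKI5 M1 and PMA, as did CSF1 itself. CXCL2 and IL16, which attract leukocytes, rose from low counts. Chemotaxis and adhesion genes such as the complement receptor C5AR1 and the integrin subunits ITGB2 and ITGAM rose too, while the chemokine receptor CCR2 fell after PMA. Genes called higher in all 3 conditions at the Fig. 4 thresholds numbered 1311, where 110.6 would be called in all if the lists were independent. Simulated unchanged groups that share Ctrl gave 17.1. CD14 (ENSG00000170458, chromosome 5, 140631728 to 140633700) rose from 0.694 ± 0.398 CPM in Ctrl to 115 ± 3.15 in QKI5 (SD, n = 2), a log2 fold change of 7.37 (SE 0.19, adjusted p = 4.28e-09 from edgeR). It rose by 8.16 in QKI5 M1 and 3.09 in PMA (adjusted p = 0.00304). CSF1R (ENSG00000182578) rose from 69.4 ± 6.13 to 238 ± 0.508 CPM in QKI5 (log2 fold change 1.77) and reached 1260 ± 408 CPM in PMA (4.19). CSF1 rose by 3.75, 3.72 and 6.11. CXCL2 (ENSG00000081041, chromosome 4, 74097040 to 74099196) rose from 0.574 ± 0.395 to 3.24 ± 0.421 CPM in QKI5 (log2 fold change 2.49, SE 0.46, adjusted p = 0.00124 from edgeR) and by 4.06 in QKI5 M1 and 2.42 in PMA. IL16 (ENSG00000172349) rose by 0.98 in QKI5 (adjusted p = 0.0108; 0.0506 with DESeq2), 0.87 in QKI5 M1 (adjusted p = 0.0115; 0.0805 with DESeq2) and 2.29 in PMA (adjusted p = 0.00676). Of 23 tested monocyte and macrophage markers, 20 were higher and 2 lower in QKI5, and 21 and 2 in QKI5 M1. In PMA 13 of 20 were higher and 4 lower. Of 13 migration and chemotaxis receptors, 8 were higher and 2 lower in QKI5, 10 and 2 in QKI5 M1, and in PMA 6 of 11 were higher and 3 lower (4 lower when adjusted over the list alone). Of 21 genes of phagocytosis and the lysosome, 16 were higher in QKI5 and none lower, 17 and 1 in QKI5 M1, and 17 and none in PMA (18 when adjusted over the list alone). Of these 3 lists, camera with an estimated correlation called the first and the last, in QKI5 M1 only (adjusted p = 0.0453 each, against 0.0502 in QKI5). C5AR1 rose by 7.08 in QKI5 and 8.90 in PMA, ITGB2 by 2.17 and 4.00, and ITGAM by 2.17 and 4.12. CCR2 had a log2 fold change of −5.96 in PMA.

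**Figure D2:**
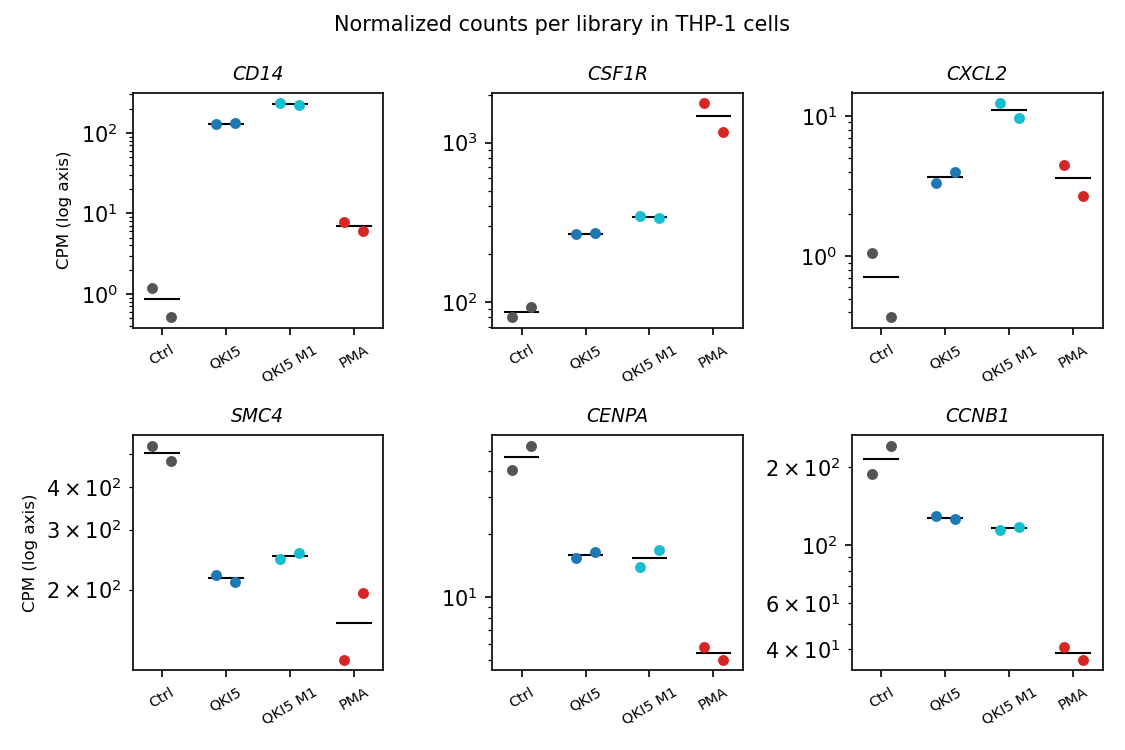
Level of CD14, CSF1R, CXCL2, SMC4, CENPA and CCNB1 in Ctrl, QKI5, QKI5 M1 and PMA, 1 point per library and a line at the mean of each group, on a log axis in CPM normalized over all 38 libraries. CD14 lies at 127 and 133 CPM in the QKI5 libraries and at 0.517 and 1.2 in those of Ctrl, and the mean of CENPA falls from 46.7 CPM in Ctrl to 15.9 in QKI5 and 5.42 in PMA.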

Further, functional enrichment analysis of QKI5-, QKI5 M1-, and PMA-activated genes (defined as “commonly activated” genes) showed over-representation of monocyte-relevant terms including leukocyte migration and leukocyte chemotaxis, which contained functional genes as *monocyte differentiation antigen CD14 (CD14*), *colony stimulating factor 1 receptor* (*CSF1R*), *colony stimulating factor 1* (*CSF1*), *interleukin 16* (*IL16*), and *C-X-C motif chemokine ligand 2* (*CXCL2*), among others (Fig. 4e, f, Additional file 1: Figure S4b and Additional file 6: Table S5). In contrast, commonly repressed genes were mainly gathered around DNA replication and cell division terms and included genes such as *structural maintenance of chromosomes 4* (*SMC4*), *centromere protein A* (*CENPA*), *cell division cycle 14A* (*CDC14A*), and *cyclin B1* (*CCNB1*) (Fig. 4e, g, Additional file 6: Table S5). 

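Most genes of mitosis fell in all 3 conditions, most deeply after PMA, although camera did not call the list with an estimated correlation. They include the condensin subunit SMC4, the centromere histone CENPA, the phosphatase CDC14A, the mitotic cyclin CCNB1 and the topoisomerase TOP2A. The proliferation marker MKI67 was slightly higher in QKI5 and QKI5 M1, and the DNA replication gene RRM2 also rose there. Genes called lower in all 3 conditions numbered 1233, with 165.2 if the lists were independent and 11.7 in simulated unchanged groups with a shared Ctrl. Of 28 genes of mitosis, 26 were lower and 1 higher in QKI5, 21 and 1 in QKI5 M1 (23 and 1 when adjusted over the list alone), and all 28 were lower in PMA, at an adjusted p under 0.05 from edgeR. Their median log2 fold change was −0.69, −0.64 and −2.42. SMC4 (ENSG00000113810, chromosome 3, 160399274 to 160434954) fell from 405 ± 34.1 to 191 ± 6.69 CPM in QKI5 (SD, n = 2; log2 fold change −1.08, SE 0.08, adjusted p = 3.46e-06), with log2 fold changes of −0.88 in QKI5 M1 and −1.57 in PMA (adjusted p = 0.00278). CENPA (ENSG00000115163) fell from 37.6 ± 6.60 to 14.1 ± 0.498 CPM in QKI5 (log2 fold change −1.41), with −1.48 in QKI5 M1 and −3.01 in PMA. CDC14A had −1.19, −0.92 and −2.09. CCNB1 (ENSG00000134057) fell from 172 ± 29.1 to 113 ± 2.94 CPM in QKI5 (log2 fold change −0.60, adjusted p = 0.00107), with −0.76 and −2.38 in the others. TOP2A had log2 fold changes of −1.29, −0.97 and −3.13. MKI67 rose by 0.51 in QKI5 (adjusted p = 0.000137) and 0.60 in QKI5 M1, and RRM2 by 0.86 and 1.17.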

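Tested against each other, QKI5 and QKI5 M1 differed in inflammatory genes, which were higher with the mutant. The chemokine CXCL2, the cytokine IL1B, the receptor CD14 and the interferon-stimulated genes IFI6 and IFI44L were all lower in QKI5. The granule genes AZU1 and ELANE and the enzyme LYZ were higher in QKI5. Most of these differences are small beside those from Ctrl, and whether they are called depends on the fit. Replicates of QKI5 and of QKI5 M1 lay close to counting error, at a chi-square of 1.71 per gene in each, against 10.43 in Ctrl. The labels do not say whether replicates come from separate cultures, so the p-values here may measure only technical spread. At an adjusted p under 0.05 from edgeR, 1909 genes were higher and 1902 lower in QKI5 than in QKI5 M1, of 14676 tested. With a fold above 1.5 as well, a threshold added after seeing the data, 592 genes remained, 182 higher and 410 lower. With all libraries in 1 fit, edgeR called 0 genes (1051 at an unadjusted p under 0.05), without a filter on counts it called 1305, and DESeq2 called 1984. Of 22 cytokines and chemokines, 18 were lower in QKI5 and none higher, with a median log2 fold change of −0.99. Of 24 interferon-stimulated genes 23 were lower, with a median of −0.39. Of 21 genes of phagocytosis and the lysosome 13 were lower and 2 higher, and of 10 progenitor and granule genes 7 were higher and none lower, lists that camera did not call with an estimated correlation. CXCL2 had 3.05 ± 0.404 CPM in QKI5 and 9.07 ± 1.59 in QKI5 M1 (SD, n = 2; log2 fold change −1.57). The log2 fold change was −0.97 for IL1B (SE 0.03, adjusted p = 4.68e-46 from edgeR), −0.78 for CD14, −0.60 for IFI44L and −0.40 for IFI6. AZU1 was higher by a log2 fold change of 0.26 in QKI5, ELANE by 0.34 and LYZ by 0.44. CENPA (0.07, adjusted p = 0.761) and CSF1 (0.03, adjusted p = 0.917) did not differ. Without QKI5 replicate 2, 140 genes differed.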

Taken together, these data showed that both QKI5 and its RNA-binding-deficient mutant possessed similar effects on the transcriptome of THP-1 cells, further indicating QKI5’s capacity to modulate hematopoietic gene expression independently of its RNA-binding ability during monocytic differentiation.

**Fig. 4:**
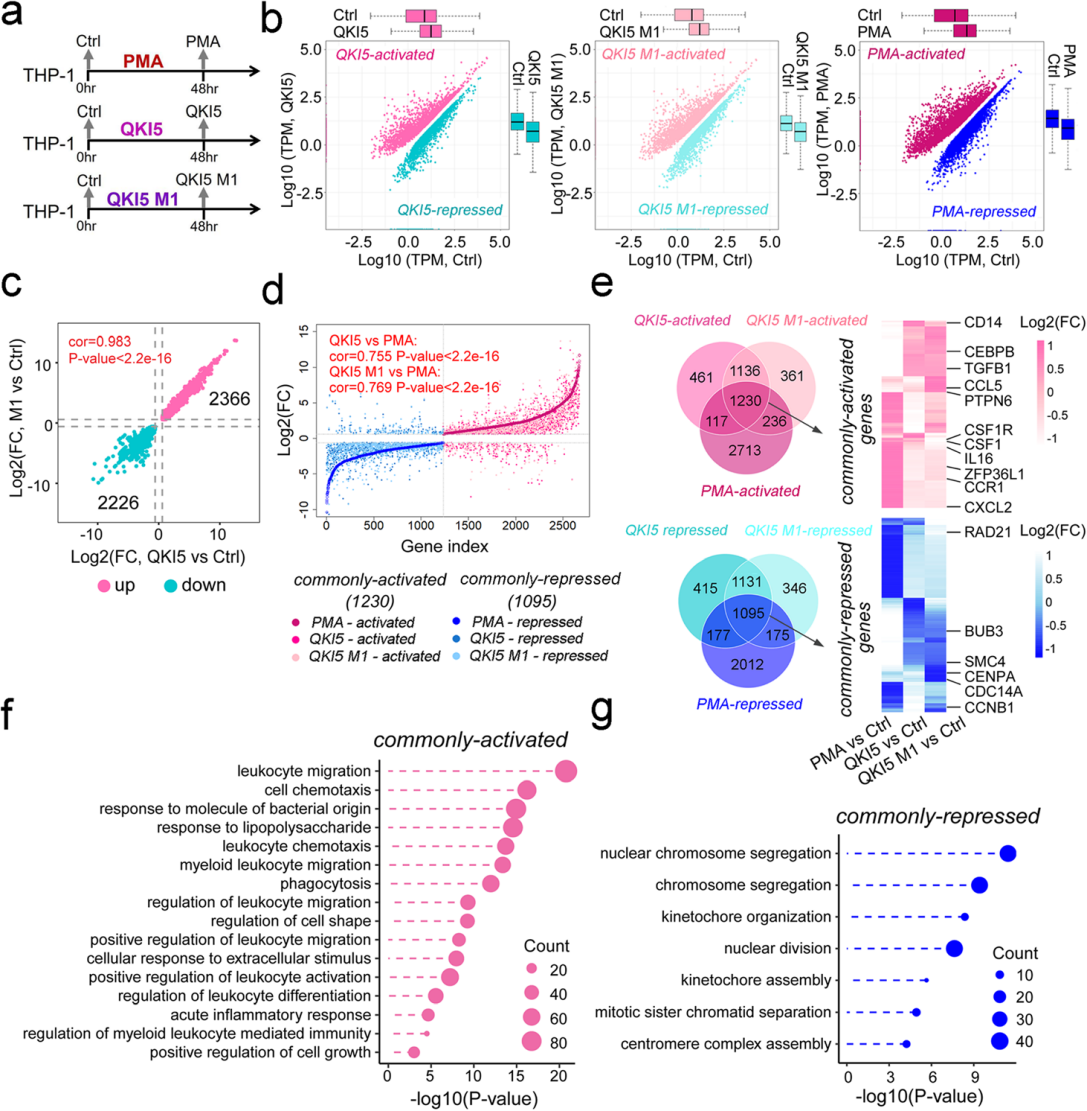
Transcriptomic effects of QKI5 protein overexpression in THP-1 cells. **a** Schematic diagram of experimental setup prior to RNA sequencing. **b** Scatterplots showing TPM values of differentially expressed genes (DEGs) between QKI5-overexpressing and Ctrl THP-1 cells (left panel), QKI5 M1-overexpressing and Ctrl THP-1 cells (middle panel), and PMA-treated (PMA 48 hr) and Ctrl THP-1 cells (right panel). **c** Scatterplots showing log2 (fold change) of up- and downregulated DEGs after QKI5 and QKI5 M1 overexpression. The correlation of gene differential expression between QKI5 regulated and QKI5 M1 regulated genes was calculated by Pearson correlation coefficient. **d** Point-by-point comparison of DEGs in QKI5- and QKI5 M1-overexpressing THP-1 cells and PMA-treated THP-1 cells. The correlations of gene differential expression between QKI5, QKI5 M1 regulated genes, and DEGs upon PMA treatment were calculated by Pearson correlation coefficient. **e** Venn diagram showing the comparison of DEGs (upper panel: commonly activated; lower panel: commonly repressed) among, QKI5-overexpressing vs. Ctrl (QKI5-activated/-repressed), QKI5 M1-overexpressing vs. Ctrl (QKI5 M1-activated/-repressed) and PMA vs. Ctrl (PMA-activated/-repressed). Heatmap on the right represents the scaled log2 (fold-change) of differential expression of commonly activated and commonly repressed genes. **f, g** GO functional enrichment analysis of commonly activated (**f**) and commonly repressed genes (**g**)

### QKI5 preferentially binds to activated gene promoters

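QKI5 peaks lay in introns slightly more often than these make up the genome, and less often between genes. Their excess in exons is also that of IgG peaks and depends on how promoters are drawn. At promoters their share was that of the genome, within its interval. Ends of transcripts held fewer peaks than their share. Introns held 53.65% of 16488 QKI5 peaks (52.89% to 54.41%), 1.042 times their share of the genome (exact binomial test, two-sided, p = 3.77e-08). Exons held 3.46%, 1.126 times by the same exact binomial test (p = 0.00448), against 1.109 for IgG (p = 0.0417), and 1.101 (p = 0.0503) with promoters of 2 kb on either side. Promoters had a ratio of 0.97 (exact binomial test, p = 0.532). With the wider promoters it was 0.955 (exact binomial test, p = 0.0813), and with start sites of protein-coding genes only 0.963 (p = 0.653). Intergenic DNA held 37.96%, a ratio of 0.950, and termination sites 2.30%, a ratio of 0.839. The promoters of CXCL2, MOV10 and UACA were among the 432 promoter peaks.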

Based on the ChIP-seq results, we saw that QKI5 mainly localized on the genic regions on genome (Fig. 5a) and was over-represented within the gene promoters, introns, and exons, compared with the abundance of these regions in the human genome (Fig. 5a). To investigate the potential transcriptional regulatory activity of QKI5, we undertook a further investigation of the chromatin landscape of QKI5-bound promoters. We found that the active promoter markers H3K4 tri-methylation (H3K4me3) and H3K27 acetylation (H3K27ac) aggregated around QKI5-bound promoters, as did Pol II signals, indicating a transcriptional activation role of QKI5 (Fig. 5b, Additional file 1: Figure S5a).

**Fig. 5:**
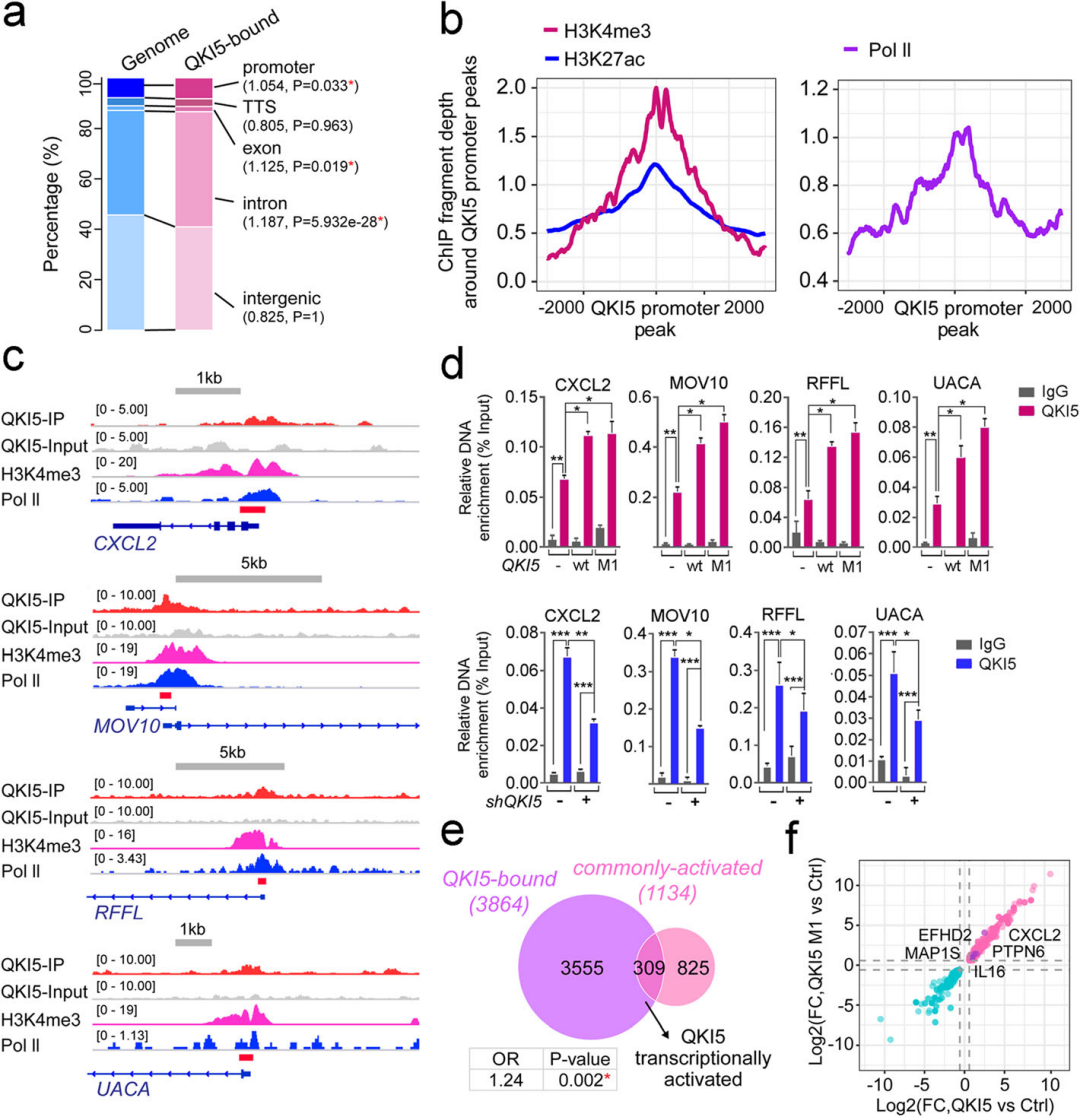
QKI5 preferentially binds to activated gene promoters. **a** Percentages of different genic and intergenic regions associated with QKI5 peaks as identified by ChIP-seq in THP-1 cells (QKI5-bound). The abundance of each type of region in the human genome (Genome) is shown for comparison. The numbers in the parentheses indicate the enrichment ratio relative to the genome; *P* values were evaluated by single-tailed Fisher’s exact test (*P value < 0.05). **b** Metaplot showing the distribution of H3K4me3 and H3K27ac ChIP-seq (left panel) and Pol II ChIP-seq fragment depth (right panel) within − 3000 bp to 3000 bp centered around QKI5 ChIP-seq peaks on promoter regions. **c** Genomic visualization of QKI5, H3K4me3, and Pol II ChIP-seq datasets on the indicated gene loci. **d** QKI5 ChIP-seq signal validation by ChIP-qPCR on the target gene loci in Ctrl- or QKI5/QKI5 M1-overexpressing cells (upper panel), as well as in shCtrl- or shQKI5-treated THP-1 cells (lower panel). Shown is the mean DNA enrichment relative to input; error bars indicate standard deviations around means from three biological replicates. Asterisks indicate significant differences between the specified samples (*P value < 0.05, **P value < 0.01, *** *P* value < 0.001, *t* test). **e** Venn diagram illustrating the intersection of QKI5-bound genes and QKI5/QKI5 M1/PMA commonly activated genes, *P* value was evaluated by double-tailed Fisher’s exact test (*P value < 0.05). **f** Scatterplot shows log2 (fold change) of expression level of overlapping DEGs obtained from QKI5 and QKI5 M1-overexpressing cells, then filtered by the presence of QKI5 ChIP peaks. The purple dots indicate selected target genes

To verify the genomic deposition of QKI5, we selected several QKI5-occupied genes (including *C-X-C motif chemokine ligand 2* (*CXCL2*), *Mov10 RISC complex RNA helicase* (*MOV10*), *ring finger and FYVE like domain containing E3 ubiquitin protein ligase* (*RFFL*), and *uveal autoantigen with coiled-coil domains and ankyrin repeats* (*UACA*)), which also had colocalized H3K4me3 and Pol II signals (Fig. 5c). 

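CXCL2, a chemokine gene, MOV10, an RNA helicase gene, and UACA, a gene of an apoptosis regulator, each had a QKI5 peak at the promoter. RFFL, a ubiquitin ligase gene, had its peak across a transcription start site. Its centre lay on exon 1 in the 5′ UTR, 103 bp downstream, just past the 100 bp limit set for a promoter. IgG peaks overlapped none of these peaks. On GRCh38 the CXCL2 peak spans chromosome 4 from 74099002 to 74099390 and its centre lies 1 bp from the transcription start site. The MOV10 peak spans chromosome 1 from 112674310 to 112674698 and covers exon 1. The RFFL peak spans chromosome 17 from 35088998 to 35089386. UACA had 1 peak on chromosome 15 from 70763288 to 70763676 at its promoter and 1 upstream, from 70767293 to 70767681. The upstream UACA peak held 1 site of the motif TGGGAYTA, inside an Alu repeat sequence, and the other peaks held none. MOV10 RNA rose by a log2 fold change of 0.44 in QKI5 (adjusted p = 0.00573 from edgeR), 0.76 in QKI5 M1 and 1.28 in PMA. RFFL did not pass in QKI5 (0.44, adjusted p = 0.0593) and rose by 0.80 in QKI5 M1. UACA fell by 0.80 in QKI5 (adjusted p = 0.00575) and did not pass in QKI5 M1 (−0.26, adjusted p = 0.216).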

Based on the ChIP-qPCR analysis in QKI5 and QKI5 M1-overexpressing or QKI5 knockdown THP-1 cells (Fig. 5d), as expected, QKI5’s enrichment on these genes significantly increased upon overexpression of either wild-type or mutant QKI5 (Fig. 5d, upper panel), and decreased when QKI5 levels were reduced by shRNAs (Fig. 5d, lower panel). Together, these data confirmed the specific occupancy of QKI5 on target genomic sites.

Furthermore, we compared the list of coding genes that were commonly activated (Fig. 4e, upper panel) and commonly repressed (Fig. 4e, lower panel) in THP-1 cells with the set of QKI5-occupied genes revealed by ChIP-seq here (Fig. 5e, Additional file 1: Figure S5b). 

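Commonly activated genes with a QKI5 peak included the macrophage scavenger receptor CD163, the chemokine CCL20, the growth factor CSF1, the phagocytosis receptor MERTK and the interferon-stimulated genes IFIT3, RSAD2 and STAT1. Commonly repressed genes with a peak included the mitotic genes BUB1, CENPF, NUSAP1 and SMC4, the progenitor receptors FLT3 and KIT and the cholesterol enzyme LSS. Of 1183 protein-coding genes called higher in all 3 conditions, 294 had a QKI5 ChIP-seq peak. Against all other protein-coding genes the odds ratio was 1.344 (95% interval 1.172 to 1.541; Fisher's exact test, two-sided, p = 3.19e-05). Of 943 called lower in all 3, 223 had a peak, an odds ratio of 1.249 (1.070 to 1.457, Fisher's exact test, p = 0.00524). Against tested coding genes only, the repressed genes lost this call. With the length and the expression of each gene as further terms, a choice made after seeing the data, the odds ratios were 1.216 for the activated and 0.952 for the repressed genes. Genes with peaks in the other lists gave, against the activated genes, 2.187 for SETD1A, 1.338 for KHSRP, 1.222 for ADAR and 1.137 for IgG (0.963 to 1.341; Fisher's exact test, p = 0.135). CD163 rose by a log2 fold change of 8.43 in QKI5, MERTK by 4.26, IFIT3 by 3.34 and CCL20 by 3.16. CENPF had a log2 fold change of −1.10 in QKI5, FLT3 −1.14, LSS −1.06 and BUB1 −0.77.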

We uncovered a significant overlap consistent with the proposed transcriptional regulatory role of QKI5 in our in vitro monocytic differentiation system (Fig. 5e, Additional file 1: Figure S5b and Additional file 7: Table S6). Indeed, GO enrichment analysis of the intersected genes generated from QKI5-bound and QKI5-regulated genes (commonly activated and commonly repressed genes) showed a distinct gathering in myeloid leukocyte-related pathways (Additional file 1: Figure S5c, Additional file 7: Table S6) [61–65].

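The genes named here have a QKI5 peak and were picked from those called alike in all 3 conditions, so their shared direction comes from the choice. ITGAM, an integrin subunit of myeloid cells, RBM47, an RNA-binding protein, and CYP19A1, an enzyme that makes estrogens, rose in each. PBX1, a transcription factor of blood progenitors, fell in each. RBM47 rose by a log2 fold change of 2.14 in QKI5, 2.62 in QKI5 M1 and 1.73 in PMA. CYP19A1 rose by 4.00, 4.81 and 7.55. PBX1 had log2 fold changes of −1.72, −5.08 and −5.37, from 12, 1 and 1 counts against 52 in Ctrl. MERTK rose by 5.09 in QKI5 M1 and 6.30 in PMA, and CD163 by 9.32 and 7.26. From the overlap of bound and commonly changed genes, the paper proposes a role of QKI5 in transcription during monocytic differentiation.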

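The calcium-binding protein gene EFHD2, the phosphatase gene PTPN6 and IL16 had QKI5 peaks in introns, and EFHD2 had another in its last exon. MAP1S, a gene of a microtubule-associated protein, had 1 peak on exon 7, where the annotation gives a promoter of another gene. All 4 genes rose in QKI5, in QKI5 M1 and after PMA. The MAP1S peak spans chromosome 19 from 17734228 to 17734616, at the promoter of ENSG00000268112, so MAP1S itself was not counted as bound by the centre of the peak. PTPN6 had a peak on chromosome 12 from 6953603 to 6953991. EFHD2 had peaks on chromosome 1 from 15423270 to 15423658 and from 15428583 to 15428971, the latter in the 3′ UTR. IL16 had peaks on chromosome 15 from 81237899 to 81238287 and from 81245380 to 81245768. The first IL16 peak held 2 sites of TGGGAYTA, both inside an Alu repeat sequence. EFHD2 rose from 115 ± 13.3 to 330 ± 4.47 CPM in QKI5 (SD, n = 2), a log2 fold change of 1.51 (SE 0.09, adjusted p = 7.19e-07 from edgeR), and by 1.44 in QKI5 M1 and 1.77 in PMA. MAP1S rose from 29.0 ± 5.15 to 67.3 ± 10.4 CPM (log2 fold change 1.21, adjusted p = 8.23e-05), and by 1.43 and, with widely spread replicates, 3.41 in the others. PTPN6 rose from 119 ± 33.7 to 229 ± 2.33 CPM (log2 fold change 0.95, adjusted p = 0.000541), and by 1.03 and 0.77 (adjusted p = 0.0448). IL16 rose from 3.09 ± 0.0566 to 6.12 ± 1.69 CPM in QKI5.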

Within the overlapping gene set, we found 309 candidate genes that were transcriptionally activated by QKI5 (Fig. 5e, Additional file 7: Table S6), of which several possessing essential roles during monocytic differentiation, including *CXCL2*, *microtubule associated protein 1S* (*MAP1S*), *protein tyrosine phosphatase non-receptor type 6* (*PTPN6*), *IL16*, and *EF-hand domain family member D2* (*EFHD2*) [66] (Fig. 5f). Taken together, we showed that QKI5 tended to enrich on genomic regions to regulate expression of target genes, including some that were involved in monocytic differentiation.

### Chromatin-associated QKI5 promotes target gene transcription

As a classic RBP, QKI5 might be recruited to the chromatin by its associating RNAs. To investigate whether the association of QKI5 to target loci was mediated by RNA, we performed an RNase-treated ChIP-qPCR analysis, which involved RNase-mediated RNA digestion prior to formaldehyde crosslinking, followed by routine ChIP-qPCR (Fig. 6a, Additional file 1: Figure S6a). Interestingly, QKI5’s enrichment on target gene sites was not affected by RNA removal (Fig. 6b), indicating an RNA-irrelevant chromatin interaction. It was possible that QKI5 could also be recruited by other chromatin-interacting proteins, most likely TFs. To address this, we first screened for TF-binding motifs nearby QKI5’s binding motif (Additional file 1: Figure S6b) using SpaMo [67] (see “Methods” for detail) and identified 96 distinct DNA elements within 150 bp of the QKI5 ChIP motifs (TGGGAYTA). Among them, 24 were annotated as hematopoiesis-related TF binding sites, including for the TF AP-1 (JUN), DNA-binding protein Ikaros (IKZF1), TF jun-B (JUNB), hypoxia-inducible factor 1-alpha (HIF1A), and thyroid hormone receptor alpha (THA) (Fig. 6c, Additional file 1: Figure S6c and Additional file 8: Table S7). Thus, it seemed likely that QKI5 might be brought to specific genomic loci by TFs.

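The motif TGGGAYTA (Y is C or T) is part of the sequence of Alu repeats, which are common in introns. QKI5 peaks held it about as often as IgG peaks, and less often than nearby DNA. ADAR and KHSRP peaks held it most often. Of 16488 QKI5 peaks, 2114 held the motif on either strand, 12.82% (12.32% to 13.34%). Windows of the same length 2 kb away held it at 14.43% (odds ratio 0.872; Fisher's exact test, two-sided, p = 1.05e-06). The share was 38.80% for ADAR, 38.12% for KHSRP, 27.06% for SETD1A, 12.75% for NUDT21, 12.39% for IgG, 10.43% for ELAVL1 and 7.36% for PTBP3. Against their own nearby windows the odds ratio was 3.116 for ADAR, 3.009 for KHSRP and 1.474 for SETD1A. Of 2720 motif sites in QKI5 peaks, 1759 (64.67%) read on as TGGGAYTACAGG, the Alu sequence, and 66.80% of those in the nearby windows did.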

**Fig. 6:**
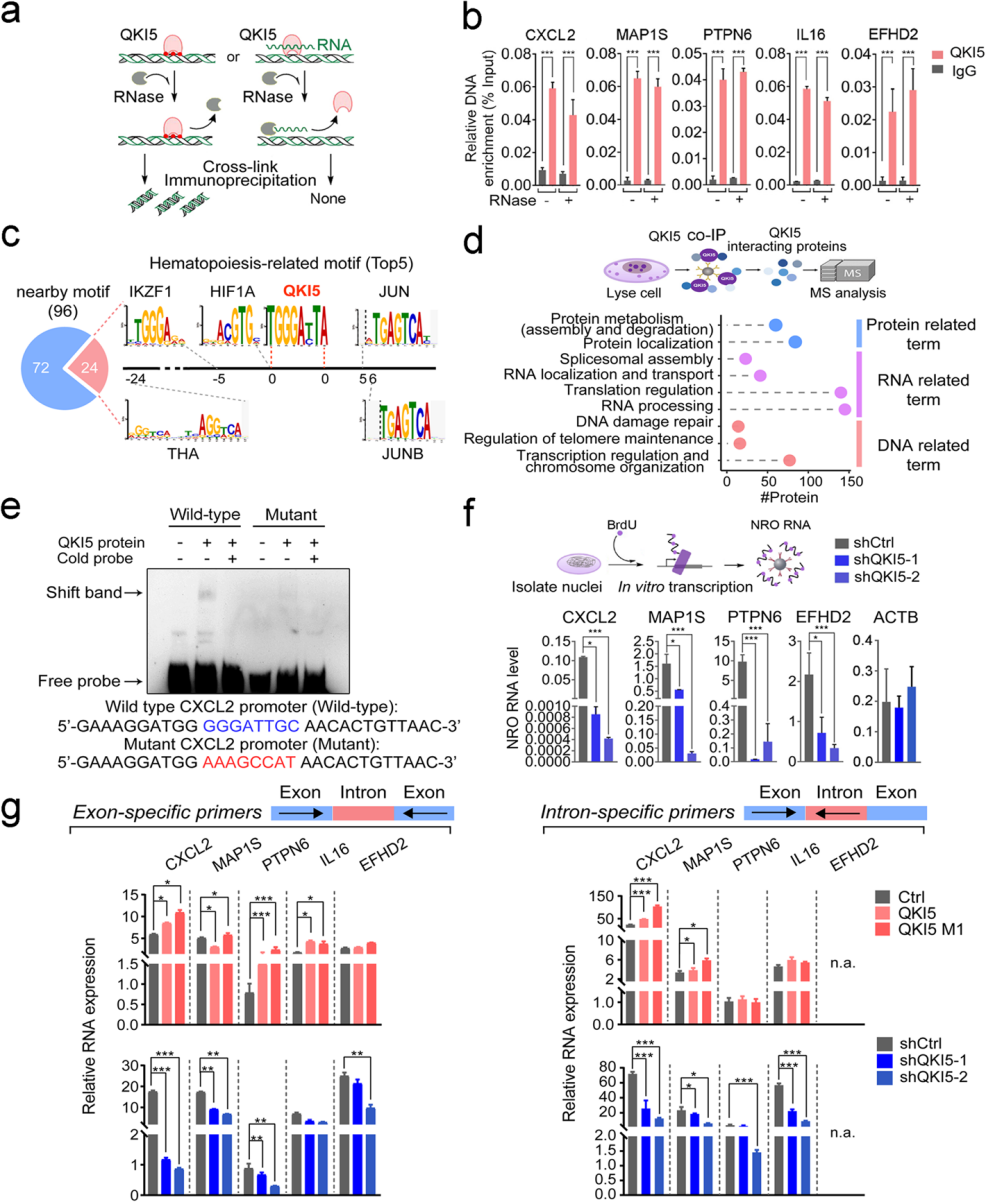
QKI5 binds to DNA and regulates target gene transcription. **a** Schematic diagram of RNase-ChIP assay that was applied to THP-1 cells. **b** ChIP-qPCR validation of QKI5 enrichment conducted on selected target genes with/without RNase treatment. Shown is the mean DNA enrichment relative to input; error bars indicate standard deviations around the means of three biological replicates. Asterisks indicate significant difference between indicated samples (***P value < 0.001, *t* test). **c** Nearby TF-binding motif prediction by SpaMo, which was used to identify putative hematopoiesis-related interaction partner TFs for QKI5. Top 5 of the identified TFs determined by e-value are shown in the figure. The number under axis represents best gap between QKI5 motif and indicated TF motifs. **d** Upper panel: Schematic diagram of QKI5’s interaction partner screening. The interacting proteins were identified by QKI5 co-immunoprecipitation combined with mass spectrometry analysis. Lower panel: GO functional enrichment analysis of identified QKI5 interacting proteins. **e** In vitro association of QKI5 with the *CXCL2* promoter sequence identified by the DNA EMSA assay in which a 5′-biotin-labeled wild-type and mutant *CXCL2* promoter probes were used. The corresponding unlabeled (“cold”) probes were used in the competitive assay. **f** Nuclear run-on assay in QKI5-knockdown THP-1 cells. Upper panel: Diagram of nuclear run-on (NRO) assay concept. Lower panel: NRO-qPCR validation of expression of selected target genes in shCtrl- or shQKI5-treated THP-1 cells. *ACTB* is a non-QKI5 target negative control. Error bars indicate standard deviations around the means of three biological replicates. Asterisks indicate a significant difference between the specified samples (*P value < 0.05, ***P value < 0.001, ns represents non-significant, *t* test). **g** RT-qPCR validation of the expression of selected target genes using exon-specific (left panel) and intron-specific (right panel) primers. qPCR was performed in Ctrl or QKI5/QKI5 M1-overexpressing (upper panel) and shCtrl- or shQKI5-treated (lower panel) THP-1 cells following by PMA induction for 48 h. Error bars indicate standard deviations around the means of three biological replicates. Asterisks indicate significant differences between the specified samples (*P value < 0.05, **P value < 0.01, ***P value < 0.001, n.a. represents not available, *t* test)

To further verify the hypothesis of QKI5 recruitment by TFs, we performed co-IP with MS analysis to identify QKI5-interacting proteins (Fig. 6d, Additional file 1: Figure S6d, e and Additional file 8: Table S7). Gene ontology analysis showed that numerous DNA- and RNA-related proteins were identified, including 80 that were associated with the DNA related term (Fig. 6d, Additional file 8: Table S7). However, when we compared QKI5 motif neighbor TFs with all the QKI5-bound chromatin-interacting proteins, we did not find any shared candidates (Additional file 1: Figure S6f), suggesting that QKI5 might directly associate with chromatin or may be recruited to chromatin by other proteins/cofactors not identified by these assays, in addition to TFs.

Therefore, to determine whether QKI5 could bind DNA directly, we conducted DNA EMSA assay using biotin-labeled probes containing the QKI5 binding motif from the *CXCL2* promoter and QKI5 recombinant proteins. Results showed that QKI5 could interact with the wild-type *CXCL2* promoter as a shifting band was detected, but that this interaction was abolished if a mutant probe was used instead (Fig. 6e). Thus, QKI5 could recognize and bind directly to the specific DNA sequence from the *CXCL2* promoter in vitro.

We next detected QKI5’s transcriptional regulatory activity in nuclei from QKI5-knockdown THP-1 cells (Additional file 1: Figure S6g) by employing the nuclear run-on (NRO) assay, which captured in situ newly transcribed products prior to their identification by RT-qPCR (Fig. 6f, upper panel). This clearly showed that reduced QKI5 level led to significant decreases of transcription activity at *CXCL2*, *EFHD2*, *MAP1S*, and *PTPN6* loci, while the transcription of non-QKI5-target gene like *actin beta* (*ACTB*) was comparable across all conditions (Fig. 6f, lower panel).

To further examine the effects of QKI5 on target genes' expression at the transcriptional level, we measured the abundance of both mature and nascent target transcripts using exon- and intron-specific primers (Fig. 6 g). Most of the target genes exhibited a significant increase in both exonic and intronic amplicons (except *EFHD2*) in either wild-type or mutant QKI5-overexpressing THP-1 cells at 0 h (Additional file 1: Figure S6h, upper panel) or 48 h (Fig. 6g, upper panel) of PMA induction. In contrast, QKI5 knockdown reduced the levels of these amplicons (Fig. 6g, lower panel; Additional file 1: Figure S6h, lower panel). That QKI5 could influence the level of nascent transcripts of target genes provided further evidence for the transcriptional regulatory potential of QKI5 in THP-1 cells.

Taken together, these results indicated the transcriptional regulatory activity of QKI5 in monocytic cells.

### QKI5 facilitates monocytic differentiation through activating *CXCL2* transcription

Given the central role of CXCL2 in monocytic differentiation [12–14], we further investigated the regulation of its expression by QKI5, and the functional relevance of this specific interaction. As revealed by dual-luciferase reporter assay (Fig. 7a-c), overexpression of either wild-type or mutant QKI5 (Additional file 1: Figure S7a) in 293T cells (used here to ensure high rates of transfection) increased the transcriptional activity of the *CXCL2* promoter (Fig. 7b, upper panel) whereas a decrease was observed in QKI5 knockdown cells (Fig. 7c, Additional file 1: Figure S7b). Meanwhile, the transcriptional activation effects brought about by QKI5 proteins were abolished in 293T cells bearing a mutant *CXCL2* promoter (Fig. 7b, lower panel). Additionally, levels of the CXCL2 protein also fluctuated consistently with QKI5 overexpression or knockdown in THP-1 cells (Fig. 7d, Additional file 1: Figure S7c).

**Fig. 7:**
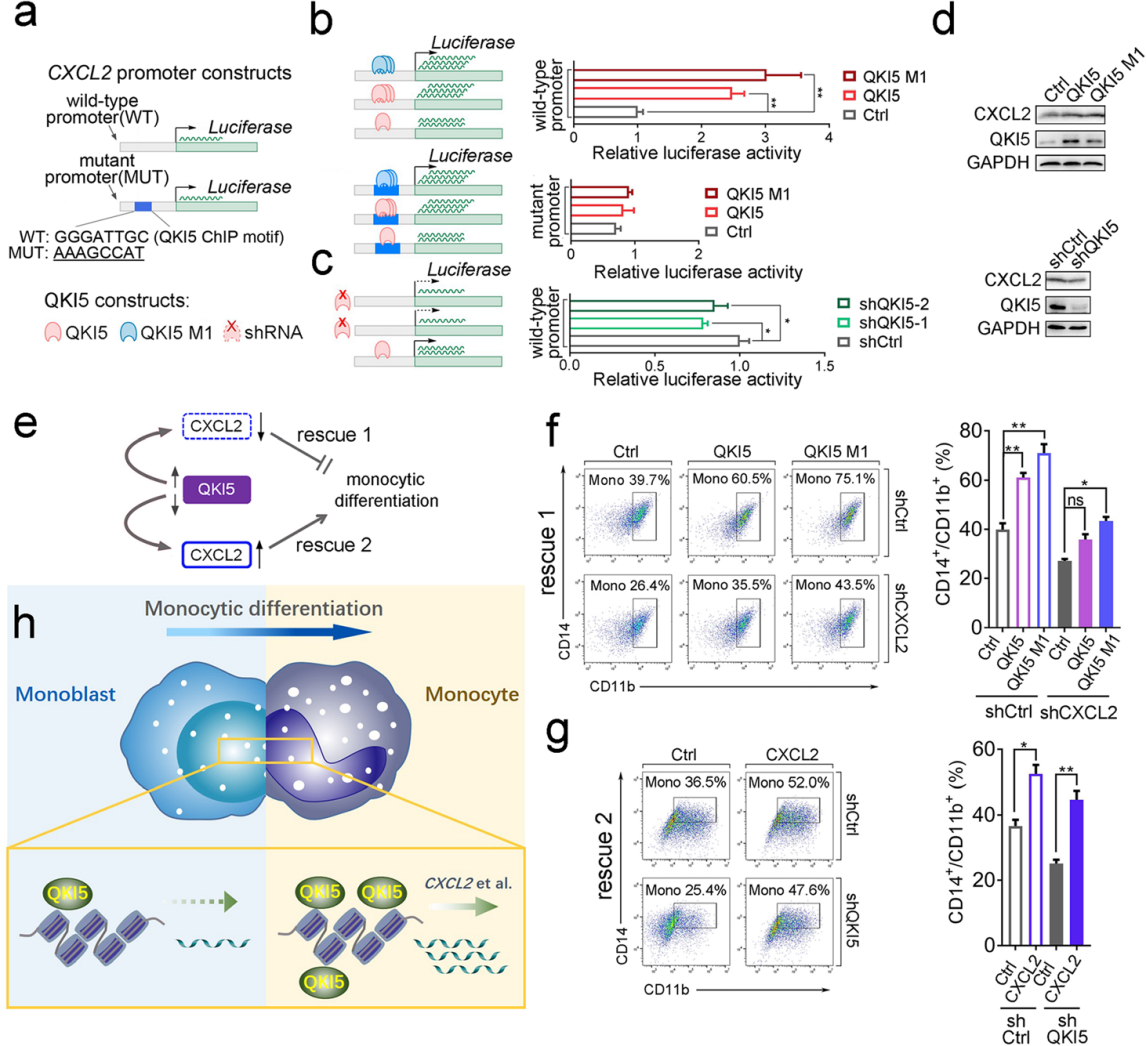
CXCL2 is a regulatory target of QKI5 during monocytic differentiation. **a–c** Dual-uciferase reporter assays. Three independent experiments were performed, and data are presented as mean relative luciferase activity ± SD. **a** Diagram of QKI5 constructs and *CXCL2* promoter constructs used. **b** The influence of QKI5/QKI5 M1 overexpression on activity of the wild-type (upper panel) and mutant *CXCL2* promoters (lower panel). Left: Diagram of experiment. Right: 293T cells were co-transfected with the indicated combination of QKI5 and *CXCL2* promoter constructs or control construct, then the activity of the promoter was calculated by the ratio of *firefly* and *Renilla* luciferase activities. Error bars indicate standard deviations of the three biological replicates. Asterisks indicate significant differences between the specified samples (*P value < 0.05, **P value< 0.01, *t* test). **c** The influence of QKI5 knockdown on activity of the wild-type *CXCL2* promoter. Left panel: Diagram of experiment. Right panel: The same assay as above was conducted with the combination of shCtrl or QKI5 shRNA and *CXCL2* promoter constructs or control construct. Asterisks indicate significant differences between the specified samples (*P value < 0.05). **d** Immuno-blot of CXCL2 and QKI5 in Ctrl- or QKI5/QKI5 M1-overexpressing (upper panel) and shCtrl- or shQKI5-treated (lower panel) THP-1 cells. **e** Experimental design of the two sets of rescue assays. **f** Percentage of CD14^+^/CD11b^+^ cells among THP-1 cells within shCtrl- or shCXCL2-treated populations, detected by flow cytometry in rescue 1, in which THP-1 cells were treated with shCtrl- or shCXCL2- shRNAs, followed by Ctrl or QKI5 /QKI5 M1 transduction. Average percentage of CD14^+^/CD11b^+^ cells is shown on the right. Error bars indicate standard deviations around the means of three biological replicates. Asterisks indicate significant differences between the specified samples (*P value < 0.05, **P value < 0.01, ns represents non-significant, *t* test). **g** Percentage of CD14^+^/CD11b^+^ cells among THP-1 cells within shCtrl- or shQKI5- treated population detected by flow cytometry in rescue 2, in which THP-1 cells were treated with shCtrl- or shQKI5- shRNAs, followed by Ctrl or CXCL2 transduction. Average percentage of CD14^+^/CD11b^+^ cells is shown on the right. **h** Schematic diagram of QKI5’s transcriptional regulatory function during monocytic differentiation

To further understand the biological function of the QKI5/CXCL2 axis during monocytic differentiation, we performed “rescue” assays by employing either *CXCL2* shRNAs (shCXCL2) to diminish CXCL2 level ahead of QKI5 overexpression, or QKI5 shRNAs to knockdown QKI5 prior to CXCL2 overexpression (Fig. 7e). As expected, when CXCL2 was reduced (Additional file 1: Figure S7d), the differentiation-promoting ability of QKI5 was significantly decreased (Fig. 7f), suggesting the requirement of CXCL2 for QKI5’s function. Next, the re-introduction of CXCL2 (Additional file 1: Figure S7e) partly restored the impaired monocytic differentiation caused by QKI5's decrease (Fig. 7g), further verifying that QKI5 promoted monocytic differentiation by regulating CXCL2 expression.

All these results allowed us to illustrate a novel regulatory pathway wherein QKI5 promoted monocytic differentiation via interacting directly with chromatin and activating the transcription of downstream functional genes (Fig. 7 h).

## Discussion

Proteins that bind RNA have typically been considered as functionally distinct from those that associate with DNA, and therefore have been studied separately. Thanks to rapid advances in technology, numerous RNA-chromatin interactions have recently been revealed [68, 69], which has led to the discovery of several DNA-associated RBPs [3–8]. What remains unclear is just how many RBPs also bind DNA, and whether their role is restricted to mediating lncRNAs’ functions or rather extends to independent activity at the chromatin interface. Moreover, the underrated dual RNA-/DNA-binding capacity that has been associated with a growing number of proteins has now forced us to adopt a more holistic view of chromatin-associating RBPs and their possible regulatory functions.

Here, we conducted a comprehensive screening to identify all Che-RBPs in two human hematopoietic cell lines (THP-1 and K562), and in 293T cells. Interestingly, over half of the Che-RBPs we characterized were bound to chromatin in all three cell lines tested, suggesting that Che-RBPs may be intrinsic components of the chromatin environment and play fundamental regulatory roles in gene expression. Moreover, analyzing the ChIP-seq, CLIP-seq, and RNA-seq data sets of 7 hematopoiesis-related Che-RBPs (hChe-RBPs) enabled us to compare their DNA- and RNA-binding features with their effects on genes' expression.

We found that the overlapping rates between ChIP-seq and CLIP-seq signals were very low of each hChe-RBPs. The most likely case is that hChe-RBPs interact with chromatin or RNA via different manners. As for the presumable RNA-mediated chromatin interactions, our results show that the interaction of hChe-RBPs to chromatin is neither mediated by newly transcribed RNAs, nor by neighbor nascent transcripts because the distances between these RBPs’ DNA and RNA binding sites are mostly more than 5 kb (Fig. 2f). Therefore, their interactions might be mediated by ncRNAs like LncRNAs which could function at long distance, or by the high-ordered structures of chromatin.

Moreover, when comparing the DNA/RNA interaction patterns demonstrated by integrated analyses of ChIP-seq/CLIP-seq datasets with RNase-treated subcellular fractionation results, we can conclude that the hChe-RBPs presenting DNA/RNA separated or combined chromatin interaction mode accord with their different DNA- or RNA-binding tendency. The separated chromatin and RNA interaction of hChe-RBPs indicates that they might possess unique and unrelated regulatory function at DNA or RNA level.

According to our results, besides RBPs’ classical regulations on RNA, the hChe-RBPs could also locate on chromatin and possess transcriptional regulatory potential. Among them, QKI5, KHSRP, and SETD1A tended to regulate genes' expression by binding to genomic regions of target genes (Fig. 2j). Notably, SETD1A is also a known methyltransferase possessing DNA-binding domain [70]; KHSRP has been reported to have DNA-binding domain [71]; as for QKI5, although there’s no reports on known DNA-binding domains on QKI5, recent studies have shown that it could be recruited to chromatin carrying out downstream regulatory functions by transcription factors [72, 73]. Besides, other hChe-RBPs tested in our study have not been reported to contain any known DNA-binding domains. As above, hChe-RBPs could be multifunctioning factors regulating genes' expression at different levels. And for transcriptional regulation, they might function by direct (with DNA-binding motif) or indirect (without known DNA-binding domain, coordinate with other factors) interactions with chromatin.

The large number of Che-RBPs that we identified has extended this property from the small set of well-studied RBPs to a more general group that is now ripe for future mechanistic study. This subclass of RBPs might be considered as functionally superior to their pure RNA-binding cousins, as they may fine-tune genes' expression via association with DNA or with RNA products, acting at both transcriptional and post-transcriptional levels. In addition, we might also speculate that competitive RNA- and DNA-binding activity by some Che-RBPs could provide an additional regulatory layer beyond transcriptional and post-transcriptional levels. This study focused predominantly on hematopoietic Che-RBPs, but the same approach could be readily adapted to screen for novel Che-RBPs in other cell types and systems. As we now know that some RBPs locate on chromatin co-transcriptionally [74], there should also be further investigation into the extent of Che-RBPs’ regulation of chromatin through genetic perturbations and functional experiments on individual Che-RBP to test their effects on proximal gene transcription and RNA transcript processing.

One of the most promising candidate hChe-RBPs identified by our initial screening is QKI5, which is known to bind RNA and regulate RNA splicing at the post-transcriptional level in mouse oligodendrocytes and neonatal brain as well as in the human erythropoietic cell lines K562 and HEL [7, 8, 52, 75]. Here we demonstrate that QKI5 is a potent Che-RBP that regulates genes' transcription at specific loci in hematopoietic monocytic cells. While some RBPs, such as AGO1 and METTL3, are recruited to chromatin via RNA or proteins [4, 76], others, such as Lin28A, bind chromatin through a Cold Shock Domain, which is able to interact with both single-stranded RNA and DNA [3]. Transcriptome analysis combined with experimental validation of selected target genes have showed that QKI5 could act as a transcription activator independent of RNA or TFs we screened, yet the question of whether QKI5 is assisted by other factors beyond our screening still remains open. Since QKI5 does not contain any known DNA-binding domains, future studies might also uncover some novel DNA-binding structures within this fascinating protein.

Having defined the molecular features of QKI5’s interaction with DNA, we want to understand the potential significance of this interaction in hematopoietic differentiation. De Bruin et al. previously reported that QKI5 protein was elevated during monocytic to macrophage differentiation in human peripheral blood (PB), and also in THP-1 cells differentiating in vitro [10], while Fu et al.’s work showed a delayed effect of QKI5 during monocytic-macrophage differentiation in both progenitor cells from human cord blood and HL-60 cells [11]. While these data provides further support to the functional role of QKI5 in human hematopoietic cells, as both studies have focused purely on QKI5’s RNA-binding-related capacity, it is yet unclear whether the observed effects were mediated at DNA or RNA transcripts level. Our work here suggests that transcriptional regulation of QKI5 plays a dominant role in this system. Overall, we speculate that Che-RBPs, such as QKI5, are likely to work at both the transcriptional and post-transcriptional levels, orchestrating gene expression whilst fine tuning its effects prior to final protein expression.

Taken together, here we characterize a new subpopulation of RBPs named Che-RBPs, which are enriched on chromatin and have functional roles in human cells. Seemingly, Che-RBPs along with RNAs and other DNA-binding proteins may synergize to form integrated regulatory machines that fine-tune genes' expression. Furthermore, we could speculate that these regulatory machines may also help to establish active/repressive transcriptional regions or domains in the nucleus for the construction of higher-order chromatin structures.

## Conclusions

In this study, we first obtain the full view of RBPs’ distribution pattern in nucleus and identify a set of RBPs enriched on the chromatin (Che-RBPs) by using a convenient screening strategy. Combining ChIP-seq, CLIP-seq, and RNA-seq analysis of hematopoietic Che-RBPs (hChe-RBPs), we characterize the transcriptional regulatory potential of such hChe-RBPs. Moreover, we also identify an unexpected novel transcriptional regulatory role of RBP QKI5, which deposits on genetic regions of functional target genes to activate their transcription thus promoting monocytic differentiation.

## Methods

### Cell culture

THP-1 was purchased from the cell resource center of Shanghai Institutes for Biological Science, and 293T and K562 were purchased from the cell resource center of Institutes of Basic Medical Sciences, Chinese Academy of Medical Sciences. THP-1 and K562 were cultured in PRMI 1640 medium (Gibco, Carlsbad, CA, USA); 293T cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) (Gibco). All cultures were supplemented with 10% fetal bovine serum (FBS) (Gibco) and 100 U/ml Penicillin Streptomycin mixtures (10000 U/ml, Gibco) at 37 °C in 5% CO_2_. The monocytic differentiation of THP-1 was induced with PMA (Sigma-Aldrich, Deisenhofen, Germany) at a final concentration of 10 nM. Human umbilical cord blood (UCB) was obtained from normal full-term deliveries from Haidian Maternal & Child Health Hospital (Beijing, China). CD34^+^ cells were enriched from mononuclear cells (MNCs) through positive immunomagnetic selection (CD34 MultiSort kit, Miltenyi Biotec, Bergisch-Glad-bach, Germany). The isolated CD34^+^ hematopoietic stem/progenitor cells (HSPCs) were cultured in IMDM supplemented with 20% serum substitute (BIT; Stem Cell Technologies, Vancouver, BC, Canada), 100 μM 2-ME, 2 ng/ml recombinant human IL-3, 100 ng/ml recombinant human SCF (Stem Cell Technologies), 50 ng/ml recombinant human M-CSF (PeproTech, Rocky Hill, NJ, USA), 10 ng/ml recombinant human IL-6 (PeproTech), 100 ng/ml recombinant human Flt-3 (PeproTech), 100 U/ml Penicillin Streptomycin mixtures (10,000 U/ml, Gibco), and 2 mM l-glutamine (200 mM, Gibco). Cells were harvested every 3–5 days.

### RNA extraction, reverse transcription, and quantitative real-time PCR

Total RNA was extracted from cell samples using Trizol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. Approximately 1–4 μg of total RNA was used to generate cDNA by M-MLV reverse transcriptase (Invitrogen). Oligo (dT)18 or random primer (Promega, Madison, WI, USA) was used for reverse transcription of mRNAs. Quantitative real-time PCR (qPCR) was carried out using Bio-Rad CFX-96 (Bio-Rad, Foster City, CA, USA) in triplicates. The data were normalized to GAPDH mRNA expression. All RT-qPCR primers used in this study are listed in Additional file 9: Table S8.

### Subcellular fractionation

6 × 10^6^ cells were washed in PBS and suspended in 400 μl Solution A (10 mM HEPES 7.9, 10 mM KCl, 1.5 mM MgCl2, 0.34 M sucrose, 10% glycerol, 1 mM DTT, 1 × protease cocktail (Roche Life Science, Indianapolis, IN, USA)). Two microliters 20% Triton X-100 were added to a final concentration of 0.1%, mixed gently and incubated on ice for 5 min. The cytoplasmic (S1) and nuclear fractions were harvested by centrifugation at 1300×*g* for 4 min. The isolated nuclei were washed in 1 ml Solution A and lysed in 400 μl Solution B (3 mM EDTA, 0.2 mM EGTA, 1 mM DTT, and 1× protease cocktail (Roche Life Science) and incubated on ice for 30 min. The soluble nuclear extract (SNE) and chromatin-pellet extract (CPE) fractions were separated by centrifugation at 1700×*g* for 4 min. RNase-treated samples were subjected to the reported protocol [77] with some modifications: in brief, in the last step of fractionation, chromatin fractions were incubated with 20 μg/ml RNase A in PBS for 5 min at 4 °C, while RNase A-free samples were incubated with PBS alone.

### Protein mass spectrometry (MS)

The SNE and CPE fractions were prepared from THP-1 cells, K562 cells, and 293T cells as above. The lysates from each fraction were subjected to SDS/PAGE (10% separation gel) and dyed with 0.25% Coomassie Brilliant Blue (Thermo Fisher Scientific, Waltham, MA, USA). The stained protein bands were cut off from the gel and sent to Protein Research and Technology Center (Tsinghua University, Beijing, China) for mass spectrometry (LC MS/MS) analysis. Briefly, proteins were subjected to in-gel tryptic digestion followed by peptide desalting and concentration before mass spectrometry detection.

### RNA-seq

Total RNA was extracted from cell samples using Trizol reagent (Invitrogen, Carlsbad, CA, USA) as previously mentioned. The RNA was amplified and subjected to 150 bp paired-end deep sequencing on the Illumina HiSeq X Ten and NovaSeq 6000 platforms by Novagene (Beijing). The plasmids of shRNA targeting indicated proteins were purchased from Origene (Origene Technologies, Rockville, MD, USA).

### Plasmid construction

For QKI5 overexpression, the human QKI5 (NM_006775) cDNA ORF clone was purchased from Origene (Origene Technologies, Rockville, MD, USA) and sub-cloned into pCDH (QKI5) (System Biosciences, Palo Alto, CA, USA). QKI5^V157E^ (QKI5 M1) on the KH domain of QKI5 cDNA was created using a QuickChange Site-Directed Mutagenesis kit (Agilent Technologies, La Jolla, CA, USA). The short hairpin RNA (shRNA) plasmids targeting indicated proteins were purchased from Origene (Origene Technologies, Rockville, MD, USA). All the primers and the information of shRNA plasmids used in this study are listed in Additional file 9: Table S8.

### Lentivirus production and cell infection

Recombination lentiviruses for QKI5 overexpression were produced using pCDH-based constructs and lentiviruses for knockdown of indicated proteins were produced using shRNA plasmids purchased from Origene (Origene Technologies, Rockville, MD, USA). Matching lentivirus packaging was purchased from System Biosciences (System Biosciences, Palo Alto, CA, USA) and used according to the manufacturer’s instructions. Harvested viral particles were added to HSPCs or THP-1 cells in 6-well plates containing 8 μg/ml polybrene (Sigma-Aldrich, Deisenhofen, Germany). After 12 h of incubation, the cells were refreshed with complete medium and subjected to the following experiments.

### Flow cytometry analysis

The HSPCs or THP-1 cells were induced towards monocytic differentiation and harvested at different time points. The cells were rinsed twice with PBS and resuspended in 100 μl PBS. Then, the cells were incubated with PE-conjugated anti-CD14 and APC-conjugated anti-CD11b from eBioscience (Thermo Fisher Scientific, Waltham, MA, USA) at 4 °C for 30 min. After the incubation, cells were washed with 1 ml PBS, resuspended in 100 μl 4% PFA (Solarbio, Beijing, China), and analyzed immediately using an AccuriC6 flow cytometer (BD Biosciences, San Jose, CA, USA).

### Colony-forming unit assay

Lentivirus-infected HSPCs were plated in 35-mm petri dishes containing 2 mL methylcellulose medium (Stem Cell Technologies, Vancouver, BC, Canada) containing rh SCF, rh GM-CSF, rh IL-3, rh IL-6, and rh G-CSF. The cells were incubated at 37 °C with 5% CO_2_ for 10 days for CFU-M quantification.

### Chromatin immunoprecipitation (ChIP)

1 × 10^7^ THP-1 cells per sample were crosslinked with 1% formaldehyde for 15 min. Crosslinking was neutralized with 0.125 M glycine, and cells were rinsed in PBS twice. Then chromatin was sonicated using a Diagenode Bioruptor (Diagenode, Seraing, Belgium) for 30 min with 30 s pulse/pause cycles in polycarbonate tubes on ice to break chromatin into 200- to 500-bp fragments. Unbroken debris was spun down, and then the chromatin was split into two equal portions. One was used for control IgG antibody (Millipore, Darmstadt, Germany), and the other portion was incubated with indicated antibody listed in Additional file 9: Table S8. Salmon sperm-coated protein A/G beads (Millipore) were added to the two portions of the chromatin with equal volume. Then, the mixture of chromatin-antibody-protein-A/G beads was incubated overnight at 4 °C. After washing 4 times, immunoprecipitated DNA was eluted from beads and purified for subsequent qPCR test. For the ChIP assay with RNase A treatment, the experiment was conducted as described previously with minor modifications [78]. Briefly, 1 × 10^7^ THP-1 cells were collected by centrifugation, permeabilized in 1.5 ml PBT (PBS; 0.05% Tween 20), and treated with 80 μg/ml RNase A (Thermo Fisher Scientific, Waltham, MA, USA), or 100 U/ml RNase inhibitor (Promega, Madison, WI, USA) for 45 min at 37 °C followed by crosslinking with 1% formaldehyde for 10 min at RT. Crosslinked chromatin was isolated, fragmented, and immunoprecipitated as mentioned above. Immunoprecipitated DNA was purified and analyzed by qPCR. All the ChIP-qPCR primers used in this study are listed in Additional file 9: Table S8. For ChIP-seq, DNA fragments immunoprecipitated from ChIP assay were purified for subsequent library preparation using The NEBNext Ultra II DNA Library Prep (New England Biolabs, Ipswich, MA, USA) according to the manufacturer’s instructions. The DNA fragments were amplified and subjected to 150 bp paired-end deep sequencing on the Illumina HiSeq X Ten and NovaSeq 6000 platforms by Novagene (Beijing).

### Enhanced UV crosslinking, immunoprecipitation, and high-throughput sequencing (eCLIP-seq)

eCLIP was performed as described previously with minor modifications [79]. Briefly, cells were UV-crosslinked at 150 mJ and 254 nm wavelength in 10-cm plates with 3 ml of cold PBS. Then cells were pelleted, flash frozen in liquid nitrogen, and stored at − 80 °C. The pellet was lysed with lysis buffer (50 mMTris-HCl, pH 7.4; 100 mM NaCl; 1% NP-40; 0.1% SDS; 0.5% sodium deoxycholate; 1X protease inhibitor cocktail, Roche) followed by further RNase I, and Turbo DNase treatment as described. The lysate was incubated with specific antibody overnight at 4 °C for immunoprecipitation. Forty microliters of protein A beads (Invitrogen, USA) was added and incubated for 2 h followed by washes as described. Following end repair and 3′ adaptor ligation, size selection was conducted using Nupage 4–12% Bis-Tris protein gels followed by transfer to nitrocellulose membranes. RNAs on nitrocellulose were harvested and reverse transcribed using SuperScript III (Thermo Fisher, USA). cDNA libraries were then prepared as described and sequenced by using Illumina HiSeq X Ten and NovaSeq 6000 with strand-specific paired-end 150 bp read length.

### Nuclear Run-On assay

A nuclear run-on assay was performed as described [80]. Approximately 1 million nuclei were resuspended in nuclei storage buffer (50 mM Tris-HCl, pH 7.8, 5 mM MgCl_2_, 20% glycerol, 1 mM DTT, 0.44 M sucrose) and then mixed with an equal volume of reaction buffer (50 mM Tris-HCl, pH 7.5, 5 mM MgCl_2_, 1 mM DTT, 150 mM KCl, 0.2% sarkosyl (Sigma-Aldrich, Deisenhofen, Germany), 40 units RNase inhibitor, 1 mM ATP, 1 mM GTP, 1 mM CTP, and 0.5 mM 5-BrUTP (Sigma-Aldrich)). After incubation at 30 °C for 10 min, the reaction was stopped by adding Trizol reagent (Invitrogen, Carlsbad, CA, USA). RNAs were extracted and treated with DNase I (Promega) to remove genomic DNA. The purified RNAs were incubated with 2 mg anti-BrdU antibody (Abcam, London, UK) at 4 °C for 2 h and then subjected to immunoprecipitation with Dynabeads Protein G (Invitrogen,) for 1 h. Precipitated RNAs were extracted by Trizol reagent and used for subsequent manipulations.

### DNA EMSA

The biotin-labeled wild-type and mutant *CXCL2* promoter probes, as well as corresponding cold probes, were synthesized by Thermo Fisher Scientific company (Thermo Fisher Scientific, Waltham, MA, USA). A total 50 fmol of biotin-labeled DNA probes were incubated with 4 μl QKI5 recombinant protein purchased from Origene (Origene Technologies, Rockville, MD, USA) using the LightShift Chemiluminescent EMSA Kit (Pierce, IL, USA) according to the manufacturer’s protocol.

Competition experiments were performed with 200-fold molar excess of the unlabeled probes (cold probe) preincubation. The reactions were incubated at room temperature for 20 min before adding DNA loading dye and separated by native 8% PAGE. The probes used for the DNA EMSA experiment are listed in Additional file 9: Table S8.

### Immunoprecipitation

THP1 cells were collected and subcellular fractionation was used at first to extract nuclei. Then the nuclei were lysed with RIPA buffer and subjected to incubation with specific antibody or IgG and protein A beads (Invitrogen, USA) overnight at 4 °C for immunoprecipitation. After 3 washes with RIPA buffer, 1× SDS loading buffer was added to each sample and boiled at 95 °C for 5 min to elute proteins from beads, before subjecting them to the following processes.

### Western blot

Cell lysates were subjected to SDS/PAGE (10% separation gel) and transferred onto a PVDF membrane. Primary antibodies against indicated proteins were used followed by incubation with horseradish peroxidase conjugated secondary antibodies. Signals were detected using an ECL (enhanced chemiluminescence) kit (Millipore, Darmstadt, Germany). The information of primary antibodies and secondary antibodies is listed in Additional file 9: Table S8.

### Luciferase reporter assay

293T cells were co-transfected with pRL-TK, pGL3-CXCL2 wild-type/mutant promoter constructs, and pCMV6-QKI5/ QKI5 M1 constructs or shQKI5 plasmids using Lipofectamine LTX (Invitrogen, Carlsbad, CA, USA) in a 24-well plate. The plasmid pRL-TK containing Renila luciferase was used as an internal control. The transfection medium was replaced with complete medium after 5–6 h and the cells were cultured at 37 °C in 5% CO_2_ for an additional 24–48 h. The cells were harvested, and luciferase activity was measured using a dual-luciferase assay system (Promega, Madison, USA) according to the manufacturer’s instructions. The shQKI5 plasmids were purchased from Origene (OriGene Technologies, Rockville, MD, USA).

### Rescue assay

For rescue 1, THP-1 cells were firstly transduced with shRNA plasmids of CXCL2. After 24 h, the cells were transduced with QKI5 /QKI5 M1-overexpressing plasmids or control along with PMA induction for another 48 h. For rescue 2, THP-1 cells were firstly transduced with shRNA plasmids of QKI5, and 24 h later, cells were transduced with CXCL2-overexpressing plasmid or control along with PMA induction for another 48 h. CD14 and CD11b expression in THP-1 cells undergoing monocytic differentiation was analyzed by flow cytometry. CXCL2 and QKI5 shRNA plasmids were purchased from Origene (OriGene Technologies, Rockville, MD, USA).

### Antibodies and reagents

All information on antibodies and reagents is listed in Additional file 9: Table S8.

### Bioinformatic analysis

#### MS data analysis

The mass spectrometry data was analyzed by Proteome Discoverer 1.4 (Thermo Fisher Scientific) supported by Protein Research and Technology Center (Tsinghua University, Beijing, China). The protein score was used to estimate the reliability of protein identification which was evaluated by PSMs (peptide spectrum matches—the number of identified peptides spectra matched for the proteins in second-order MS), matching rate, and peptide FDR confidence level. The area value represented the relative quantity of protein defined by the peak area of peptides on chromatography.

For overall MS data analysis, we retained the protein included in the Swiss-Prot reviewed section of Uniport [81] database (https://www.uniprot.org/). The repeatability between two biological replicates was evaluated by Pearson correlation coefficient with area value. For MS data analysis in Fig. 1, we filtered out proteins with a score < 10. The area ratio was calculated by the ratio of average area value of proteins in the CPE and SNE fractions, and represented the relative enrichment of each protein in the CPE fraction. Combined with the protein score and the area ratio, proteins were divided into three classifications: CPE enriched proteins (area ratio ≥ 1.5), SNE enriched proteins (area ratio ≤ 0.67), and colocalized proteins (0.67 < area ratio < 1.5). For analysis of MS data generated from QKI5-co-immunoprecipitation assay in Fig. 6, we retained the QKI5-interacting proteins with a score > 0 and area ratio (IP/IgG) > 1.5.

The function of commonly CPE enriched proteins in three cell lines was manually classified based on molecule function annotation in DAVID database. Classification of protein domain was referred to RBPDB (http://rbpdb.ccbr.utoronto.ca/) [17] and DAVID database (https://david.ncifcrf.gov/) [82], and the gene functional network was generated by Cytoscape [83].

#### ChIP-seq dataset analysis

The ChIP-seq datasets of histone modifications (H3K4me3, H3K27ac, H3K27me3, H3K79me2, H3K36me3) and Pol II were downloaded from the European Bioinformatics Institute (http://wwwdev.ebi.ac.uk/) [84]. Details of these data sources are listed in Additional file 10: Table S9.

For overall ChIP-seq datasets, reads were aligned to the Homo sapiens genome (Ensembl GRCh38.p5) using Bowtie2 [85] PE mode with default parameters. Only reads with mapping quality score > 30 were retained for further analysis by SAMtools [86]. Two biological replicates were merged to create the “Tag Directory” file by “makeTagDirectory.” Peak finding and downstream data analysis were performed using HOMER software by “findPeaks” [87]. For hChe-RBP ChIP-seq datasets, we used the “factor” mode with the parameter “-tbp 1 -inputtbp 1 -F 2.5 -P 0.00001 -L 2.5 -LP 0.02 -ntagThreshold 3.5.” For histone modification ChIP-seq and Pol II ChIP-seq datasets, we used “histone” mode and “factor” mode with default parameter separately.

Enrichment of RBPs’ DNA-binding sites on the genomic region was calculated by HOMER “annotatePeaks.pl.” The repeatability between two biological replicates was evaluated by Pearson correlation coefficient with read coverages for genomic regions per 1000 bp, which generated from Homer “getPeakTags.” The histone modifications and Pol II ChIP fragment depth around QKI5 promoter peaks (from − 3000 bp to 3000 bp) was made by HOMER “annotatePeaks.pl.” Overlapped peaks number between each group of ChIP-seq datasets were determined by BedTools “intersectBed” [88]. The genomic visualization of hChe-RBPs ChIP-seq datasets at the indicated gene locus was generated by Integrative Genomics Viewer (IGV) software [89]. MEME-ChIP tools on MEME online suite (http://meme-suite.org/) was used for QKI5 DNA-binding motif discovery coupled with an e-value to determine motif enrichment and significance [90]. Nearby TF motifs to QKI5 motif (TGGGAYTA) was determined by SpaMo tools on MEME online suite [67] with an e-value to determine motif enrichment and significance. Motif enrichments were both based on Hoocomoco11 (http://hocomoco11.autosome.ru/) [19] core database.

#### CLIP-seq dataset analysis

The hChe-RBPs CLIP-seq datasets were processed in accordance with previous studies [79], and the eCLIP-seq data processing pipeline was available at “https://github.com/YeoLab/eclip.” The Raw reads with distinct inline barcodes were demultiplexed using in-house scripts, and the 10-mer random sequence was appended to the reads name in bam file for later usage. Low-quality reads and adapter sequence were trimmed by cutadapt [91]. Repetitive reads were removed by aligning reads with human repetitive element sequence on RepBase database (https://www.girinst.org/) by STAR. Cleaned reads were mapped to Homo sapiens genome (Ensembl GRCh38.p5) by STAR [92]. PCR duplicate reads were removed by in-house script based on sharing identical random sequence. Two biological replicates were merged by SAMtools “merge” for following analysis. The CLIP-seq data processing statistics are listed in Additional file 10: Table S9. Peak calling and downstream data analysis were performed using clipper [93] software. Peak normalization was performed by “Peak_input_normalization_wrapper.pl” tools, available at “https://github.com/YeoLab/eclip.” The CLIP-seq peaks were filtered by *P* value < 10e−3 and fold change > 4.

Enrichment of hChe-RBP’s RNA binding sites on the human genomic region was calculated by R package (ChIPseeker) [94]. The repeatability between two biological replicates was evaluated by Pearson correlation coefficient with read coverages for genomic regions per 1000 bp, which were generated from Deeptools “multiBamSummary” [95].

The gene type classification was based on the Vega website (http://vega.archive.ensembl.org/info/about/gene_and_transcript_types.html) and previous study (Additional file 2: Table S1) [7]. The relative distance between ChIP-seq peaks and neighboring CLIP-seq peaks was determined by BedTools “closest.” MEME-ChIP tools on MEME online suite (http://meme-suite.org/) was used for hChe-RBPs RNA-binding motif discovery coupled with an e-value to determine motif enrichment and significance with standard RNA alphabet [90]. The list of house-keeping genes and cell-type-specific genes in THP-1 cells were referred to the Human Protein Atlas database (https://www.proteinatlas.org/). House-keeping genes are expressed in all 69 cell lines used in the Cell Atlas. The THP-1 cell-specific genes were included in the enriched genes, group enriched genes, and enhanced genes categories of the THP-1 cell line.

#### RNA-seq dataset analysis

RNA-seq reads were aligned to Homo sapiens genome (Ensembl GRCh38.p5) using Tophat2 [96] PE mode with the default parameters, and uniquely mapped reads were retained for further analysis filtered by SAMtools. HTSeq-counts [97] were used for calculating gene counts, and then normalized for transcript per million (TPM) using in-house scripts. Differential gene expression analysis was conducted using DESeq2 [98] with the *P* value < 0.05 and |log2(fold change)| > log2 (1.5) in Fig. 4, and *P* value < 0.05 and |log2(fold change)| > log2 (1.2) in Fig. 2.

#### Gene ontology functional enrichment analysis

Gene ontology functional enrichment analysis was performed by R package (clusterProfiler) [99], and we mainly focused on “biological process.” Terms with *P* value < 0.05 were considered to be enriched.

#### Reference datasets

The RBP dataset was supported by RBPDB (http://rbpdb.ccbr.utoronto.ca/) [17] and ATtRACT (http://attract.cnic.es) [16]. The TF dataset was collected in JASPAR (http://jaspar.genereg.net/) [18] and TFs with ChIP-seq datasets supported in Hoocomoco11 (http://hocomoco11.autosome.ru/) [19] full database. Furthermore, the gene names and Ensembl IDs in these databases have been corrected manually. The hematopoiesis-related proteins were collected from the Gene Ontology database (http://geneontology.org/) [22], with the following keywords: hemopoiesis; hematopoietic; erythrocyte; megakaryocyte; monocyte; neutrophils; lymphocyte; myeloid. This term was also supplemented by nearly 10 years of research on PubMed [9, 23–48] related to hematopoietic processes.

## Statistical analysis

Data were presented as the mean ± SD with the error bar. For qPCR, dual-luciferase assays, and FACS results, statistical analyses were performed using double-tailed Student’s *t* test at a confidence interval of 95%.

In Fig. 2j, Fig. 5e, Additional file 1: Figure S5b and Figure S6f, double-tailed Fisher’s exact tests were performed to calculate *P* values at a confidence interval of 95%. In Fig. 5a, single-tailed Fisher’s exact tests were performed to calculate *P* values. In Fig. 4c, d, Additional file 1: Figure S1b and Figure S2c and Figure S6e, Pearson correlation coefficient was used to estimate the repeatability between the samples or replicates. Jaccard index was used to assess similarity of occupied genes between ChIP-seq and CLIP-seq datasets. Whenever asterisks are used to indicate statistical significance, *stands for *P* < 0.05; **P < 0.01, ***P < 0.001, and ****P < 0.0001. The n.a. represents “not available,” and ns represents “non-significant.” All statistical analyses were done in R and Prism.

## Supplementary Information

**Additional file 1: Figure S1**-**S7** and raw blot images in Figures and Supplementary Figures

**Additional file 2: Table S1** RBP&TFs library and hematopoiesis-related RBPs

**Additional file 3: Table S2** Sub-nuclear distribution of RBPs and TFs in 3 cell lines (THP-1, K562, 293T)

**Additional file 4: Table S3** Characteristics of common CPE enriched protein in 3 cell lines (THP-1, K562, 293T)

**Additional file 5: Table S4** RBP transcriptionally regulated genes and GO functional annotation

**Additional file 6: Table S5** DEGs results and GO term of PMA, QKI5, QKI5 M1 RNA-seq

**Additional file 7: Table S6** QKI5 transcriptionally regulated genes

**Additional file 8: Table S7** QKI5 motif nearby TF motif and QKI5 co-IP mass spectrometry (MS) data

**Additional file 9: Table S8** Primers and oligos, antibodies and reagents used in this study

**Additional file 10: Table S9** Sequencing datasets

**Additional file 11.** Review history

## Data Availability

The ChIP-seq datasets of histone modifications and Pol II were taken from NCBI BioProject ID: PRJNA510375(H3K27ac ChIP-seq datasets) [100], PRJNA295216(H3K4me3 ChIP-seq datasets) [101], PRJNA63443 (H3K27me3, H3K79me2, H3K36me3 ChIP-seq datasets) [102], PRJNA382164(Pol II ChIP-seq datasets) [103]. The expression profiling after QKI5 knockdown in THP-1 cells from GSE74887 [10]. Raw sequencing and processed datasets have been deposited in the Gene Expression Omnibus (GEO) with the accession number GSE161943 [104]. Details of these data sources are listed in Additional file 10: Table S9. Additional file 3 and Additional file 8 contain MS data on all peptides and proteins identified in this study. The mass spectrometry datasets of RBPs screening in THP-1, 293T, and K562 cells were available at PRIDE website with identifiers PXD028787 [105], PXD028660 [106], and PXD028668 [107]. The mass spectrometry (MS) datasets of QKI5 co-immunoprecipitation samples in THP-1 cells were available at PRIDE website with identifiers PXD028743 [108]. Details of these data sources are listed in Additional file 10: Table S9.

# Supplementary material for: A global screening identifies chromatin-enriched RNA-binding proteins and the transcriptional regulatory activity of QKI5 during monocytic differentiation
**Source:** Genome Biol. 2021 Oct 14;22:290. doi: 10.1186/s13059-021-02508-7

Additional file 1: Supplementary Figures

Figure S1

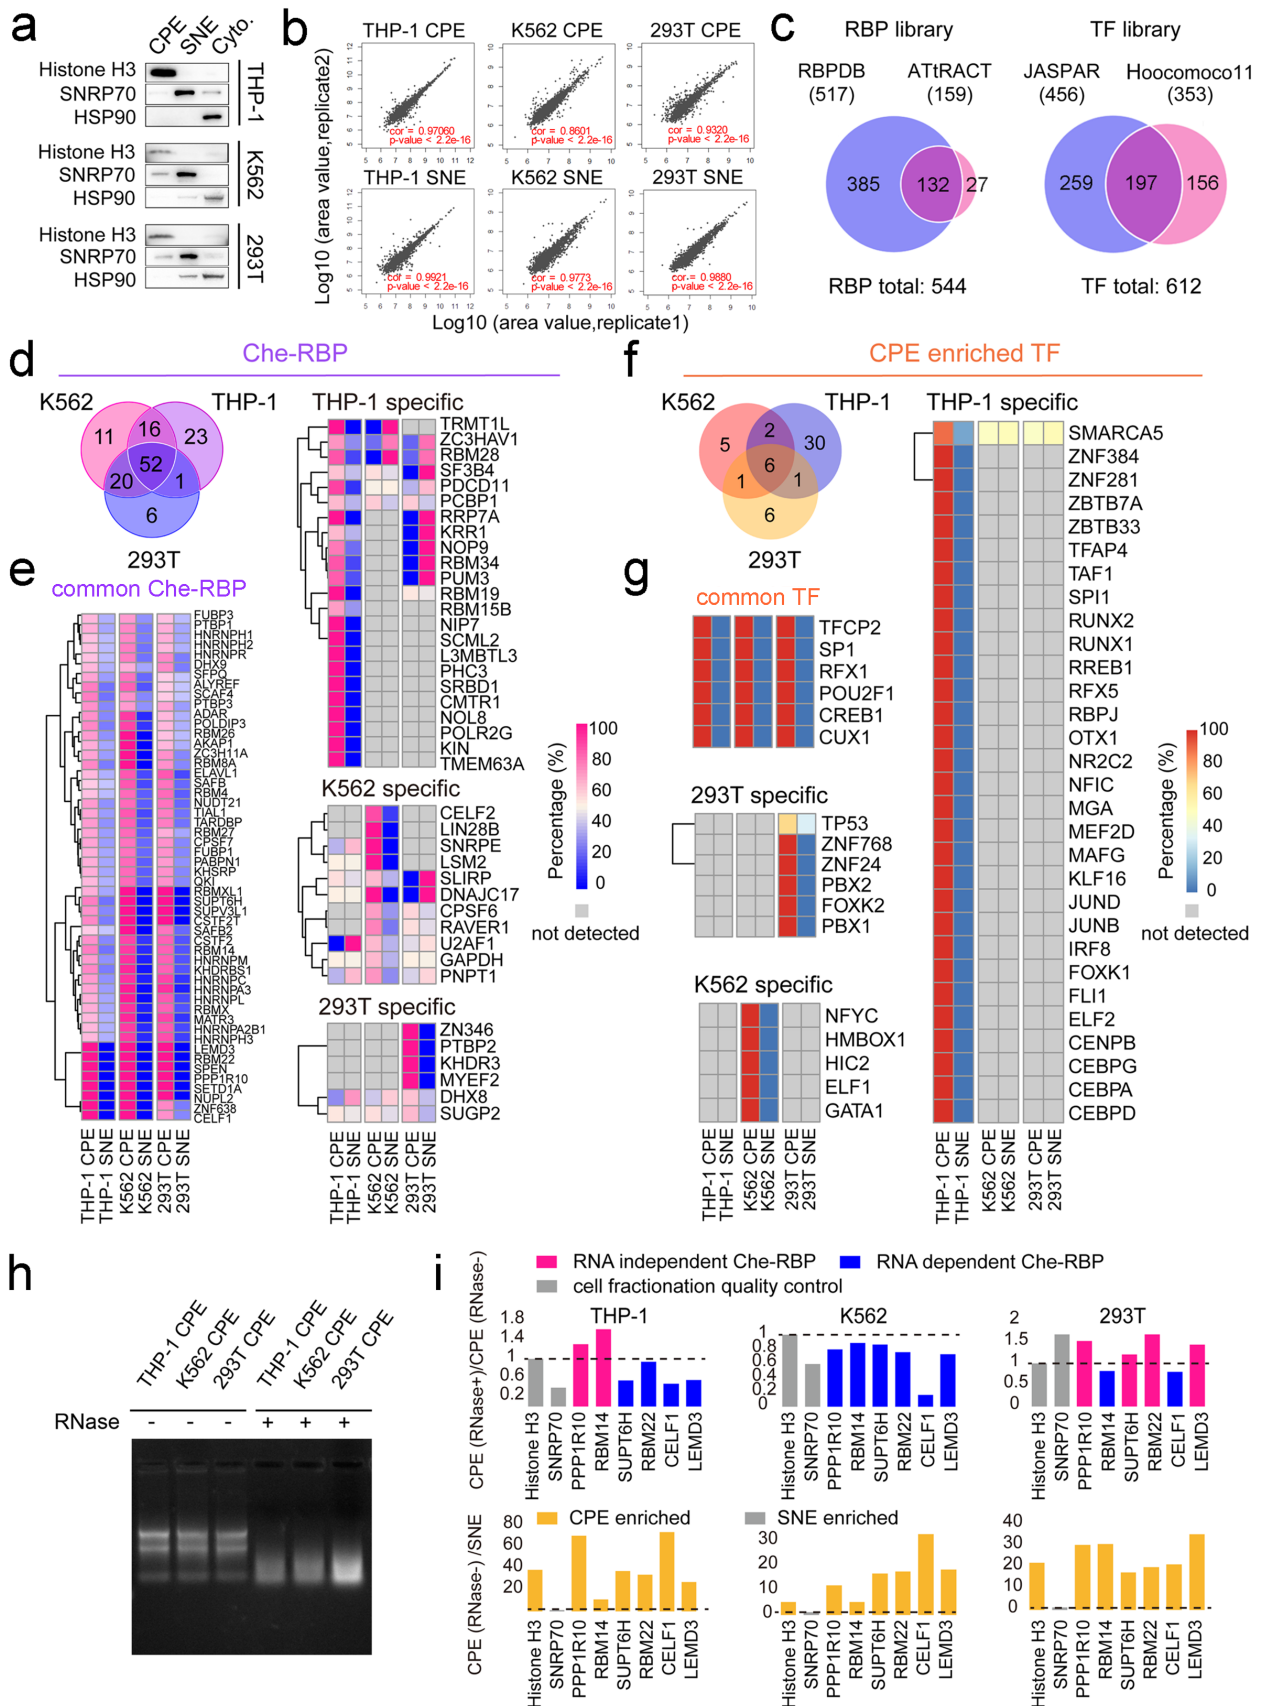

Figure S1. MS data analysis of nuclear RBPs in THP-1, K562 and 293T cells. **a** Validation of sub-nuclear fractionation Western blot, where Histone H3, SNRP70 and HSP90 act as positive controls for CPE fraction, SNE fraction and cytoplasm fraction, respectively. **b** Repeatability test of MS results. Pearson correlation coefficient was used to evaluate the repeatability of two biology replicates in CPE and SNE MS data. **c** Construction of the RBP (left) and TF (right) libraries from their respective databases. **d** Venn diagram showing the overlap of chromatin-enriched RBPs among K562, THP-1 and 293T cells. **e** Heatmap showing the shared (left panel) and specific (specifically expressed and/or specifically distributed) Che-RBPs (right panel) among the 3 cell lines. The color gradient indicates the percentage of protein abundance in CPE or SNE fractions of each cell line. Grey represents not detected. **f** Venn diagram showing the overlap of TFs expressed among the 3 cell lines. **g** Heatmap showing the shared and specific (specifically expressed or/and specifically distributing) TFs among the 3 cell lines. The color gradient indicates the percentage of protein abundance in CPE or SNE fractions of each cell line. Grey represents not detected. **h** Efficiency test for RNase treatment in sub-nuclear fractionation assay. CPE fractions from 3 cell lines were extracted and subjected to RNase A treatment for 5min at 4°C, when RNase-free samples were treated in the same condition without RNase. The agarose gel picture shows the efficiency of digestion. **i** Comparison of protein level quantified by analysis of immuno-blot results in Figure 1h. RNA-dependency of Che-RBPs' deposition on chromatin was calculated as the ratio of $\frac{\text{Protein CPE (RNase+)}/\text{Protein CPE (RNase-)}}{\text{Histone H3 CPE (RNase+)}/\text{Histone H3 CPE (RNase-)}}$. RNA-independent Che-RBPs are indicated by pink bars with $\frac{\text{Protein CPE (RNase+)}/\text{Protein CPE (RNase-)}}{\text{Histone H3 CPE (RNase+)}/\text{Histone H3 CPE (RNase-)}} > 1$. RNA-dependent Che-RBPs are indicated by blue bars with $\frac{\text{Protein CPE (RNase+)}/\text{Protein CPE (RNase-)}}{\text{Histone H3 CPE (RNase+)}/\text{Histone H3 CPE (RNase-)}} < 1$ (upper panel). Sub-nuclear localization of Che-RBPs was determined by $\frac{\text{Protein CPE (RNase-)}}{\text{Protein SNE}} > 1$ (lower panel).

Figure S2. Large-scale sequencing of Che-RBPs. **a** Comparison of protein level quantified by quantitative analysis of immuno-blot results in Fig. 2b. RNA-dependency of Che-RBPs' deposition on chromatin was calculated as the ratio of $\frac{\text{Protein CPE (RNase+)}/\text{Protein CPE (RNase-)}}{\text{Histone H3 CPE (RNase+)}/\text{Histone H3 CPE(RNase-)}}$. RNA-independent Che-RBPs are indicated by pink bars with $\frac{\text{Protein CPE (RNase+)}/\text{Protein CPE (RNase-)}}{\text{Histone H3 CPE (RNase+)}/\text{Histone H3 CPE(RNase-)}} > 1$. RNA-dependent Che-RBPs are indicated by blue

bars with $\frac{\text{Protein CPE (RNase+)}/\text{Protein CPE (RNase-)}}{\text{Histone H3 CPE (RNase+)}/\text{Histone H3 CPE (RNase-)}} < 1$ (upper panel). Sub-nuclear localization of Che-RBPs was determined by $\frac{\text{Protein CPE (RNase-)}}{\text{Protein SNE}} > 1$ (lower panel). **b** Immuno-blots of hChe-RBPs immunoprecipitated using indicated antibodies. IgG was used as negative control of immunoprecipitation assay. **c** Repeatability test of ChIP-seq (left panel) and CLIP-seq (right panel) assays. Pearson correlation coefficient was used to evaluate the repeatability of two biology replicates in ChIP-seq and CLIP-seq datasets. **d** CLIP motif prediction of indicated hChe-RBPs by MEME. The table below shows the reported CLIP motifs of the hChe-RBPs compared with motifs generated from our CLIP datasets. **e** hChe-RBPs' enrichment on different gene types calculated by log2 FC (IP vs. Input) of ChIP-seq (left panel) and CLIP-seq (right panel) peaks. (FC: fold change). **f** hChe-RBPs' occupation frequencies on DNA or RNA transcripts of house-keeping (HK) genes and cell-type specific (SP) genes in THP-1 cells. Blue bars represent ChIP-seq results and pink bars indicate CLIP-seq results. **g** Diagram of the distribution of the indicated histone modifications in different chromatin states/regions. **h** Immuno-blot of indicated hChe-RBP expression level upon shCtrl or specific shRNA treatment. Quantitative analysis of each Che-RBP's level from immune blots is shown below. Error bars indicate standard deviations around the mean of three experimental replicates. Asterisks indicate a significant difference between the specified samples (**P-value<0.001, ****P-value<0.0001, t test).

Figure S3

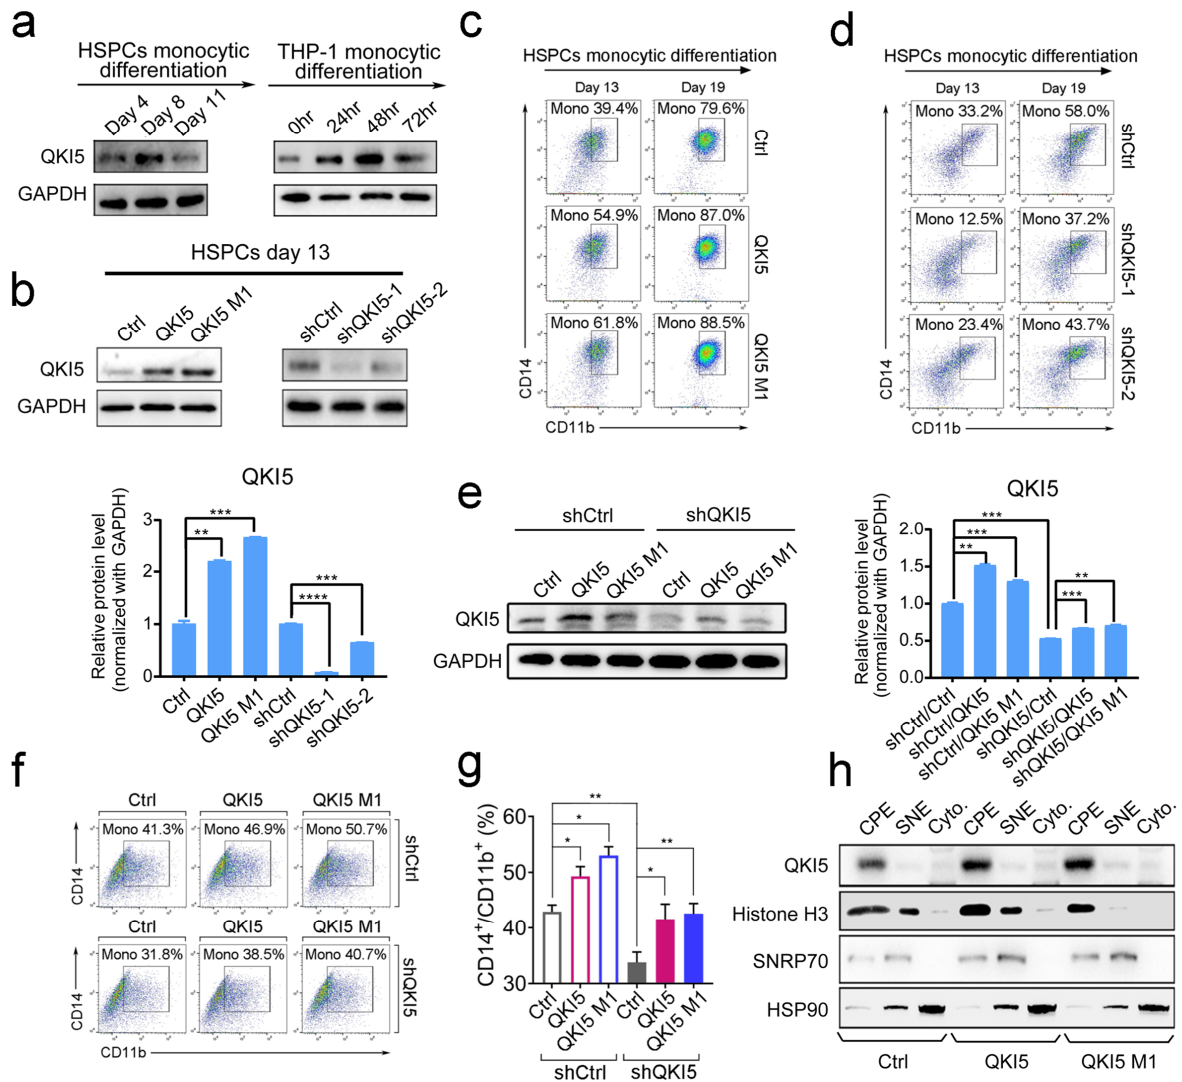

Figure S3. QKI5 promotes monocyctic differentiation in both HSPCs and THP-1 cells. **a** Detection of QKI5 protein during monocyctic differentiation in HSPCs (left panel) and THP-1 cells (right panel). **b** Immuno-blot detection of QKI5 in Ctrl- or QKI5/QKI5 M1-overexpressing and knockdown HSPCs with quantitative analysis below. Error bars indicate standard deviations around the mean of three experimental replicates. Asterisks indicate a significant difference between the specified samples (** P -value<0.01, *** P -value<0.001, **** P -value<0.0001, t test). **c** Percentage of CD14⁺/CD11b⁺ cells among HSPCs within Ctrl- or QKI5/QKI5 M1-overexpressing population during monocyctic differentiation, detected by flow cytometry. **d** Percentage of CD14⁺/CD11b⁺ cells among HSPCs within shCtrl- or shQKI5-treated population during monocyctic differentiation, detected by flow cytometry. **e-g** QKI5 rescue assay in THP-1 cells during monocyctic differentiation. **e** Immuno-blot of QKI5 levels in the rescue assay with quantitative analysis shown on the right. Error bars indicate standard deviations around the mean of three experimental replicates. Asterisks indicate a significant difference between the specified samples (** P -value<0.01, *** P -value<0.001, t test). **f** Percentage of CD14⁺/CD11b⁺ cells

among THP-1 cells within shCtrl- or shQKI5-treated population, followed by Ctrl or QKI5/QKI5 M1 overexpression and subsequent PMA induction for 48hr, detected by flow cytometry. **g** Average percentage of CD14⁺/CD11b⁺ in cells from (f), error bars indicate standard deviations around the mean of three biological replicates. Asterisks indicate significant differences between the specified samples (*P-value < 0.05, **P-value<0.01, t test). **h** Validation of the sub-cellular fractionation detection of QKI5 in Ctrl- and QKI5/QKI5 M1-overexpressing THP-1 cells.

Figure S4

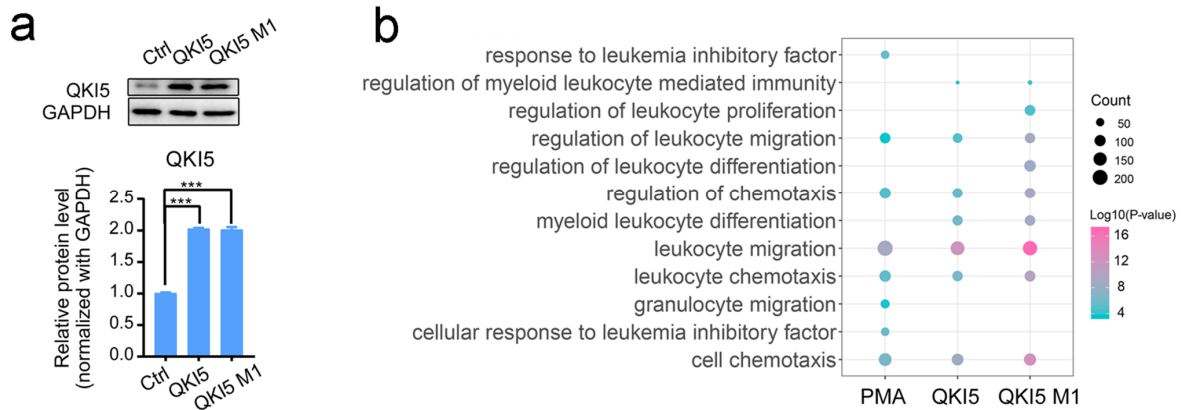

Figure S4. QKI5 influences monocytic differentiation-related gene expression. **a** Immuno-blot of QKI5 levels in Ctrl or QKI5/QKI5 M1 over-expressing THP-1 cells used for RNA-seq. Quantitative analysis is shown below. Error bars indicate standard deviations around the mean of three experimental replicates. Asterisks indicate a significant difference between the specified samples (*** P -value<0.001, t test). **b** GO functional enrichment analysis of QKI5, QKI5 M1-activated genes and PMA-activated genes. The color and size of the bubble indicate the log₁₀ (P -value) and gene counts of the GO term, respectively.

Figure S5

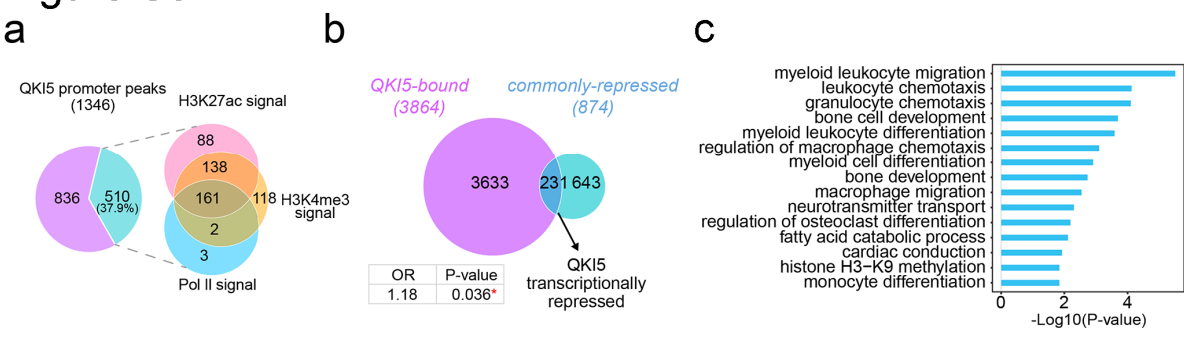

Figure S5. QKI5 preferentially binds to activated gene promoters. **a** Pie chart showing the number of QKI5 ChIP-seq peaks on promoter regions with/without H3K4me3/H3K27ac/Pol II ChIP-seq peaks. And the intersection of ChIP-seq peaks of H3K27ac, H3K4me3 and Pol II on QKI5 promoter peaks region is listed on right Venn diagram. **b** Venn diagram showing the intersection of QKI5-bound genes and QKI5/QKI5 M1/PMA commonly-repressed genes, *P*-value was calculated by double-tailed Fisher' exact test (*P-value < 0.05). **c** GO functional enrichment analysis of the intersection of genes generated by QKI5 ChIP-targets genes and QKI5 commonly-activated genes.

Figure S6

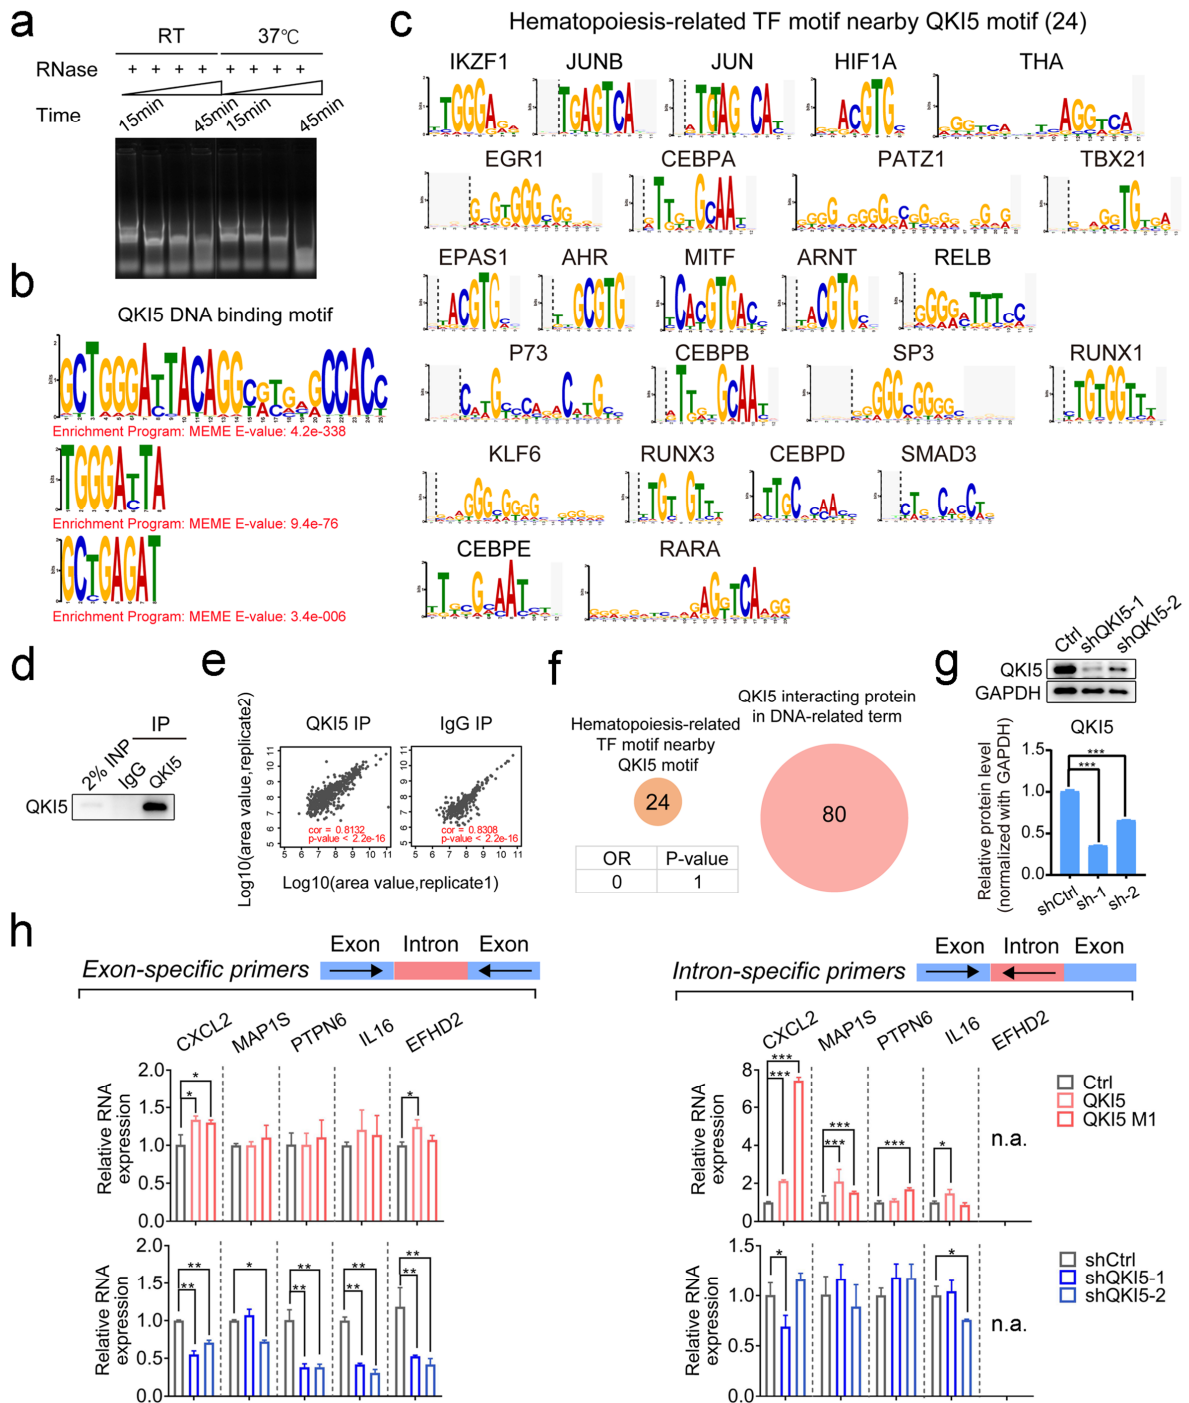

Figure S6. QKI5 associates directly with chromatin. **a** Efficiency test for RNase treatment in ChIP-qPCR assay. THP-1 cells were permeabilized and subjected to RNase A treatment for up to 45 minutes at room temperature or 37°C. The agarose gel picture shows the varying degrees of digestion. **b** QKI5 DNA binding motif predicted by the MEME online suite. **c** 24 hematopoietic-related TF motifs nearby the QKI5 motif predicted by SpaMo. **d** Immuno-blot of QKI5 immunoprecipitated by

QKI5 or IgG antibody as used for MS analysis. **e** Repeatability test of QKI5 co-immunoprecipitation (QKI co-IP) MS results. Pearson correlation coefficient was used to evaluate the repeatability of two biology replicates in QKI5 co-IP and IgG co-IP data. **f** Venn diagram showing the overlap between TFs in Figure 6c and proteins interacting with QKI5 in DNA-related terms identified by co-IP MS analysis. **g** Immuno-blot of QKI5 level in shCtrl-, shQKI5-1/ shQKI5-2-treated THP-1 cells used in the nuclear run-on assay. Quantitative analysis is shown below. Error bars indicate standard deviations around the mean of three experimental replicates. Asterisks indicate a significant difference between the specified samples ($***P\text{-value}<0.001$, t test). **h** RT-qPCR validation of expression of selected target genes using exon-specific (left panel) and intron-specific (right panel) primers, respectively. qPCR was performed in Ctrl or QKI5/QKI5 M1-overexpressing (upper panel) and shCtrl- or shQKI5-treated (lower panel) THP-1 cells (without PMA induction). Error bars indicate standard deviations around the mean of three biological replicates. Asterisks indicated significant differences between the specified samples ($*P\text{-value} < 0.05$, $**P\text{-value}<0.01$, $***P\text{-value}<0.001$, n.a. represents not available, t test).

Figure S7

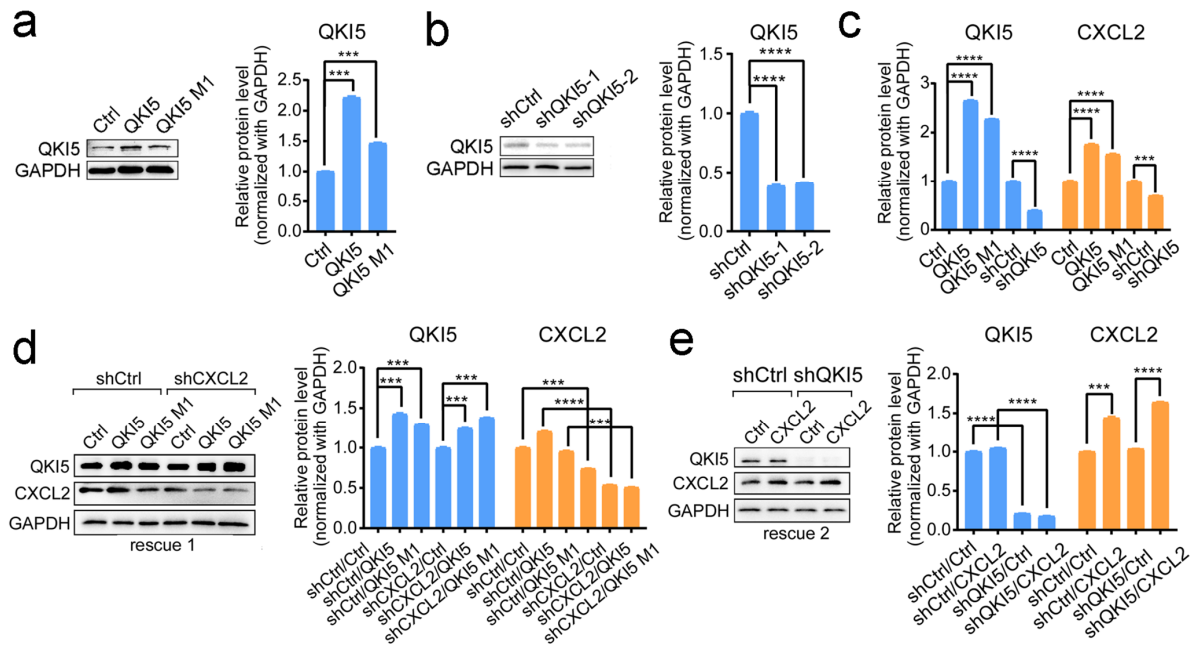

Figure S7. The level of QKI5 and CXCL2 in rescue assays. **a** Immuno-blot of QKI5 protein levels in Ctrl and QKI5/QKI5 M1 over-expressing 293T cells used in the dual luciferase assay. Quantitative analysis is shown on the right. **b** Immuno-blot of QKI5 protein levels in shCtrl-, shQKI5-1/shQKI5-2-treated 293T cells used in the dual luciferase assay. Quantitative analysis is shown on the right. **c** Quantitative analysis for corresponding immuno-blot in Fig. 7d. **d** Immuno-blot of CXCL2 and QKI5 protein expression in rescue 1. Quantitative analysis is shown on the right. **e** Immuno-blot of CXCL2 and QKI5 protein expression in rescue 2. Quantitative analysis is shown on the right. Error bars indicate standard deviations around the mean of three experimental replicates. Asterisks indicate a significant difference between the specified samples (** P -value<0.001, **** P -value<0.0001, t test).

Raw blots images in Figures

Fig. 1h

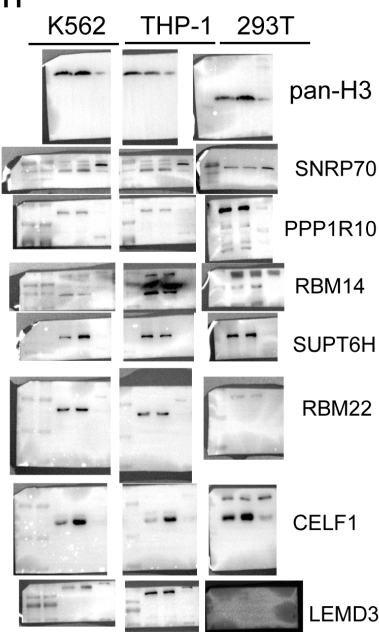

Fig. 2b

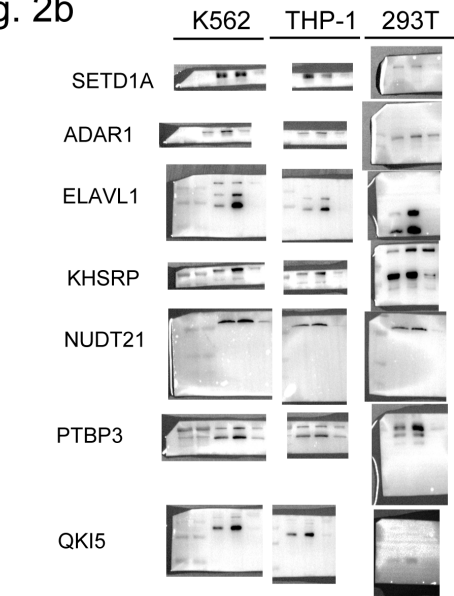

Fig. 7d

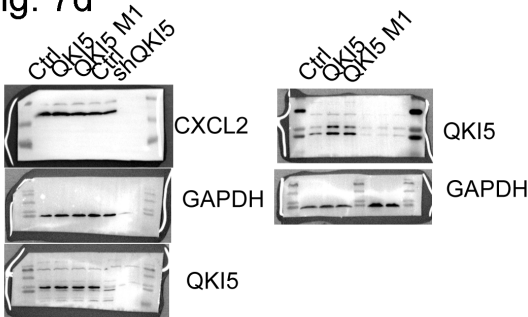

Raw blots images in Supplementary Figures

Fig. S1a

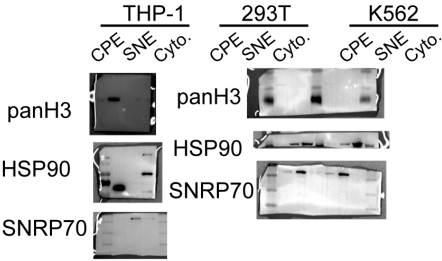

Fig. S2b

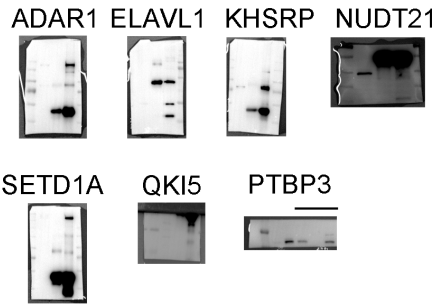

Fig. S2h

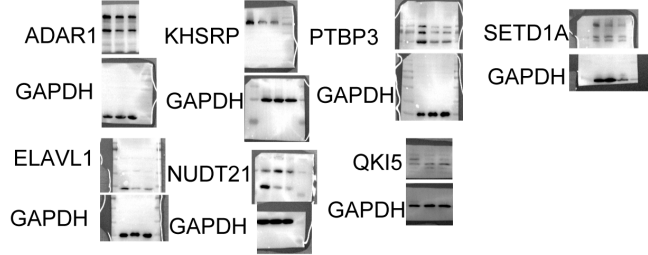

Fig. S3a

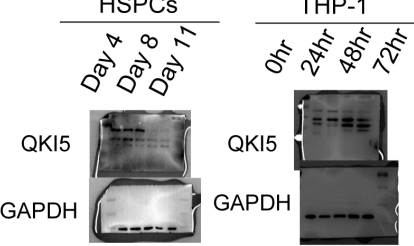

Fig. S3b

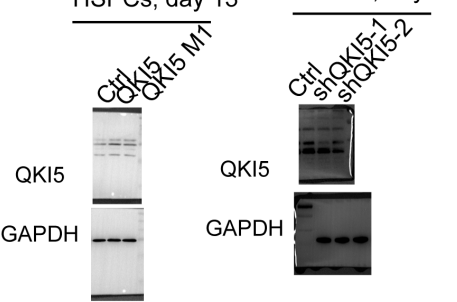

Fig. S3e

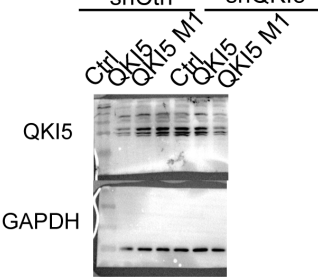

Fig. S3h

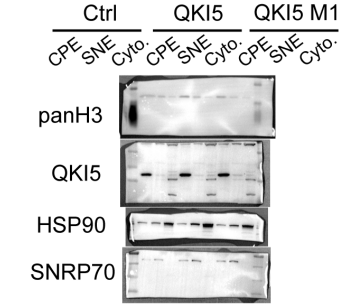

Fig. S4a

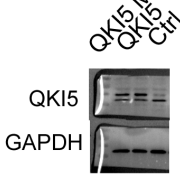

Fig. S6d

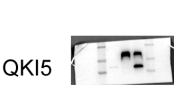

Fig. S6g

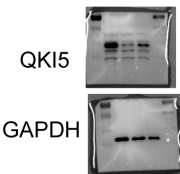

Fig. S7d

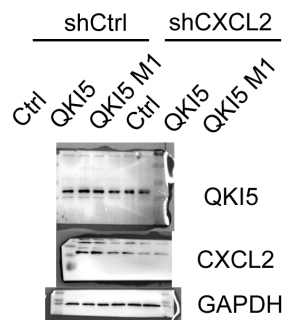

Fig. S7e

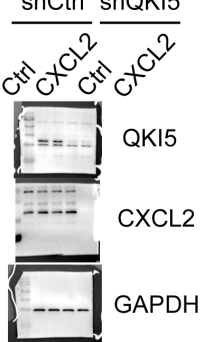

Fig. S7a

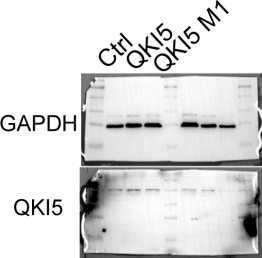

Fig. S7b

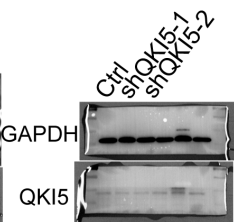

**Supplement:** Supplementary file 1 — Additional file 1: Figure S1-S7 and raw blot images in Figures and Supplementary Figures

How the deposited data were processed for this re-analysis (not part of the article)

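RNA-seq. The deposited RNA-seq files hold a count per Ensembl gene for each library. The authors mapped 150 bp paired-end reads to GRCh38.p5 with TopHat2 and counted them with HTSeq. The versions of these tools are not given in the paper or in the labels. The files hold 60675 gene IDs, of which 4117 have no symbol in GENCODE 44 and carry 0.167% of the counts. HTSeq's summary lines hold 21.28% to 25.09% of the counts in the files of the knockdown experiment and were left out.

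Each comparison was fitted alone with edgeR 4.0.16 in R 4.3.3: genes with low counts removed by filterByExpr, TMM normalization, quasi-likelihood test, p adjusted by Benjamini-Hochberg over all genes tested. Replicate numbers were not used in this fit. CPM values are means over libraries, normalized within the comparison unless said otherwise. Lists of genes were tested with camera in limma 3.58.1 at a preset correlation of 0.01, and again with the correlation estimated from the data. The second test has little power with 2 libraries per group, so a list that did not pass it is not shown to be unchanged. For DNA replication genes in PMA, the estimated correlation was 0.012, near the preset, yet p from camera rose from 1.61e-23 to 0.0102. DESeq2 1.42.0 was the other tool, and DESeq2 is the one the paper names for its changed genes.

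The lists cover interferon-stimulated genes, monocyte and macrophage markers, cytokines and chemokines, migration and chemotaxis receptors, phagocytosis and the lysosome, progenitor and granule genes, mitosis, DNA replication, NF-kB targets and immediate early genes, cholesterol synthesis and export, p53 targets, the unfolded protein and integrated stress response, MHC class II, mRNA 3′ end processing, H3K4 methyltransferase complexes, the hChe-RBPs, erythroid, lymphoid, epithelial and fibroblast markers, housekeeping genes, and the genes the paper names. These lists, the comparisons and most alternatives were set before the deposited data were examined. The values in the paper's Tables S4 to S6, which come from these libraries, had been seen by then, so the lists are not blind to the results. Named genes are those the paper names, the targets, the genes past the threshold with the largest fold in each direction among those at a mean of 10 CPM or more (5 each way for overexpression and PMA, 3 each way for the knockdowns), and the list genes that changed most.

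Peaks. The deposited ChIP-seq lists give positions and a constant 1 as score. The authors removed reads with low mapping quality, merged the replicates of each protein and called peaks with HOMER against the input. The deposited CLIP-seq lists give the log2 fold of each peak over input and its −log10 p, as the authors computed them, with peaks kept above a fixed fold and p. The ADAR CLIP-seq list has positions only. Peaks were annotated and compared with bedtools 2.31.1, pysam 0.24.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and plots drawn with matplotlib 3.10.9. Where a peak centre falls in several features, the promoter comes first, then the termination site, exon and intron. CLIP-seq peaks were annotated on their own strand where the list gives one. Odds ratios compare genes with a ChIP-seq peak and changed genes among the tested genes, or among all protein-coding genes for the commonly activated and repressed genes.

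Alternatives tried were DESeq2, RLE normalization, no filter on counts, all libraries in 1 fit, the replicate number as a term, each hairpin alone, other thresholds, other gene sets, other definitions of a bound gene, of a promoter and of an overlap, the higher-scoring part of the CLIP-seq lists, and each library left out. Not analysed were the histone and Pol II ChIP-seq, the QKI5 knockdown array, the protein atlas lists and gene ontology terms, for which no mapped file is at hand.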

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

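The tests of mixed cells, of the knockdowns and of an erythroid-like line were chosen only after the result was seen.

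Erythroid markers had a median of 46.6 CPM in the shCtrl libraries and 39.8 in the knockdown libraries, against 0 in Ctrl of the overexpression experiment, a signal in genes the paper does not discuss. GATA1, KLF1, TAL1, GYPA and HBE1 were all above 10 CPM in 30 of the 30 libraries, so cells of another, erythroid-like line such as K562, which the paper also grew, stay open as a candidate explanation. A share of erythroid cells mixed into THP-1 cells is argued against by 21 monocyte and progenitor genes abundant in Ctrl, whose median ratio of shCtrl to Ctrl was 0.00496 (0 to 3.88). An effect of the knockdowns is argued against by a median log2 fold change of −0.05 over 71 values of these markers (−1.70 to 0.44). Epithelial and 293T-like markers were also higher (31.5 CPM in shCtrl and 28.9 in the knockdowns, against 0.298 in Ctrl), which the erythroid tests do not address, and although the labels give THP-1 for both experiments, counts per gene cannot settle which line was grown.

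QKI5 and QKI5 M1 moved the same genes against Ctrl although the rise of the QKI count in QKI5 was small and did not pass (log2 fold change 0.15, adjusted p = 0.074 from edgeR), and interferon-stimulated genes, which the paper does not discuss, rose with a median log2 fold change of 3.24 in QKI5, 3.82 in QKI5 M1 and 4.44 in PMA. Chance values of the shared Ctrl libraries are argued against as the whole source, since the covariance of the 2 sets of fold changes was 35.3 times that of simulated unchanged groups, although part of the shared excess may come from the 2 Ctrl libraries. An interferon response in the transduced cells that Ctrl lacked stays open, with 3.24 as the lower of the 2 medians, and it is in doubt whether Ctrl was transduced, since the paper calls it wild-type and the labels empty vector, while PMA cells, where the rise was largest, are not labelled as carrying a vector. That reads of the added open reading frame are diluted in the count also stays open, since the frame makes up 0.07 of the exonic length of QKI, and the paper's immunoblot of these cells (Figure S4a) reports higher QKI5 protein. An effect of QKI5 on transcription, as the paper proposes, stays open as well and was not tested apart from these.

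The motif TGGGAYTA lay in 38.8% of ADAR ChIP-seq peaks and in 38.12% of KHSRP peaks, which the paper does not discuss, and in 12.82% of QKI5 peaks. The QKI5 share is no excess, since windows 2 kb away held the motif more often (14.43%). Sites in Alu repeats stay open as a candidate explanation for the QKI5 share, since 64.67% of its motif sites read on as the Alu sequence. In the windows 66.80% did. A signal of ChIP-seq in general stays open too, since 12.39% of IgG peaks held the motif (odds ratio of QKI5 over IgG 1.040, Fisher's exact test, p = 0.296). Yet IgG peaks also held it less often than their own nearby windows (14.64%), so neither list shows a signal above nearby DNA. ADAR and KHSRP peaks were not tested for the cause of their larger shares.

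Some results differed between groups under the same contrast. Between QKI5 and QKI5 M1, 3811 genes differed at an adjusted p under 0.05 from edgeR. Between the 2 hairpins of a target, 10 genes differed for ADAR, 67 for PTBP3, 433 for KHSRP, 12 for ELAVL1, 7987 for NUDT21 and 154 for SETD1A. Except for NUDT21, these counts depend strongly on which libraries are kept. Same-numbered libraries of the 2 hairpins correlated at 0.293 for ADAR, 0.285 for ELAVL1, 0.222 for PTBP3 and 0.165 for SETD1A, and with the replicate block 1327, 1056, 440 and 1132 genes differed.

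A library lay far from the other 3 of its target for 2 genes. KCNE3, a potassium channel subunit, had 15.1 CPM in shKHSRP-2 replicate 1, and the lncRNA LINC00200 had 3.49 CPM in shNUDT21-1 replicate 2. Chance alone gives 2.6 such cases in the 52 groups of 4 libraries tested, where 2 were found.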

How the results depend on the processing

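The alternatives with a fold above 1.5 between QKI5 and QKI5 M1, with touching CLIP-seq segments joined, with gene length and expression as terms, with peaks that overlap an IgG peak removed, and over the genes called alike were chosen only after seeing the data. Under the alternatives other than leaving out a library, 232 values of the results stayed, 72 moved, 26 lost and 8 gained a call, and 8 reversed. A count stayed if within 1.5-fold, a share if inside its interval, a mean if equal, and a correlation if within 1 SD of the leave-one-out values. An odds ratio stayed if it kept its direction and its side of the threshold. With 1 library left out, 177 stayed, 52 moved, 8 lost and 3 gained a call. Some of these settings cannot change a value, such as leaving out a PMA library for QKI5 with QKI5 M1. Of 2068 values of 209 genes named per comparison, 1920 kept their call, 136 lost it, 11 gained one and 1 reversed. For what moved, the cause was not tested, except where fewer libraries or genes make the setting.

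With all libraries in 1 fit, 2833 genes were lower in QKI5 and 2784 in QKI5 M1. Between QKI5 and QKI5 M1 this fit with edgeR called 0 genes (1051 at an unadjusted p under 0.05), against 3811 alone and 1984 with DESeq2. It called 54 genes for ADAR and 58 for PTBP3 and gave correlations of fold changes of 0.926 between QKI5 and QKI5 M1, 0.437 between QKI5 and PMA and 0.473 between QKI5 M1 and PMA. In this fit QKI5 and QKI5 M1 share their dispersion estimates with the PMA libraries, whose replicates lie furthest apart.

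With DESeq2, 86 genes changed after knockdown of ADAR, 108 of ELAVL1 and 84 of SETD1A, and between the hairpins 28 (ADAR), 226 (KHSRP), 24 (ELAVL1) and 87 (SETD1A). Its correlations were 0.832, 0.497 and 0.514. Its odds ratios reversed for KHSRP (1.498; Fisher's exact test, p = 8.92e-06), for SETD1A (1.476, p = 1.8e-06) and for IgG against the KHSRP genes (1.255, p = 0.0387). NUDT21 gained a call at 1.486 and IgG against its genes at 1.375. Calls were lost for ELAVL1 (0.872) and for IgG against the genes of PTBP3 (0.804), ELAVL1 (0.774) and SETD1A (0.964).

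Without a filter on counts, 1305 genes differed between QKI5 and QKI5 M1, and 197 changed for ADAR, 226 for PTBP3, 718 for KHSRP, 190 for ELAVL1 and 211 for SETD1A. Between hairpins 164 (ADAR), 8 (PTBP3), 63 (ELAVL1) and 284 (SETD1A) differed. The correlation was 0.816 for QKI5 with QKI5 M1 and 0.537 for QKI5 M1 with PMA. The odds ratio of SETD1A reversed (1.001). It gained a call for NUDT21 (1.394) and IgG against its genes (1.334), and lost one for ELAVL1 (0.85) and for IgG against PTBP3 (0.816), ELAVL1 (0.857) and SETD1A (0.836).

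With the replicate block, 112 genes changed for ADAR, 272 for KHSRP, 94 for ELAVL1, 1264 for NUDT21 and 32 for SETD1A, and 1327 (ADAR), 440 (PTBP3), 654 (KHSRP), 1056 (ELAVL1) and 1132 (SETD1A) differed between hairpins. IgG lost its call against the ELAVL1 genes (0.796) and the SETD1A genes (0.803). Whether libraries of 1 number were handled together is unknown; over 11790 genes their residuals correlated at −0.09 to 0.293.

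With hairpin 1 only, 56 genes changed for ADAR, 143 for PTBP3, 1055 for KHSRP, 78 for ELAVL1, 7664 for NUDT21 and 365 for SETD1A, and IgG lost its call against the ELAVL1 genes (0.822) and the SETD1A genes (0.959). With hairpin 2 only, 166 changed for PTBP3, 1413 for KHSRP and 8321 for NUDT21. Calls were gained for KHSRP (0.86), NUDT21 (1.194) and IgG against its genes (1.164), and lost for IgG against PTBP3 (0.867) and SETD1A (0.842).

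With a fold above 1.5 as well, 592 genes differed between QKI5 and QKI5 M1. With RLE normalization IgG lost its call against the ELAVL1 genes (0.794). At an adjusted p under 0.05 without a fold, IgG reversed against the ELAVL1 genes (1.35), and calls were lost for ELAVL1 (0.686), SETD1A (0.851) and IgG against PTBP3 (0.858) and SETD1A (0.512), with fewer changed genes to compare.

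With gene length and expression as terms, QKI5 reversed against the commonly repressed genes (0.952), as did IgG against the ELAVL1 genes (1.021) and the SETD1A genes (1.134). IgG gained a call against the ADAR genes (1.289) and lost one against PTBP3 (0.893), and ELAVL1 (0.955) and SETD1A (0.937) lost theirs. Against tested coding genes, QKI5 and the commonly repressed genes gave 1.127 (no call). With peaks anywhere in the gene or 1 kb upstream, IgG lost its call against SETD1A (0.811) and the mean Jaccard index was 0.0935. Among coding genes IgG lost its calls against ELAVL1 (0.856) and SETD1A (0.968).

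Over called genes the correlations were 0.976 (0.983 with DESeq2), 0.864 and 0.873. Over the genes called alike in QKI5 and QKI5 M1 and called in PMA they were 0.734 and 0.747 with edgeR, and 0.755 and 0.769 with DESeq2. Of ChIP-seq peaks, 0.097% overlapped the higher-scoring part of the CLIP-seq list and 0.023% were covered to 50% or more, and of CLIP-seq peaks 0.291% overlapped a ChIP-seq peak. The Jaccard index in the higher-scoring part was 0.0731, and the exon share was 70.57% for QKI5, 98.25% for PTBP3, 15.34% for KHSRP and 27.24% for ELAVL1. The ChIP-seq lists and the ADAR CLIP-seq list hold no score, so this could not be run on them, and the means for the higher-scoring part take the ADAR list whole. Touching segments joined, CLIP-seq had 9439 peaks for ADAR, 19055 for PTBP3, 8683 for ELAVL1 and 3523 for NUDT21.

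With 1 library left out, a lone library is taken to vary like the other group. In PMA, 2364 (without Ctrl replicate 2) to 5158 (without PMA replicate 2) genes were higher and, without the same 2 libraries, 1585 and 4804 lower, with 1623 lower without Ctrl replicate 1. At the Fig. 4 thresholds 2334 to 4543 were repressed. Between QKI5 and QKI5 M1, 140 (without QKI5 replicate 2) to 2956 (without QKI5 M1 replicate 1) differed, and 838 without QKI5 replicate 1. Correlations ranged over 0.934 to 0.962, 0.49 to 0.595 and 0.526 to 0.622. CDC20, a mitotic activator, did not change in QKI5 (log2 fold change −0.01), with −0.26 without Ctrl replicate 1 and the reverse, 0.27, without Ctrl replicate 2.

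Knockdown counts ranged over 7 (without shCtrl3 replicate 2) to 37 for ADAR, with 18 without shADAR-2 replicate 2 and 23 without shADAR-1 replicate 1. They were 42 (without shCtrl3 replicate 1) to 114 for PTBP3, 34 (without shCtrl2 replicate 2) to 554 for KHSRP, with 56 without shCtrl2 replicate 1, and 10 (without shELAVL1-1 replicate 2) to 87 (without shELAVL1-2 replicate 2) for ELAVL1, with 13 without shELAVL1-2 replicate 1 and 66 without shELAVL1-1 replicate 1. They were 18 (without shCtrl1 replicate 1) to 1877 for NUDT21, with 45 without shCtrl1 replicate 2, and 21 (without shCtrl3 replicate 2) to 46 for SETD1A. For PTBP3, 58 changed without shPTBP3-1 replicate 2 or shPTBP3-2 replicate 1 and 60 without shCtrl3 replicate 2. For SETD1A, 22, 23 and 25 changed without shCtrl3 replicate 1, shSETD1A-1 replicate 1 and shSETD1A-2 replicate 2.

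Between hairpins the ranges were 21 to 156 (without shADAR-1 replicate 1) for ADAR, 0 (without shPTBP3-2 replicate 2, where edgeR had 528 at an unadjusted p under 0.05, and DESeq2 67 with every library) to 244 (without shPTBP3-1 replicate 2) for PTBP3, 160 (without shKHSRP-1 replicate 2) to 1011 (without shKHSRP-2 replicate 1) for KHSRP, 11 to 53 (without shELAVL1-1 replicate 2) for ELAVL1 and 120 to 263 (without shSETD1A-2 replicate 1) for SETD1A. Also, 21, 62 and 43 differed without shADAR-2 replicate 2, shADAR-2 replicate 1 and shADAR-1 replicate 2, 122 without shPTBP3-1 replicate 1, 164 and 719 without shKHSRP-1 replicate 1 and shKHSRP-2 replicate 2, 31 and 36 without shELAVL1-1 replicate 1 and shELAVL1-2 replicate 1, and 233 without shSETD1A-2 replicate 2. Odds ratios ranged over 0.8 (a call without shCtrl3 replicate 1) to 0.908 for ADAR, 0.865 (a call without shKHSRP-1 replicate 1) to 1.005 for KHSRP and 1.031 to 1.111 (a call without shNUDT21-2 replicate 2) for NUDT21. IgG ranged over 0.66 to 0.818 against ELAVL1 (no call without either shELAVL1-2 library) and over 0.611 to 0.869 against SETD1A, where the call held only without shCtrl3 replicate 2. QKI5 against the commonly repressed genes gave 1.105 (no call without Ctrl replicate 1) to 1.263.

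Depth and replicates limit what can be seen. In simulated data, 1.5-fold changes were recovered at 88.1% in the ADAR comparison and 2-fold changes at 31.3% in that of PMA. Of the calls in simulated data 15.7% were false in the QKI5 comparison, 15.3% in that of PMA and 5% in that of ADAR. Each simulation was a single draw that changed 200 well-counted genes, of 15272 in the QKI5 comparison, where the data gave 8866 calls. The recovery thus need not hold for genes with low counts, nor the false share for the calls reported here.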

Differences from the paper's values

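The correlations over the genes called alike in QKI5 and QKI5 M1 and called in PMA, and that over called genes with DESeq2, were chosen only after seeing the values. The paper's correlation of fold changes between QKI5 and QKI5 M1 is about 0.98 in Fig. 4c, and the value here was 0.956. Of the alternatives set before the data were examined, that over called genes no longer differed (0.976). DESeq2 (0.832), no filter (0.816) and 1 fit of all libraries (0.926) still differed, and lay further away.

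The paper's correlations with PMA are about 0.76 for QKI5 and about 0.77 for QKI5 M1 in Fig. 4d, and those here were 0.537 and 0.573. No alternative set before the data were examined reached them, the nearest being that over called genes (0.864 and 0.873). The genes called alike in QKI5 and QKI5 M1 and called in PMA, by DESeq2 (2673 genes), gave 0.755 and 0.769, and by edgeR 0.734 and 0.747. This set was chosen after seeing the values, when gene sets were being tried to come near the paper's, so the match carries little weight. DESeq2 over called genes, also chosen after seeing the values, gave 0.983 between QKI5 and QKI5 M1.

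The paper's odds ratios of ChIP-bound and changed genes are about 1.7 for KHSRP, about 1.2 for ELAVL1 and about 2.1 for SETD1A in Fig. 2j, read by eye, and those here were 0.924, 0.694 and 0.569. Both sets of ratios compare ChIP-seq labelled THP-1 with knockdown libraries that carry erythroid genes, so the cells may differ. Of the alternatives set before the data were examined, DESeq2, the tool the paper names, no longer differed by the rule of 1.5-fold for KHSRP (1.498), ELAVL1 (0.872) and SETD1A (1.476). Nor did an adjusted p without a fold for KHSRP (1.159) and no filter for ELAVL1 (0.85). The other alternatives still differed.

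The paper gives 17% for CLIP-seq peaks 5 to 10 kb from ChIP-seq peaks without naming the denominator, and the share of ChIP-seq peaks here was 1.643%. The alternatives set before the data were examined still differed, at 1.221% for the higher-scoring part of the CLIP-seq lists (that of ADAR whole) and 5.501% as a share of CLIP-seq peaks. The paper's share of SETD1A CLIP-seq peaks in introns is about 9% in Fig. 2d, read by eye, and that here was 13.62%, or 13.78% in the higher-scoring part.

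The paper's Table S4 lists 25 genes both bound and changed for ADAR, 15 for PTBP3, 129 for KHSRP, 31 for ELAVL1 and 288 for SETD1A, and the counts here were 70, 43, 228, 101 and 476. Of the alternatives set before the data were examined, DESeq2 no longer differed for ADAR (37), PTBP3 (22), KHSRP (167) and SETD1A (323), and still did for ELAVL1 (56). For KHSRP, leaving out shCtrl2 replicate 2 (188), an adjusted p without a fold (88) and coding genes only (190) also no longer differed, as for SETD1A did leaving out shSETD1A-1 replicate 1 (432) and coding genes only (370). The other alternatives still differed. The log2 fold changes in Table S4 had the sign found here for every tested gene, with a correlation of 0.9998 or more.

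With DESeq2 the counts at the Fig. 4 thresholds were 2944 activated genes in QKI5, 2963 in QKI5 M1 and 4295 in PMA, and 2818, 2747 and 3459 repressed, the paper's counts except for PMA-activated genes, where the paper has 4296.

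The paper states that all but PTBP3 and ELAVL1 were over-represented at promoters. The ratio to the genome was 0.97 for QKI5, 0.955 with 2 kb on either side and 0.963 with coding genes only, and 0.888 for NUDT21. For ADAR, KHSRP and SETD1A it was above 1. The paper states from Figure S2e that QKI5 gathered on lncRNA and small RNA genes of the genome and that NUDT21 had no preferred gene type there. That figure measures fold over input, while the values here are peaks per Mb, another quantity, so the 2 cannot be set against each other. The ratio of peaks per Mb was 0.986 and 13.481 for QKI5, and 15.811 in small RNA genes for NUDT21 (12.794 for IgG). Peaks in promoters and termination sites raise it in genes this short.

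The paper gives KHSRP and SETD1A potential functions in regulating gene expression. By edgeR their odds ratios were below 1 and by DESeq2 above those of IgG (1.255 for IgG with the KHSRP genes, 0.964 with the SETD1A genes). The paper states that commonly repressed genes gathered around DNA replication as well as cell division. Of 25 DNA replication genes, 5 were lower in QKI5 and 3 in QKI5 M1, with 10 and 9 higher, and 25 were lower in PMA. The paper finds more ELAVL1 peaks on RNA than on DNA, and with touching segments joined, a choice made after seeing the data, the order was the other.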

Other observations

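The test of all CLIP-seq lists together met the outcome set for a shared kind of cell; it was set aside only by a rule added after the lists had been seen one by one, and the tests of the ELAVL1 list and of the other 6 lists were chosen after their values were seen.

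PMA raised SPOCD1, a gene of a chromatin protein, EGR2, an early response transcription factor, and the scavenger receptor MSR1, with log2 fold changes of 10.85, 7.27 and 8.01. It lowered the monocyte precursor gene MS4A3 (−8.81), the protease inhibitor SERPINB2 (−8.96) and the progenitor transcription factor MYB (−3.56). FCMR, an IgM receptor gene, had no count in Ctrl and was at least 389-fold higher. The squalene epoxidase SQLE rose by 1.88.

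QKI5 and QKI5 M1 lowered UGT3A2, a gene of a sugar-transfer enzyme, by log2 fold changes of −6.24 and −5.96. QKI5 M1 also lowered the calcium sensor NCALD (−5.72) and the actin-binding SYNPO2 (−5.67), and raised the myeloid receptor CD300E and the matrix protein TNFAIP6 at least 245-fold and 475-fold from no count in Ctrl. Between the 2, the tryptophan enzyme TDO2 was lower in QKI5 (−1.21) and the secreted NPTX1 higher (1.26). CDC20 did not change in QKI5 (adjusted p = 0.942 from edgeR).

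NUDT21 knockdown raised DCAF4L1 by a log2 fold change of 3.32 (adjusted p = 0.0133 from edgeR), USP18 by 1.17 and IFIT2 by 1.26, and lowered NFKBIA by −0.71, but only 18 genes changed without shCtrl1 replicate 1. SETD1A knockdown raised FOSB by 1.68 and the small redox protein gene SH3BGRL3 by 0.57, and lowered DDIT3 by −0.58. PTBP3 knockdown lowered APOC1 by −0.90 and the nucleotide kinase NME1 by −0.86, and ELAVL1 knockdown the nuclear protein gene PIR by −0.65.

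Of 13 p53 targets, 7 were higher in PMA (9 when adjusted over the list alone) and none lower, while in QKI5 4 were higher and 5 lower. Of 12 genes of the unfolded protein and integrated stress response, 4 were higher and 4 lower in QKI5, 6 and 4 in QKI5 M1, and 4 and none in PMA. Of 7 MHC class II genes 4 were higher and 1 lower in QKI5. Of 17 genes of mRNA 3′ end processing 4 were higher and 4 lower in QKI5, and of 11 of H3K4 methyltransferase complexes 1 and 1. Of the 7 hChe-RBPs 3 were higher in QKI5, and none lower. Of 8 housekeeping genes 2 were higher and 3 lower. Of the marker lists in QKI5, 1 of 3 lymphoid genes was higher, 2 of 4 epithelial genes were lower, 2 of 3 fibroblast genes were higher, and the 1 erythroid gene tested was lower. Of 40 genes the paper names, 20 were higher and 11 lower (22 and 11 when adjusted over the list alone), which is not independent evidence.

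In the knockdowns few lists moved. Of 15 genes of cholesterol synthesis and export, 2 were lower after ADAR knockdown (5 when adjusted over the list alone), with an adjusted p of 1.93e-10 from camera, and adjusted p = 0.0396 with an estimated correlation. After SETD1A knockdown the same list had no gene past the test (6 higher when adjusted over the list alone; 9.25e-08 from camera, and adjusted p = 0.675 with an estimated correlation). Mitosis after KHSRP knockdown had 2.17e-09, and adjusted p = 0.301 with an estimated correlation. Of 18 NF-kB targets and immediate early genes 3 were higher after ADAR knockdown (6 when adjusted over the list alone; 8.58e-07, and adjusted p = 0.76 with an estimated correlation). Of 12 erythroid markers 1 was lower after PTBP3 knockdown (4 when adjusted over the list alone; 5.28e-05, and adjusted p = 0.322 with an estimated correlation). Of 15 interferon-stimulated genes 4 were higher after NUDT21 knockdown (5 when adjusted over the list alone; 0.0288 from camera, and adjusted p = 0.517 with an estimated correlation).

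In QKI5 and QKI5 M1 against Ctrl, camera called interferon-stimulated genes at adjusted p = 3.39e-74 and 5.52e-85, and with an estimated correlation at 0.0502 and 0.0438. Cytokines and chemokines also held in QKI5 M1 (0.0438), as did monocyte and macrophage markers, phagocytosis and NF-kB targets (0.0453 each). No list held in QKI5 or PMA against Ctrl, and of the knockdowns only the cholesterol list of ADAR did. The lists that held in QKI5 M1 had an adjusted p of 0.0502 each from camera in QKI5. Mitosis in PMA had 2.36e-24, and adjusted p = 0.26 with an estimated correlation. Cholesterol synthesis in QKI5 had 1.74e-10, and adjusted p = 0.337 with an estimated correlation. Between QKI5 and QKI5 M1, interferon-stimulated genes and cytokines held (0.0403 each).

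CLIP-seq peaks were compared between 134 genes abundant in shCtrl and absent from the overexpression and PMA libraries and 142 genes of the reverse kind. Over all lists, the former carried a peak more often (odds ratio 8.05, Fisher's exact test, p = 1.41e-15), which may come from CLIP-seq cells of the same kind as those of the knockdown libraries. For ELAVL1 this is argued against, since 26.06% of the reverse kind and none of the 134 carried its peaks. For the other 6 lists it stays open, as 0.70% of the reverse kind carried a peak of any of them. RNA cannot tell which cells were used for ChIP-seq.

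The labels do not say whether replicates come from separate cultures, so the p-values may measure only technical spread, and 140 genes in place of 3811 differed between QKI5 and QKI5 M1 without QKI5 replicate 2. Over all 38 RNA-seq libraries, the first principal component holds 84.9% of the variance and the second 4.7%.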
